# StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells

**DOI:** 10.1038/s41467-021-26236-5

**Published:** 2021-10-21

**Authors:** Céline Labouesse, Bao Xiu Tan, Chibeza C. Agley, Moritz Hofer, Alexander K. Winkel, Giuliano G. Stirparo, Hannah T. Stuart, Christophe M. Verstreken, Carla Mulas, William Mansfield, Paul Bertone, Kristian Franze, José C. R. Silva, Kevin J. Chalut

**Keywords:** Biomaterials - cells, Stem-cell biotechnology, Embryonic stem cells, Reprogramming

## Abstract

Studies of mechanical signalling are typically performed by comparing cells cultured on soft and stiff hydrogel-based substrates. However, it is challenging to independently and robustly control both substrate stiffness and extracellular matrix tethering to substrates, making matrix tethering a potentially confounding variable in mechanical signalling investigations. Moreover, unstable matrix tethering can lead to poor cell attachment and weak engagement of cell adhesions. To address this, we developed StemBond hydrogels, a hydrogel in which matrix tethering is robust and can be varied independently of stiffness. We validate StemBond hydrogels by showing that they provide an optimal system for culturing mouse and human pluripotent stem cells. We further show how soft StemBond hydrogels modulate stem cell function, partly through stiffness-sensitive ERK signalling. Our findings underline how substrate mechanics impact mechanosensitive signalling pathways regulating self-renewal and differentiation, indicating that optimising the complete mechanical microenvironment will offer greater control over stem cell fate specification.

## Abstract (web summary)

The independent control of substrate stiffness and tethering of extracellular matrix to substrates for mechanical signalling investigations remains challenging. Here the authors present StemBond hydrogels, with stable ECM tethering that can be varied independently of stiffness, and use these to modulate the function of mouse and human pluripotent stem cells.

## Introduction

The physical properties of the cellular microenvironment, such as substrate stiffness and adhesiveness, have a strong influence on stem cell function, including maintenance and differentiation^1–3^. To control substrate stiffness in vitro, polyacrylamide (PAAm) hydrogels have been used extensively because their stiffness can be varied over several orders of magnitude within the physiological range, and their surface can be functionalised by the tethering of extra-cellular matrix (ECM) proteins. In one of the most widely used approaches in the field, polymerised PAAm hydrogels are treated with a hetero-bifunctional crosslinker, the most commonly employed one being sulfo-SANPAH, though alternative methods also exist^4–6^. UV-activated sulfo-SANPAH enables binding of protein to the surface of the hydrogels. Sulfo-SANPAH-treated PAAm hydrogels have been successfully used, for example, to study the impact of substrate stiffness on regulating fate choices of mesenchymal stem cells^7,8^. There have also been a handful of studies using these substrates to culture cells from soft tissue^9,10^. However, as we show here, cells—such as mouse embryonic stem cells (mESC)—that do not develop strong focal adhesions^11^ tend to detach from the substrates after a short time in culture. This limitation of commonly used PAAm substrates constitutes a significant bottleneck for studies in stem cell mechanobiology.

The detachment of cells from PAAm substrates could be due to a loss of ECM–substrate coupling, which is mediated by the reaction between the PAAm and the chosen crosslinker. For example, in the case of sulfo-SANPAH, a nitrophenyl azide group couples to acrylamide chains upon photoactivation. The non-specific nature of this reaction and the highly reactive nature of the intermediate photoactivated species render the binding to the substrate highly variable and difficult to control. Furthermore, it has been suggested that the effective crosslinker density depends not only on sulfo-SANPAH concentration, but also on hydrogel pore size^12^. The importance of pore size has been debated given that adult stem cells grown on substrates above 4 kPa are functionally insensitive to changes in ECM tethering density^13^. It is unclear whether that also holds true for stem cells cultured on much softer substrates below 1 kPa, as is typically done with cells from soft tissue such as embryonic or neural tissue^14,15^.

Embryonic stem cells are characterised by their ability to indefinitely self-renew in a pluripotent, undifferentiated state when in the presence of the appropriate soluble signals regulating key pluripotency pathways. mESCs can be maintained as a homogeneous population in a naïve, i.e. fully uncommitted, state by the dual inhibition (“2i”) of the GSK3β and the MEK/ERK pathways^16,17^. Alternatively, they can be maintained as a more heterogeneous population with a mix of naïve and more differentiated cells in serum-containing medium supplemented with the cytokine leukaemia inhibitory factor (LIF), an activator of JAK/STAT pathway (serum + LIF medium)^18–20^. Interestingly, all of the three aforementioned pathways—GSK3β, MEK/ERK and JAK/STAT—have been shown to be mechanosensitive in other cell types^12,21–24^. Moreover, a few studies have suggested that mESCs could sense and respond to substrate adhesiveness^25^ and stiffness^9,26,27^. However, these studies were performed either on plastic substrates or on sulfo-SANPAH functionalised soft substrates, neither of which offered good simultaneous control of stiffness and ECM tethering. As a result, exactly how the mechanical microenvironment impacts the pathways regulating pluripotent stem cell self-renewal or loss of pluripotency still remains to be elucidated.

To facilitate stem cell culture on soft substrates below 1 kPa, we sought an alternative PAAm functionalisation approach that would allow us to better control ECM tethering in a physiological range of hydrogel stiffness. We opted to incorporate a co-factor in the PAAm precursor solution that allows subsequent covalent binding of ECM proteins, similar to previous  demonstrations^28,29^. This approach allows controlling the density of ECM tethering points with the concentration of co-factor, while the stability of the functionalisation is ensured by the high specificity of the coupling reaction, irrespective of substrate stiffness.

In this work, we leverage our functionalisation method to obtain a range of substrates, which we call ‘StemBond’ hydrogels, for stem cell culture and investigations of mechanical signalling. To demonstrate how StemBond hydrogels can be applied for well-controlled investigations of mechanical signalling in stem cell self-renewal, we use mESCs as a model of weakly adherent cells. We show that controlling the strength of ECM tethering promotes the stability of the ECM layer and support the stable maintenance of both mESCs and human pluripotent stem cells (hPSCs), offering a tool to study the role of substrate, ECM and mechanics in stem cell self-renewal. We study the impact of substrate stiffness in mESCs and found that soft StemBond hydrogels allow self-renewal even in minimal medium conditions (i.e. a single chemical inhibitor) in which mESCs would normally differentiate. We additionally found that the efficiency of mouse epiblast-like stem cell reprogramming into naïve pluripotency was improved on soft substrates. We finally examine potential mechanosensitive signalling pathways regulating self-renewal in mESCs.

## Results

### StemBond hydrogels have controlled stiffness and ECM tethering strength

In order to establish an optimal mechanical microenvironment for pluripotent stem cells, and to enable their stable substrate attachment, we adapted a specific PAAm hydrogel protocol similar to what was suggested in refs. ^28,29^. We started from a precursor solution for a standard PAAm hydrogel below 1 kPa, approaching the low stiffness of the pre-implantation embryo from which mESCs are sourced (varying between 200 and 600 Pa^30^). We added to the precursor solution the co-factor 6-Acrylamidohexanoic acid (AHA), which can bind to acrylamide chains without crosslinking two acrylamide chains together. The terminal carboxyl groups of the AHA serve as anchorage points for covalent ECM protein binding by first forming an amine-reactive ester through a carbodiimide reaction. As with the widely used sulfo-SANPAH, this ester can react with any primary amine of, for example, lysine chains, to tether ECM proteins to the surface (Fig. 1a). However, this method allows comparatively better control over the binding and surface density of the carboxyl groups because the AHA chains polymerise with acrylamide. We thus varied AHA concentration to obtain different levels of ECM tethering (Fig. 1b), estimating that the surface density of ECM anchorage points approximately triples (see the “Methods” section) when AHA concentration is increased from 16 mM (low AHA) to 48 mM (mid AHA) and 80 mM (high AHA) (Fig. 1b). We adapted the ratio of acrylamide to bis-acrylamide to ensure a constant stiffness over the range of AHA concentrations (Fig. 1c).

**Fig. 1:**
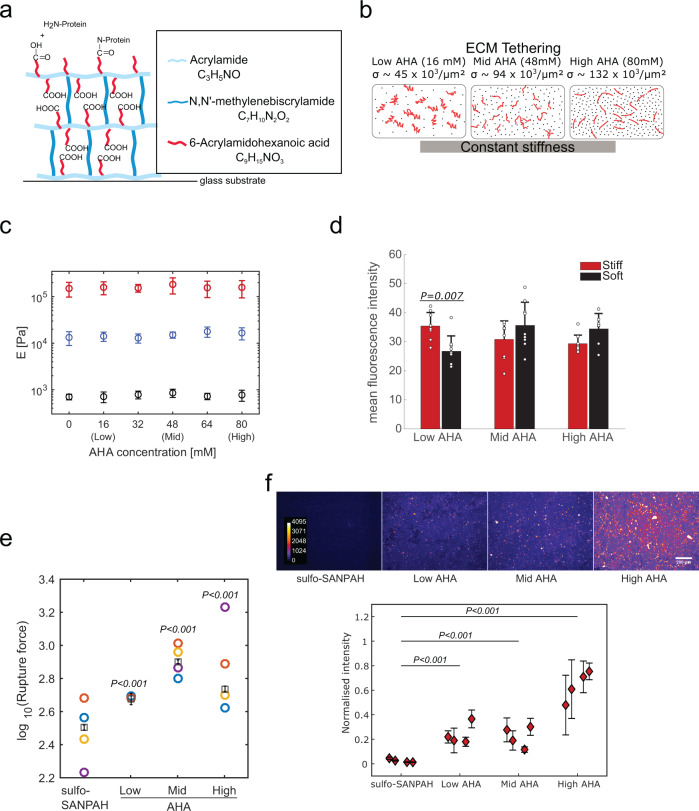
StemBond hydrogels provide control over ECM density and stability independent of stiffness. **a** Sketch of StemBond hydrogels. PAAm are synthesised with co-factor 6-Acrylamidohexanoic acid (AHA). The AHA chains terminate with a carboxyl group which then binds primary amines of ECM proteins. **b** Schematic of variations in ECM tethering strength with AHA concentrations. The estimated values of the surface density *σ* of carboxyl groups (black dots) is given for three different concentrations (see the “Methods” section). Each ECM protein fibre (red lines) can create many covalent bonds so different AHA concentrations will lead to different tethering strengths while not affecting the stiffness. **c** Young’s modulus of StemBond hydrogels with different proportions of acrylamide, bis-acrylamide and AHA co-factor was measured using AFM. The modulus in Pa is reported (mean ± standard deviation) (30 indentations/gel over 5 independent samples) for soft (black), intermediate (blue) and stiff (red) hydrogels. **d** Quantification of protein coverage on StemBond hydrogels, estimated by coating gels with FITC-labelled BSA and measuring the mean fluorescence intensity at the gel surface (*n* = 2–3 fields of view for three independent samples). Bars show mean ± standard deviation. *P*-values computed using a one-way ANOVA with Tukey–Kramer’s multiple comparison test. **e** Rupture force (log_10_) from significant binding events between fibronectin bound onto hydrogels and an AFM probe coated with anti-Fibronectin antibody. ‘○’: average of *n* = 3 or 4 independent experiments; ‘□’: overall mean; bars: standard error. *P*-values correspond to pairwise comparison to sulfo-SANPAH substrates from two-way ANOVA linear model. **f** Rhodamine-Fibronectin layer on different stiff substrates after 3 days of MEFs culture. (Top) Holes in the ECM layer are sites of ECM remodelling by MEFs. (Bottom) Mean ± standard deviation of fluorescence intensity for four replicates (*n* = 12–17 frames/data point taken over two independent experiments). Mean intensities were normalised for each batch and background was subtracted (measured on uncoated substrates) before averaging. *P*-values computed using a one-way ANOVA with Tukey–Kramer’s multiple comparison test. In panels **e** and **f**, all hydrogels were coated with 200 µg ml^−1^ fibronectin. Source data are provided as a Source Data file.

It is not immediately clear how control over ECM tethering might translate to how cells sense the ECM. One possibility is that ECM protein coverage varies with increasing density of tethering points. However, this is unlikely because we are working with saturating ECM concentrations. As expected, immunofluorescence confirmed that protein coverage levels were similar on soft and stiff substrates over a range of AHA concentration (Fig. 1d and Supplementary Fig. 1a). The other potentially important parameter is how strongly ECM proteins are tethered to the substrate, which varies not only with substrate type but also potentially with density of tethering points. In order to measure ECM tethering strength, we used AFM cantilevers coated with an anti-fibronectin antibody. On both soft and stiff StemBond hydrogels, we detected significant binding events (Supplementary Fig. 1b–e). We did not, however, measure significant binding events on sulfo-SANPAH functionalised stiff hydrogels, primarily because the rupture length was very short on these gels (Supplementary Fig. 1e). The short rupture length on stiff sulfo-SANPAH substrates, which have relatively high ECM tethering density, likely indicates a weak tethering of ECM to the substrate. On soft sulfo-SANPAH substrates, the significant binding events had longer rupture lengths but significantly smaller rupture forces than on soft StemBond substrates (Fig. 1e and Supplementary Fig. 1b–e), also indicative of weaker ECM tethering to the substrate. Plateauing rupture forces on high AHA hydrogels suggest saturation of ECM tethering points. Notably, the rupture forces are very similar for both soft and stiff StemBond hydrogels (Supplementary Fig. 1b and e). Our analysis strongly suggests that the increasing concentration of AHA does not significantly affect ECM protein coverage, but, in line with previous studies^29^, that it has a potent effect on ECM tethering strength, and thus potentially on ECM stability.

To determine the stability of the ECM layer on cell-seeded hydrogels, we plated mouse embryonic fibroblasts (MEFs), which are a strongly adherent cell type that secrete and remodel ECM, on both StemBond and sulfo-SANPAH hydrogels coated with the same concentration of ECM. We observed that, on StemBond, the ECM layer remained on the surface even after several days; however, significantly, the ECM layer on sulfo-SANPAH treated hydrogels was depleted. This observation strongly suggests that the ECM is more stable on StemBond hydrogels (Fig. 1f), and this stability correlates with the tethering strength. Thus, controlling co-factor concentration on StemBond substrates allowed stable, reproducible, and tuneable ECM tethering, on both soft and stiff hydrogels.

### StemBond hydrogels promote strong pluripotent stem cell attachment

We then tested whether strong ECM tethering would improve stem cell attachment. We first seeded mESCs on standard and StemBond PAAm hydrogels. We compared hydrogels of different pore size (varying acrylamide:bis-acrylamide ratio A:B) and sulfo-SANPAH concentrations. We found that prolonged cell attachment on fibronectin-coated StemBond hydrogels was significantly higher than on standard PAAm hydrogels functionalised with sulfo-SANPAH (Supplementary Fig. 2a, b). Notably, after a few days of culture on sulfo-SANPAH functionalised hydrogels, independent of concentration, there were clear floating or barely attached colonies, and these hydrogels ultimately yielded as few attached colonies as the unfunctionalised hydrogels. In contrast, on StemBond hydrogels we observed many large colonies irrespective of A:B ratio (Supplementary Fig. 2a, b).

We further tested whether different levels of AHA would impact cell attachment over the course of 48 h. We found that cell attachment was long-lasting on mid and high AHA hydrogels, irrespective of stiffness, and weaker on the low AHA hydrogels only (Fig. 2a), which had similar attachment numbers to standard PAAm hydrogels. Immunostaining confirmed that markers of focal adhesions, integrin β1 and phospho-paxillin, were present on soft and stiff hydrogels (Supplementary Fig. 2c). Actin stress fibres were also observed on tissue culture plastic (TCP) and stiff hydrogels, but actin was mostly cortical on soft substrates (Supplementary Fig. 2c). Furthermore, cell attachment and viability were comparable to TCP (Supplementary Fig. 2d, e). Proliferation rates assessed by EdU incorporation were approximately the same for all substrates (Supplementary Fig. 2f). Thus, StemBond hydrogels, in contrast to sulfo-SANPAH functionalised hydrogels, provide robust conditions for prolonged culture of mESCs, even on soft substrates.

**Fig. 2:**
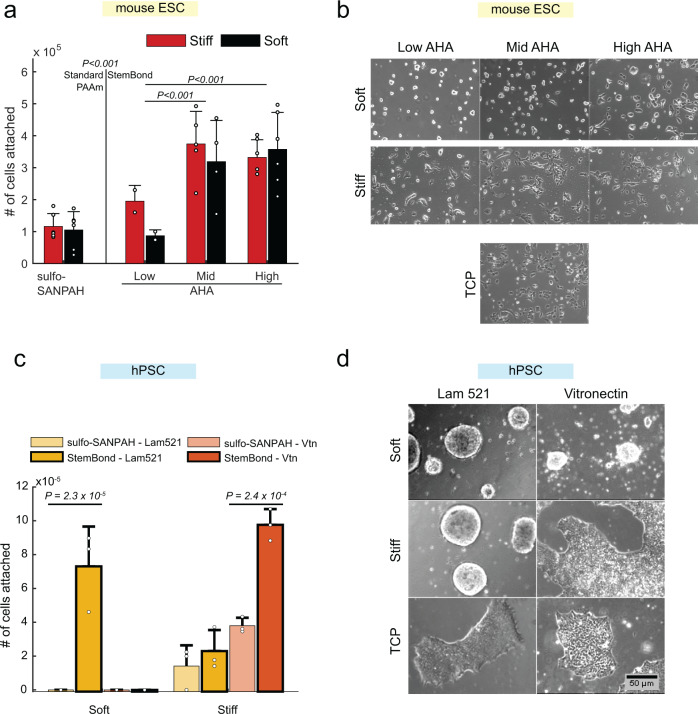
StemBond improves cell attachment to soft hydrogels. **a** mESC attachment on sulfo-SANPAH functionalised standard PAAm hydrogels (left) and StemBond hydrogels (right). Cells were counted after 48 h in serum+LIF (*n* = 2–6 independent samples). *P*-values from ANOVA with Tukey–Kramer’s multiple comparison test comparing Low AHA to Mid AHA and High AHA, and sulfo–SANPAH hydrogels to StemBond hydrogels globally. Stiffness was not a significant factor (*p* = 0.58). Bars show mean ± standard deviation, points show the value independent samples. **b** Representative brightfield images of cells after 24 h in serum + LIF on tissue culture plastic (TCP), stiff and soft StemBond hydrogels with different adhesiveness (AHA concentrations). Scale bar: 100 µm. **c** hPSC attachment on soft and stiff sulfo-SANPAH functionalised standard PAAm hydrogels and high AHA StemBond hydrogels, with laminin 521 or vitronectin coating. Cells were counted after 4 days in E8 media (*n* = 3 independent experiments). *P*-values were computed using a one-way ANOVA with Tukey–Kramer’s multiple comparison test, comparing sulfo-SANPAH functionalised to StemBond hydrogels for each stiffness and ECM protein. On soft substrates, only Laminin on StemBond yielded enough cells, other conditions yielded very little cells, below the range of the cell counter. Error bars show standard deviation, points show the value independent repeats. **d** Representative brightfield images of hPSC colonies attached to laminin 521 and vitronectin coated StemBond hydrogels at day 4 of seeding (day 2 for TCP). Cells were grown in E8 media with ROCK inhibitor for the first 24 h. Scale bar: 50 µm. Source data are provided as a Source Data file.

Morphologically, colonies on soft StemBond hydrogels were rounder, resembling naïve mESCs in 2i culture; on stiff StemBond hydrogels, colonies were flat and spread out, similar to mESCs on TCP (Fig. 2b). ECM tethering density did not dramatically impact morphology, though we observed that colonies were systematically slightly rounder on, particularly, the low and mid AHA soft substrates (Fig. 2b). Similar morphological differences between soft and stiff substrates were found on gelatin, laminin and collagen-coated StemBond hydrogels, although mESCs did not flatten as much on collagen (Supplementary Fig. 3a). We also compared StemBond hydrogels to other types of soft substrates. On soft PDMS substrates, cells spread out to a level similar TCP (Supplementary Fig. 3b). StemBond hydrogels are therefore unique in providing a substrate viable for mESC attachment, and recapitulating naïve state morphology.

To show that StemBond hydrogels are compatible with multiple pluripotent stem cell types, we also established hPSC culture on StemBond hydrogels. We here compared laminin 521 (Lam 521) and vitronectin (Vtn) coating, both routinely used for hPSC culture, on either high AHA StemBond or sulfo-SANPAH functionalised hydrogels. Similar to our examination of mESCs, we found that sulfo-SANPAH does not provide a stable culture environment for hPSCs and leads to rapid colony detachment (Fig. 2c). In contrast, StemBond hydrogels allowed robust colony attachment and growth. Interestingly, we observed that only some combinations of stiffness and ECM show optimal colony attachment. Laminin 521 is highly supportive of colony growth on soft substrates, with colonies appearing round on both soft and stiff StemBond hydrogels, while vitronectin supports colony growth only on stiff substrates (Fig. 2c, d). These results suggest that the interaction between ECM protein and stiffness regulate cell attachment and cell growth.

### Soft substrates support naïve pluripotency

Having established that StemBond hydrogels provide robust cell attachment, we next asked if they also support maintenance of pluripotency in mESCs and hPSCs. To do this, we first examined several canonical naïve transcription factors of mESCs, finding that the expression of those factors is systematically higher on soft substrates compared to TCP and stiff substrates. We found, for example, a significant increase in the expression of *Esrrb* in comparison to stiff substrates (Fig. 3a). At the protein level, ESRRB was also significantly more expressed on soft substrates compared to stiff hydrogels and TCP, though we did not find such a dramatic difference in NANOG (Fig. 3b). In addition, we probed the activity of STAT3 and ERK, which are known regulators of mESC cell state, on soft substrates compared to stiff substrates in serum + LIF conditions. STAT3 activity was higher but not significantly different, while ERK activity was significantly lower, suggesting that soft substrates stabilise naïve pluripotency by reducing ERK-driven differentiation and potentially by increasing self-renewal signals such as STAT3 (Fig. 3c). Finally, comparing gene expression on soft StemBond hydrogels to soft PDMS substrates on both fibronectin- and laminin-coated substrates, we showed that StemBond hydrogels lead to higher expression of naïve factors *Esrrb, Tfcp2l1* and *Klf4* and lower expression of formative marker *Fgf5* than PDMS (Supplementary Fig. 3c). Together, these results confirm that StemBond hydrogels fully support the maintenance of naïve pluripotency in mESCs, with the expression of key pluripotency factors being further increased on soft substrates compared to both stiffer substrates, and other hydrogel substrates such as PDMS.

**Fig. 3:**
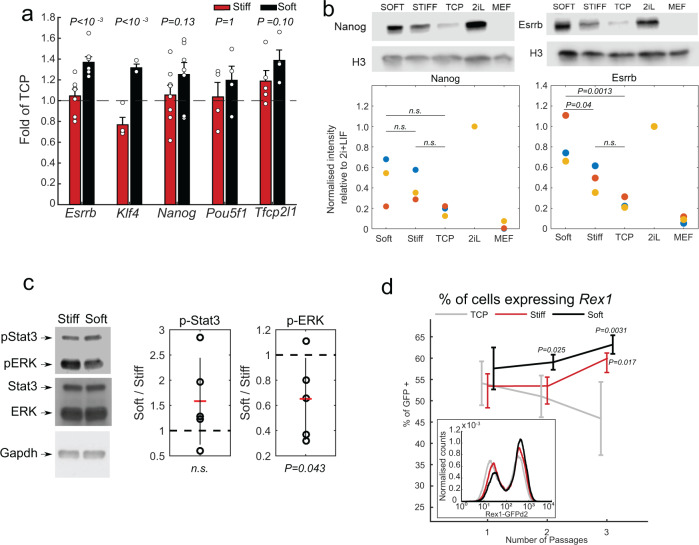
StemBond substrates support pluripotency. **a** Mean and standard deviation of mRNA expression of selected pluripotency genes on soft and stiff (mid AHA) substrates normalised to TCP. Cells were seeded on the substrates for 24 h in serum + LIF. The *P*-values show the significant differences in expression between soft and stiff substrates (one-way ANOVA). Expression was averaged over *n* = 4–6 independent experiments, points show the value of independent repeats. **b** Quantification of NANOG (left) and ESRRB (right) on different substrates from Western blots. Scatter plots show normalised band intensity from three independent experiments. Cells were cultured for 48 h in serum + LIF on fibronectin-coated TCP, soft and stiff hydrogels. Intensity were normalised to protein levels in 2i+LIF (2iL). Mouse embryonic fibroblasts (MEFs) were used as negative controls. *P*-values are from one-way ANOVA test. **c** (Left) Western blots for phospho-STAT3, phospho-ERK, total STAT3 and total ERK from cells grown on soft and stiff gels for 24 h in serum+LIF. GAPDH was used as loading control. (Right) Mean ± std of the ratio of intensity of soft/stiff after normalisation to GAPDH (*n* = 5 independent experiments). *P*-value computed using a one-way ANOVA. **d** Average percentage of reporter line Rex1 positive cells determined from flow cytometry histograms. Cells were cultured in serum + LIF on TCP (grey), and on soft (black) and stiff (red) high AHA substrates (*n* = 4 independent experiments). *P*-values from two-way ANOVA are indicated. Bars show mean ± standard deviation. Inset: Corresponding example of flow cytometry profiles. For each condition, histograms of three replicate samples were averaged and smoothed. Gating strategy show in Supplementary Fig. 4a. Source data are provided as a Source Data file.

To determine more closely the population response on StemBond hydrogels, we used a destabilised GFP reporter line for *Rex1* (*Zfp42*), a high-fidelity reporter for naïve pluripotency^31^, and measured fluorescence intensity over several passages. While a bimodal distribution typical of serum + LIF conditions was observed in all conditions, we found that soft substrates significantly increased the proportion of *Rex1*-positive cells without shifting the peak fluorescence of the naïve cells (Fig. 3d). Additionally, this proportion increased over time in culture on both soft and stiff hydrogels, but not on TCP (Fig. 3d). These data suggest that in serum + LIF conditions StemBond hydrogels—particularly the soft substrates—progressively improve the homogeneity of the mESC population.

In contrast to serum + LIF, the 2i conditions defined by the use of CHIRON (Gsk3β inhibitor) and PD03 (MEK inhibitor) create a homogeneous naïve population from which mESCs can be differentiated into multiple lineages. In 2i conditions, mESCs were homogeneously naïve regardless of substrate (Supplementary Fig. 4a) and mESCs exited from naïve pluripotency on all substrates (Supplementary Fig. 4a).

Given that exit from naïve pluripotency was unaffected by substrate type, we then asked if multilineage specification of mESCs was similarly unaffected. For this, we differentiated mESCs starting from 2i conditions into neuroectoderm and mesoendoderm^32^. When prompted to differentiate into neuroectoderm, cells upregulated *Pax3, Pax6* and *Sox1*, markers of early neuroectoderm lineage commitment on both soft and stiff hydrogels (Supplementary Fig. 4b, c) within 4 days. When prompted to differentiate towards mesoendoderm, cells showed normal upregulation of lineage markers *Eomes*, *Foxa2* and *T*/*Brachyury* within 4 days (Supplementary Fig. 4b, c). Overall, we conclude that, though naïve pluripotency is stabilised on StemBond hydrogels, mESCs are able to differentiate on these substrates, and that both exit from naïve pluripotency and lineage priming proceed normally regardless of substrate condition.

We next verified that StemBond hydrogels support pluripotency in hPSCs. General pluripotency markers (*Pou5f1* and *Nanog*) were similar in hPSCs on TCP and StemBond hydrogels coated with either laminin and vitronectin, despite the weaker attachment on soft vitronectin substrates (Supplementary Fig. 3d). Furthermore, although the ECM protein was shown to make a difference on cell attachment and cell morphology (Fig. 2d), this did not affect pluripotency gene expression in hPSCs. Only expression of *Nanog* on vitronectin-coated TCP was lower than in other conditions. In naïve hPSCs, gene expression was overall comparable for the naïve markers *Klf4*, *Klf17*, and *Tfcp2l1* on TCP and StemBond hydrogels for HNES1 and cR-H9 cells (Supplementary Fig. 3e). Thus, we conclude that StemBond hydrogels are compatible with culture and propagation of hPSCs without the requirements for feeder layers or Matrigel.

### Pluripotent stem cell self-renewal in minimal media conditions

So far, we have established that StemBond hydrogels support mESC and hPSC self-renewal. In mESCs, the purity of the naïve population increased in serum + LIF conditions, although not to the level observed in 2i conditions. Nevertheless, the small molecule inhibitors and LIF are potent self-renewing factors that could mask any difference emerging from substrate conditions. In order to challenge the system, we then asked if the above-mentioned factors are necessary for mESC self-renewal on StemBond hydrogels by conducting clonogenicity assays in minimal media conditions. In these assays, we removed one or several self-renewing factor(s) for a defined period of time, then replated the cells at very low densities in 2i + LIF medium for 5 days to select for cells that retained their ability to self-renew in naïve conditions. We then counted the number of resulting naïve pluripotent colonies (Fig. 4a(i)). First, we removed LIF (a positive effector of self-renewal) from serum + LIF medium for 5 days on TCP, stiff and soft StemBond substrates. On TCP, removal of LIF led to drastic loss of self-renewal. On stiff substrates, there was a modest loss of naïve pluripotency upon removal of LIF. On soft substrates, however, significantly more cells maintained naïve pluripotency than on stiff substrates and TCP (Fig. 4b). Surprisingly, twice as many cells maintained naïve pluripotency on soft substrates without LIF when compared to the control of undifferentiated cells grown on TCP in serum + LIF. These results suggest that in serum only conditions, StemBond hydrogels at least partially compensate for LIF to sustain self-renewal of mESCs.

**Fig. 4:**
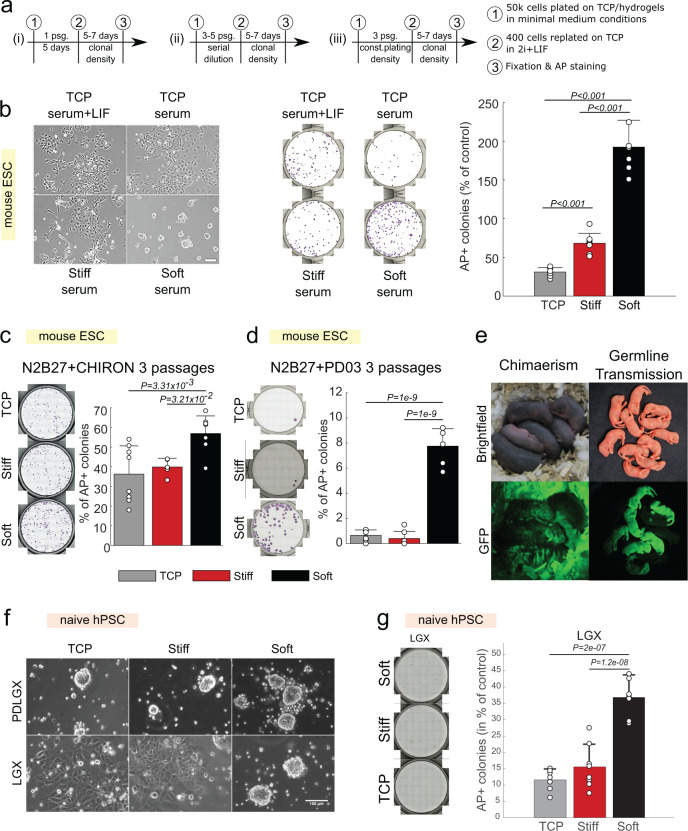
Soft substrates improve self-renewal in minimal conditions. **a** Procedure for clonogenicity assays. Cells were seeded on different substrates (i) for 5 days or (ii) and (iii) passaged every 2–3 days. Passaging (psg.) was done (ii) by serial dilution from 1:3 to 1:4 or (iii) by keeping a constant plating density of 50,000 cells per substrate. Cells were then replated at clonal density (100 cells/cm²) on gelatin-coated TCP in 2i+LIF to allow self-renewing cells to form colonies. Finally, colonies were fixed and stained for alkaline phosphatase (AP). **b** Clonogenicity assay of mESCs after 5 days in serum following protocol (i). (Left) Brightfield images of mESCs after 5 days. Scale bar: 100 µm. (Centre) Snapshot of AP stainings. (Right) Quantification of the number of AP+ colonies in % of control conditions (serum + LIF on TCP) (*n* = 8 independent samples). **c** Clonogenicity assay after mESCs were cultured for three passages in N2B27 + CHIRON following protocol (iii). (Left) Snapshots of AP stainings. (Right) Quantification of the number of AP + colonies in % of plated cells (*n* = 5–8 independent samples). **d** Clonogenicity assay after mESCs were cultured for three passages in N2B27 + PD03 following protocol (iii). Cells were from a C57BL/6-Agouti background. (Left) Snapshots of AP stainings. (Right) Quantification of the number of AP+ colonies in % of plated cells (*n* = 8 independent samples). **e** First (left) and second (right) generation chimaeric mice obtained after the injection into blastocysts of GFP-transfected mESCs cultured on soft substrates in N2B27 + PD03 for three passages following protocol (ii). The bedding autofluorescence contributes to background in the bottom-left image, but clear GFP+ regions are visible on the mice. **f** Brightfield images of naïve hPSCs in control media “PDLGX” and in media without PD03, “LGX”. Scale bar: 100 µm. **g** Clonogenecity assay of naïve hPSCs in LGX. (Left) Snapshot of AP-stainings. (Right) Quantification of number of AP+ colonies in % of control conditions “PDLGX”. The replating efficiency was low with only 11% recovered colonies in PDLGX conditions (*n* = 8 independent samples). In all panels above, error bars show standard deviation, points show the values of independent repeats, and *P*-values were computed using a one-way ANOVA with Tukey–Kramer’s multiple comparison test. Source data are provided as a Source Data file.

We then tested whether soft substrates could compensate for one of the two otherwise essential inhibitors, CHIRON or PD03, and would allow the propagation of mESCs for multiple passages in minimal media conditions. For this, we cultured cells on different substrates for five passages in N2B27 + CHIRON by serial dilution, before replating them at very low density in 2i + LIF to assess how many cells remained in a naïve pluripotent state (Fig. 4a(i)). We found that significantly more cells gave rise to naïve colonies from soft substrates than from stiff substrates (Supplementary Fig. 5a, b). Moreover, cell survival was also significantly higher on soft substrates (Supplementary Fig. 5c). Since the higher survival could be a confounding factor because it influences plating density in a serial dilution experiment, we repeated the experiment keeping constant cell plating density at each passage (Fig. 4a(iii)). After three passages of constant plating density, there was low cell survival on stiff substrates, but survival was still high on soft substrates. Furthermore, we found in these conditions that there were significantly more naïve pluripotent cells on soft substrates than on stiff substrates and TCP (Fig. 4c).

In N2B27 + PD03, cell survival was too low to perform the serial dilution clonogenicity assay. We therefore kept a constant cell plating density over multiple passages (Fig. 4a-iii). This allowed propagation for up to three passages on soft and stiff substrates only, with no cells surviving past passage 2 on TCP (Supplementary Fig. 5d), in line with previous studies^17^. Survival did gradually decrease on soft and stiff substrates, with no significant differences in cell numbers, and <10% of cells giving rise to naïve colonies on both substrates (Supplementary Fig. 5e, f). Because sensitivity to MEK/ERK inhibition (but not to GSK3β inhibition) has been shown to depend on cell line^17^, we repeated this assay with a different cell line, from a C57BL/6-Agouti background. In this case, we found a greater effect of the substrate stiffness on the number of naïve pluripotent colonies obtained with ~9% on soft substrates but only ~1% on stiff substrates and TCP (Fig. 4d). To ultimately confirm that the cells cultured in N2B27 + PD03 on soft hydrogels were still naïve pluripotent, we injected GFP-targeted mESCs into mouse blastocysts to test their ability to contribute to the germ layers and the germline. We obtained five viable chimaeras from the first injection and seven GFP-expressing pups from the next generation, demonstrating germline transmission (Fig. 4e and Supplementary Table 1). To our knowledge, this is the longest that mESCs have ever been successfully maintained in this highly challenging condition without genetic manipulation. We conclude that soft substrates more robustly provide a microenvironment supportive of self-renewal in N2B27 + PD03.

MEK inhibition is also used to maintain naïve hPSCs (HNES1)^33,34^. We thus asked whether soft substrates would also support self-renewal of HNES1 cells in absence of MEK inhibition, as is the case for mESCs. We found that, after 3 days without MEK inhibition, ERK activity was higher on TCP compared to soft but also compared to stiff substrates (Supplementary Fig. 5g), suggesting that ECM–substrate attachment could impact ERK activation. We found a relative higher expression in naïve markers *Klf4* and *Klf17* after 4 days without MEK inhibition on soft substrates compared to TCP and stiff hydrogels (Supplementary Fig. 5h). We further cultured HNES1 in control conditions or without PD03 for 5–6 days before replating them at clonal density and staining for naïve colonies (as in Fig. 4a(i)). The number of growing replated colonies in control conditions did not vary significantly between substrates, but in absence of PD03, soft StemBond substrates yielded 2.5 times more colonies than stiff substrates and 3 times more than TCP (Fig. 4f), mirroring the above results with mESCs. Taken together, we conclude that both stiffness and substrate type impact pathway activity, ultimately resulting in increased self-renewal of mESCs and hPSCs on soft StemBond hydrogels cell in minimal media.

### Soft StemBond hydrogels promote acquisition of naïve pluripotency

To illustrate how StemBond substrates could be used across different stem cell types, we turned to primed mouse epiblast stem cells (mEpiSC), which are known to require stronger cell adhesion than mESCs. mEpiSC can be reprogrammed to induced naïve pluripotent stem cells (iPSC) by the forced expression of a single naïve transcription factor together with signalling cues^35–37^. We here hypothesised that soft StemBond hydrogels could improve the induction of naïve pluripotency. We employed doxycycline-inducible *Esrrb* (iEsrrb) as an efficient driver of reprogramming in EpiSCs^38–40^ with a *Rex1::dGFP-IRES-bsd* reporter for the naïve identity^31^. mEpiSCs did not stably adhere to sulfo-SANPAH treated substrates and only weakly to mid AHA StemBond hydrogels, but they adhered well to high AHA StemBond hydrogels, which we thus used for reprogramming assays. We plated mEpiSCs on plastic, stiff and soft substrates for 24 h before inducing reprogramming with 2i+doxycycline and then assessed the efficiency of the process at different time points (Fig. 5a). After 24 h, cells were more clustered together on soft substrates than on TCP and stiff hydrogels (Fig. 5b). Both early markers of reprogramming, *Tfcp2l1* & *Klf2* and the late marker *Zfp42* (*Rex1*) showed a twofold increase in gene expression on soft substrates. The general pluripotency marker *Pou5f1* (Oct4), which transiently drops when reprogramming is triggered, was more effectively maintained on soft substrates (Fig. 5c). These results suggested a boost in the naïve pluripotency network during the reprogramming process. Correspondingly, we found a higher end-point efficiency of reprogramming on soft substrates, with twice as many naïve colonies on soft substrates at day 8 (Fig. 5d). Naïve genes were expressed at similar levels in resultant iPSCs demonstrating full reprogramming (Supplementary Fig. 6). Therefore, soft StemBond hydrogels not only support mESC self-renewal but also promote specification of naïve pluripotency during reprogramming.

**Fig. 5:**
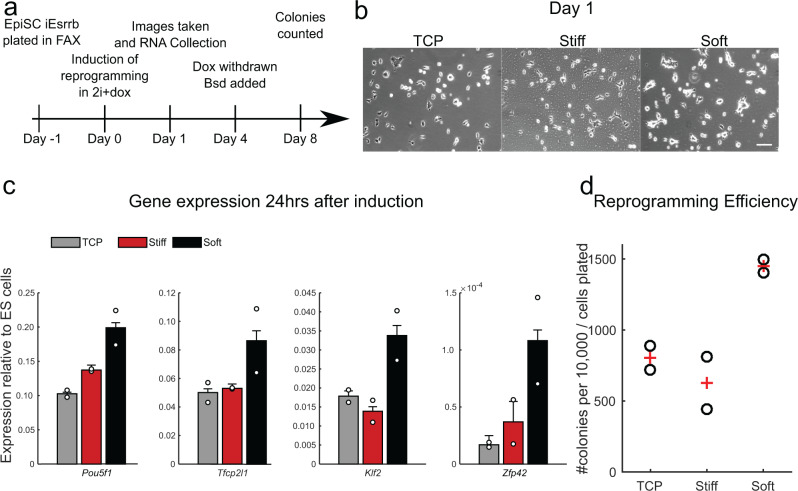
mEpiSC reprogramming is boosted on soft substrates. **a** Schematic of reprogramming procedure. EpiSCs were plated in their maintenance Fgf2 + ActivinA + XAV (FAX) medium. *iEsrrb*-driven reprogramming was induced by switching to 2i+doxycycline (dox) the next day. After 4 days of reprogramming, Dox was withdrawn and blasticidin (bsd) was added to select for naïve colonies with an active *Rex1* promoter. Blasticidin-resistant iPSC colonies were counted on day 8. **b** Phase contrast images 24 h after induction of *iEsrrb* EpiSC reprogramming in 2i+dox on TCP, stiff and soft substrates. Scale bar, 100 µm. **c** Gene expression profile 24 h after induction of *iEsrrb* EpiSC reprogramming in 2i+dox. Expression is presented relative to *Gapdh* then normalised to 2i+LIF mESC levels. Circles represent individual data points, bars show average (*n* = 2). **d** Number of iPSC colonies counted on day 8 on TCP, stiff and soft substrates, as a measure for reprogramming efficiency, circles show individual data points, ‘+’ show average (*n* = 2 samples). See also Supplementary Fig. 6. In all panels, error bars show standard deviation. Source data are provided as a Source Data file.

### Substrate stiffness induces genome-wide transcriptomic changes

To demonstrate potential applications of StemBond hydrogels, we used them to gain deeper insight into the potential synergies between adhesion, stiffness, and regulation of naïve pluripotency. We here examined the genome-wide transcriptional changes triggered by different substrate conditions in mESCs. We first determined the impact of substrate stiffness and ECM tethering on mESC gene expression by performing RNA sequencing in serum + LIF conditions (Supplementary Dataset 1). We found that substrate stiffness had a greater influence on gene expression than ECM tethering strength, with 452 differentially expressed genes due to changes in stiffness along with greater overall fold changes in gene expression, against 52 differentially expressed genes due to ECM tethering. The genes that were differentially expressed due for different ECM tethering strengths were primarily observed on soft substrates (Fig. 6a). Principal component analysis (PCA) confirmed that samples primarily cluster by substrate stiffness rather than by substrate adhesiveness (Fig. 6b). Among the genes differentially regulated by substrate stiffness are naïve pluripotency factors, as already observed by qPCR (Fig. 3a). In contrast, the same markers showed no significant differences in gene expression between our low AHA and high AHA substrates (Supplementary Fig. 7a), confirming that ECM tethering is not a significant factor in the regulation of naïve pluripotency. Gene ontology analysis of the differentially expressed genes revealed enrichment for stem cell population maintenance and transcription processes in genes upregulated on soft substrates, whereas cell adhesion and migration as well as some differentiation pathways were enriched in downregulated genes (Supplementary Fig. 7b). We conclude that while sufficient substrate adhesiveness is essential for the prolonged attachment of mESCs, substrate stiffness is the key mechanical property impacting the regulation of naïve pluripotency in mESCs.

**Fig. 6:**
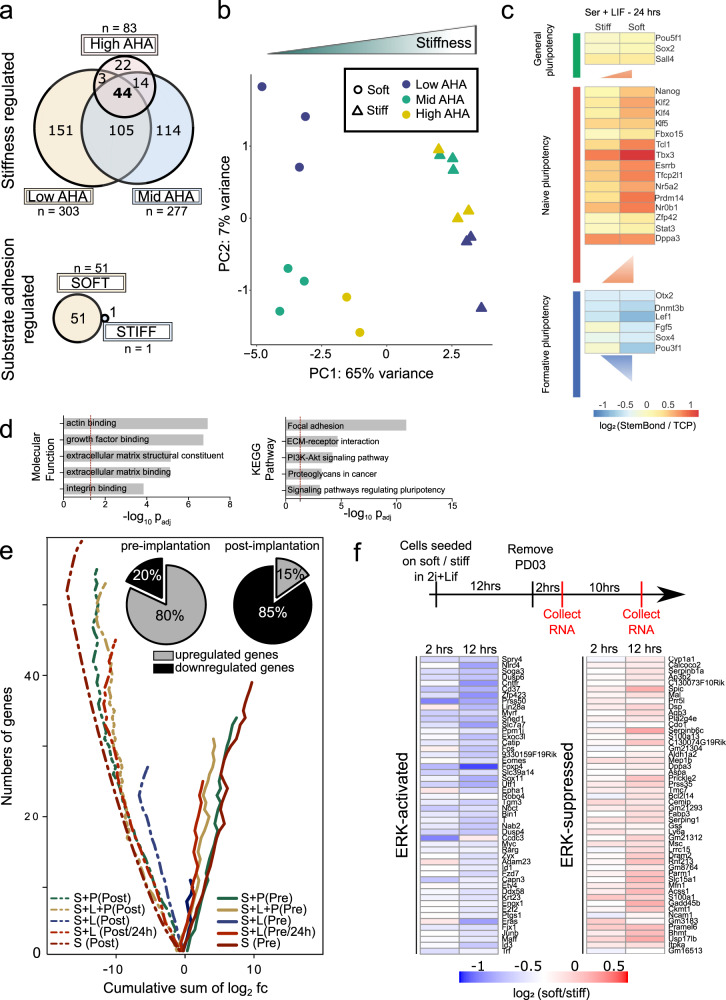
Substrate stiffness modulates the transcriptome of mESCs. **a** Venn diagrams indicating the number of differentially expressed genes (*p*_adj_ < 0.05) in pair-wise comparisons. (Top) Number of genes regulated by substrate stiffness for low (*n* = 303), mid (*n* = 277) or high (*n* = 83) ECM tethering density. (Bottom) Genes regulated by ECM tethering on soft (51) and stiff (1) substrates. **b** Principal component analysis (PCA) computed on differentially expressed genes across all conditions (one point = one sample). Conditions are indicated by markers (stiffness) and colour-code (AHA concentration). **c** Heatmap of log_2_fold change of expression for a selection of general pluripotency, naïve pluripotency and formative genes. All media conditions are compared to TCP control (log_2_(hydrogel/TCP)). The vertical side of each triangle is proportional to the average log_2_fc(soft/stiff) over all genes of a cluster. **d** Molecular functions and KEGG pathways that are enriched in the systematically modulated genes (*n* = 219). Dotted red lines represent the significant threshold (*p*_adj_ < 0.05). See also Supplementary Fig. 8d. **e** Cumulative sum of log_2_fc for all genes (abs(log_2_fc) > 0.2) belonging to pre-implantation (solid lines) or post-implantation (dotted lines) clusters. The diverging lines of the pre- and post-implantation genes indicate some systematic and opposing effect of substrate stiffness on those clusters (otherwise one would expect the solid and dotted lines would converge around zero cumulative log_2_fc). Pie charts show the average percentage of significantly up/downregulated genes over all conditions (percentages for each condition given in Supplementary Fig. 8F). S: serum; S + L: serum+LIF; L: LIF; P: PD03; Pre:pre-implantation; Post: post-implantation. All time points were 48 h, except for “S + L 24 h”. log_2_fc = log_2_ fold change = log_2_(soft/stiff). **f** (Top) Design of experiments for RNA-sequencing indicating the timing of the different steps and PD03 removal. Experiments performed in triplicate. (Bottom) Heatmaps of log_2_ fold change in expression between soft and stiff substrates after PD03 removal. (Left) Top 50 activated genes and (right) Top 50 suppressed genes. The genes listed are those that are co-regulated after inhibitor removal on both soft and stiff and show the largest fold change on stiff substrates when compared to control in 2i+LIF.

To further assess if the observed stiffness sensitivity of naïve mESCs was dependent on LIF or ERK signalling, two signals known to be important for maintenance and differentiation of mESCs respectively, we again used RNA sequencing of mESCs in serum with or without LIF and/or without the MEK/ERK inhibitor, PD03, now focussing on a single adhesiveness condition (mid AHA). We found that, in all media conditions, substrate stiffness had a significant impact on gene expression, with over 210 genes being modulated independently of the presence of LIF or PD03 (in bold in Supplementary Fig. 7c). We first examined the expression of naïve and of recently defined formative genes^31,41^, the latter being indicative of cells having exited naïve pluripotency. In detail, we found that the expression of most naïve pluripotency factors, but not of general pluripotency factors, was significantly increased on soft compared to stiff hydrogels and to TCP, whereas the expression of formative genes was significantly decreased on soft substrates (Fig. 6c, Supplementary Fig. 7d–f and Supplementary Dataset 2). Notably, these changes were more pronounced after 24 h in culture as opposed to 48 h (Supplementary Fig. 7d), suggesting that phenotypic differences begin to be masked at high cell density. The changes in expression levels were also observed across different media conditions (Supplementary Fig. 7d, e), and most pronounced in the absence of LIF and PD03. Consistent with these results, PCA revealed that samples separate based on stiffness, more so in absence of LIF (Supplementary Fig. 8a). Taken together, these results suggest that biological processes active in primed cells could be specifically stiffness-sensitive, and that this stiffness-sensitivity is mediated by interactions between substrate stiffness and the LIF/STAT3 and MEK/ERK pathways, which respectively drive naïve self-renewal^18^ and early differentiation^42,43^.

Gene ontology analysis on the genes differentially regulated by substrate stiffness (in serum ± LIF ± PD03) showed that beyond naïve pluripotency and formative genes, functions related to the cytoskeleton and the extracellular matrix were also differentially enriched, as well as signalling pathways involved in self-renewal and pluripotency (Fig. 6d). The transcription of key mechanosensing structures, such as focal adhesions, cell–cell junctions, and the cytoskeleton, was also differentially regulated on soft and stiff substrates in all conditions (Supplementary Fig. 8b–d). When further scrutinising the enriched pathways, we found that, on average, 74% of differentially regulated components known to be involved in epithelialisation, cell adhesion and cytoskeleton reorganisation were downregulated on soft substrates in serum conditions (Supplementary Fig. 8e, Supplementary Dataset 2).

Since epithelialisation is essential to epiblast progression in vivo ^44^, these results prompted us to ask if the observed stiffness-dependent gene expression might have significance in the context of embryonic development. To do this, we computed the log_2_ fold change of the differentially expressed genes that were associated either to the pre- or post-implantation epiblast (previously characterised by sequencing early embryos^45^) and found that among pre-implantation genes, 80% were upregulated on soft substrates, while among the post-implantation genes, 85% were downregulated on soft substrates (Fig. 6e, Supplementary Fig. 8f, and Supplementary Dataset 2). The trend was similar across all media conditions. Thus, mESCs cultured on soft and stiff substrates recapitulated key transcriptional differences between pre-implantation epiblast and post-implantation epiblast, respectively.

Substrate stiffness sensing therefore not only impacts the organisation of the cytoskeleton (as shown in Supplementary Fig. 2c) but also feeds back onto the transcriptional control of cytoskeleton-driven processes. Altogether, our RNA sequencing analysis indicates that biological processes occurring upon post-implantation, among which is epithelialisation, are sensitive to substrate stiffness. We speculate that soft substrates reduce the background occurrences of epithelialisation and cytoskeleton remodelling in serum-rich media, thereby promoting self-renewal in minimal conditions, as we observed above (Fig. 4). Stiff substrates on the other hand promote background differentiation in serum-rich media.

The substrate dependence of ERK activity, a driver of early differentiation in mESCs, was already indicated by protein assays after 24 h in serum + LIF (Fig. 3c). To probe this at the transcriptional level, we identified ERK targets by carrying out RNA-sequencing at early time-points (2 and 12 h) after removing PD03 from 2i + LIF media (Fig. 6f and Supplementary Dataset 3). 

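E14 mESCs were seeded on fibronectin-coated soft (0.75 kPa) and stiff (160 kPa) hydrogels made with 48 mM AHA and were kept in 2i + LIF for 12 h. This medium held 1 µM PD03, an inhibitor of MEK that blocks ERK signalling, and 3 µM CHIRON, an inhibitor of GSK3 that stabilises β-catenin. RNA was collected in 2i + LIF (0 h) and at 2 h and 12 h after the change to CHIRON + LIF. The 6 groups of substrate and time had 2 replicate libraries each, 12 in all, whereas the legend of Fig. 6f describes experiments in triplicate. Ribosomal RNA was depleted before library preparation. The authors aligned the reads to GRCm38 with TopHat v2.1.0, annotated genes with Ensembl release 86, counted reads per gene with featureCounts v1.5.0 and deposited the counts without normalisation. On soft substrates the total counts of the replicates were 22534312 and 20557232 at 0 h, 18400436 and 16761430 at 2 h, and 19131707 and 20401823 at 12 h. On stiff substrates they were 20159493 and 26442153 at 0 h, 21029555 and 18805065 at 2 h, and 18830159 and 16222196 at 12 h, and the median of the 12 libraries was 19645600. Between 73.1% and 77.5% of the counts of a library fell on protein-coding genes. From the deposited counts, the 13405 protein-coding genes that passed edgeR's filter on low counts were normalised by TMM, and the 6 groups were fitted in 1 quasi-likelihood model. The biological coefficient of variation of this model was 0.0386. The counts of replicates differed by between 2.79 and 4.93 times the sampling noise (chi-square per degree of freedom over the 6 pairs), so no library was a copy of its replicate. Compared with 0 h, 176 genes rose and 87 fell on soft substrates at 2 h, and 246 rose and 120 fell on stiff substrates (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, threshold 0.05). At 12 h, 1884 genes had risen and 2055 had fallen on soft substrates, and 2479 had risen and 2673 had fallen on stiff substrates. Of the alternatives tried, the number on soft substrates at 2 h moved most, from 263 to 388 genes without the filter on low counts and to 178 genes with DESeq2, the tool named in the methods. The replicate numbers did not pair the libraries, since the deviations of same-numbered libraries from their group means had a mean correlation of 0.0025. With the replicate number as a block, 293 genes changed on soft substrates at 2 h and 4007 at 12 h, and 373 and 5145 on stiff substrates.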

Note that CHIRON + LIF media is sufficient to maintain naïve pluripotency, so this assay tests specifically for the effects of ERK signalling induction in mESCs independent of changes in pluripotent state. 

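Of the 15 naïve pluripotency genes of Fig. 6c, 8 fell on both substrates 12 h after PD03 removal, namely *Dppa3*, *Fbxo15*, *Klf4*, *Nanog*, *Prdm14*, *Tcl1*, *Tfcp2l1* and *Zfp42*. *Nr0b1* and *Tbx3* rose on both substrates, and *Nr5a2* rose on stiff substrates. Adjusted over these 15 genes alone, 8 fell and 2 rose on soft substrates, and 8 fell and 5 rose on stiff substrates. The largest fall was that of *Dppa3*, with log2 fold changes of −1.40 on soft and −1.59 on stiff substrates. *Nanog* (chromosome 6, 122707489 to 122714633 of GRCm38) went from 1090 ± 21.4 to 835.5 ± 35.8 normalised CPM (counts per library scaled to the same depth) on soft substrates (SD, n = 2). This was a log2 fold change of −0.38 (standard error 0.040, adjusted p = 2.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On stiff substrates *Nanog* went from 1132 ± 0.049 to 775 ± 17.4 (SD, n = 2), a log2 fold change of −0.55 (standard error 0.040, adjusted p = 1.0e-11 from the same edgeR test). The general pluripotency gene *Pou5f1* changed by −0.049 on soft and −0.024 on stiff substrates (standard errors 0.045), *Sox2* fell by 0.23 and 0.16, and *Sall4* rose by 0.38 and 0.47. Among the formative genes, *Fgf5* had at most 10 counts in any library and was not tested. *Dnmt3b*, *Lef1* and *Sox4* rose on both substrates at 12 h, and *Pou3f1* rose on soft substrates, with a log2 fold change of 1.70. Over all genes the change of *Otx2* on soft substrates at 12 h did not pass (adjusted p = 0.11, edgeR). Adjusted over the 5 tested formative genes alone, *Otx2* also fell on soft substrates at 12 h, with a log2 fold change of −0.51. Its unadjusted p (0.040, edgeR) was the largest of the 5, so it was left unchanged by this adjustment. By the same adjustment *Dnmt3b* was lower on soft than on stiff substrates at 0 h and at 12 h. At 12 h *Fbxo15* and *Tfcp2l1* were higher on soft than on stiff substrates, *Tfcp2l1* by a log2 fold change of 0.22 (standard error 0.040, adjusted p = 0.0036 from the same edgeR test). Adjusted over the 15 naïve genes alone, 4 were higher and 1 was lower on soft substrates at 12 h, and the response at 12 h differed for *Fbxo15*, *Nanog*, *Tfcp2l1* and *Nr0b1*.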

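The transcript counts of ERK targets were compared 2 h after PD03 removal. *Egr1* (chromosome 18, 34859823 to 34864984 of GRCm38) had 0 and 3 counts in the libraries on soft substrates at 0 h and 0 and 4 counts on stiff substrates. At 2 h its normalised CPM were 23.0 ± 0.662 on soft and 57.7 ± 5.64 on stiff substrates (SD, n = 2). On soft substrates this was at least 121-fold higher than the smallest level the depth could show, which was taken as 3 counts. On stiff substrates the log2 fold change of *Egr1* was 8.90 (standard error 0.30, adjusted p = 2.1e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value rests on 0 and 4 counts at 0 h, so its size is uncertain and cannot be set against the lower bound on soft substrates. *Fos* (chromosome 12, 85473890 to 85477273) rose from 2.09 ± 0.538 to 6.49 ± 0.295 on soft substrates and from 1.80 ± 0.395 to 12.4 ± 1.83 on stiff substrates. The log2 fold changes of *Fos* were 1.62 (standard error 0.23, adjusted p = 3.2e-05) and 2.80 (standard error 0.21, adjusted p = 1.9e-10 from the same edgeR test). *Jun* (chromosome 4, 95049034 to 95052222) had 2.04 ± 0.371 CPM at 0 h and 2.12 ± 0.634 at 2 h on soft substrates, a log2 fold change of 0.061 (adjusted p = 0.97, edgeR). On stiff substrates *Jun* had 1.74 ± 0.251 CPM at 0 h and 2.75 ± 0.384 at 2 h, a log2 fold change of 0.64 (adjusted p = 0.36, edgeR). Adjusted over these 3 genes alone, the rise of *Jun* passed the threshold of 0.05 on stiff but not on soft substrates. On stiff substrates the unadjusted p of *Jun* (0.043, edgeR) was the largest of the 3, so this adjustment left it unchanged. Of the 10 genes of the *Dusp* family examined, *Dusp2* and *Dusp8* were below the filter on low counts. *Dusp4*, *Dusp5* and *Dusp6* rose on both substrates, with log2 fold changes between 1.22 and 2.15. *Dusp1* rose by 0.63 on stiff substrates (adjusted p = 7.9e-06, edgeR) and by 0.24 on soft substrates (adjusted p = 0.20, edgeR). When the difference in response between substrates was itself tested, *Dusp1* (log2 difference −0.39) did not pass the adjustment over all genes (adjusted p = 0.99, edgeR). Adjusted over the 8 tested genes alone, 4 *Dusp* genes rose on each substrate, and the response was smaller on soft substrates for *Dusp1* and *Dusp6*. By this adjustment *Dusp1* was already higher, and *Dusp6* and *Dusp9* lower, on soft than on stiff substrates at 0 h. At 2 h only *Dusp6* differed. *Dusp1* had 33.13 CPM on soft against 27.85 on stiff substrates at 0 h, and 39.21 against 43.1 at 2 h. Adjusted over the 3 early genes alone, the response was smaller on soft substrates for *Fos*, while the difference in response passed for neither *Egr1* nor *Jun*. *Dusp7*, *Dusp9*, *Dusp10* and *Dusp16* had log2 fold changes between −0.32 and 0.10 and did not pass the threshold. At 2 h *Egr1* was lower on soft than on stiff substrates by a log2 fold change of −1.33 (standard error 0.13, adjusted p = 1.5e-06, edgeR), *Fos* by −0.93 (adjusted p = 0.022) and *Dusp6* by −0.45 (adjusted p = 6.1e-06).

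**Figure D1:**
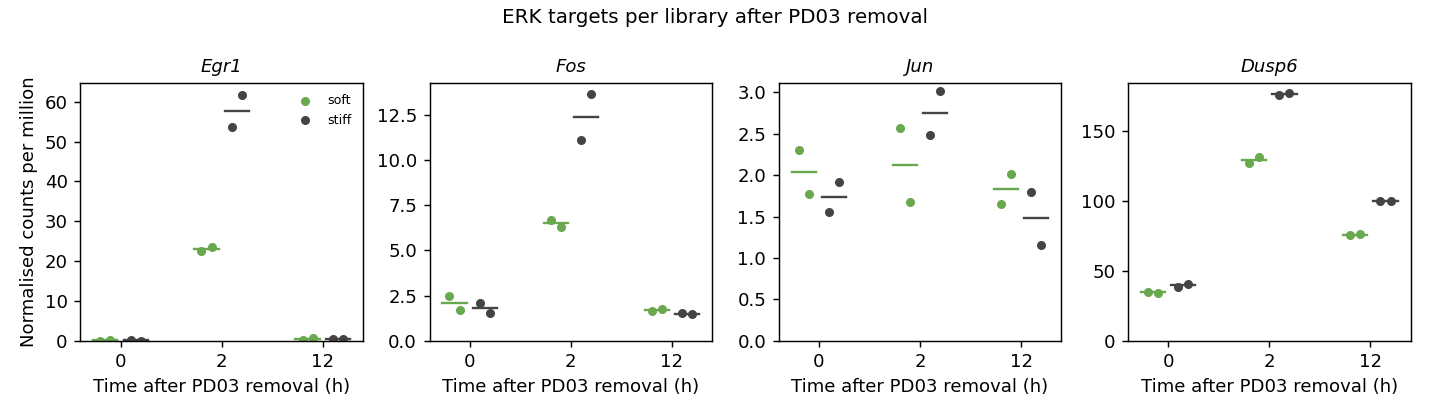
Normalised CPM of *Egr1*, *Fos*, *Jun* and *Dusp6* (y axis, linear from 0) against the time after PD03 removal in h (x axis), with 1 point per library on soft (green) and stiff (dark grey) substrates and a line at the mean of the 2 replicates. At 2 h both stiff libraries lie above both soft libraries for *Egr1*, *Fos* and *Dusp6*, whereas the 4 *Jun* libraries at 2 h overlap between substrates.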

Known ERK targets such as Dual-Serine Phosphatases (*Dusps*) and Immediate-Early Genes (*Fos, Egr1, Jun*) were all activated after 2 h on soft and stiff substrates, confirming that PD03 withdrawal led to ERK activation in all conditions. We observed a systematic effect of substrate stiffness on the magnitude of ERK-target regulation (Fig. 6f). 

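Among all 13405 genes, 39 were higher and 65 were lower on soft than on stiff substrates 12 h after PD03 removal (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A block for the replicate number gave 41 and 73 genes, and the correlation of same-numbered libraries between substrates at 12 h was −0.055. The number moved most when the model held only the groups compared, to 76 higher and 120 lower. Of the genes lower on soft substrates, *Slc7a7* (chromosome 14, 54369442 to 54417780 of GRCm38) was among those with the smallest adjusted p, with 34.9 ± 2.59 normalised CPM on soft and 55.7 ± 3.21 on stiff substrates (SD, n = 2). Its log2 fold change was −0.67 (standard error 0.089, adjusted p = 0.00034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Soga3*, *Lin28a*, *Peg10* and *Dusp6* followed, with log2 fold changes from −0.65 to −0.30. Of the genes higher on soft substrates, *Aqp3* (chromosome 4, 41092722 to 41098183) had 158.6 ± 7.79 against 121.1 ± 3.85 CPM (SD, n = 2), a log2 fold change of 0.39 (standard error 0.054, adjusted p = 0.00034, edgeR). *Kit*, *Lima1*, *Upp1* and *Tfcp2l1* followed, with log2 fold changes from 0.22 to 0.31. Of the 50 ERK-activated genes listed in Fig. 6f, 98% were lower on soft substrates at 12 h (SD 1.63 over the 4 pairs of a soft and a stiff library) and 82% at 2 h (SD 2.52). Of the 50 ERK-suppressed genes listed, 100% were higher on soft substrates at 12 h (SD 3.46) and 70% at 2 h (SD 12.15). Taken gene by gene, 24 of the ERK-activated and 8 of the ERK-suppressed genes passed the threshold of 0.05 for soft against stiff at 12 h. Over all 50 listed genes, the mean log2 fold change was −0.42 for the ERK-activated and 0.34 for the ERK-suppressed genes. The ERK-activated genes ranged from *Ptgs1* (−1.08) to *Fos* (0.19), and the ERK-suppressed genes from *Gm8764* (0.032) to *Cyp1a1* (1.16). *Foxp4* (chromosome 17, 47867133 to 47924645) was lower on soft substrates, at 58.1 ± 0.191 against 75.5 ± 1.32 CPM, a log2 fold change of −0.38 (standard error 0.075, adjusted p = 0.0081, edgeR). By the definition of co-regulation applied to the deposited counts, 41 of the 50 ERK-activated and 24 of the 50 ERK-suppressed genes of the figure were co-regulated at 12 h. The shares moved most when the 50 ERK-suppressed genes were chosen from the deposited counts by their change on soft substrates, of which 42% were lower on soft substrates at 12 h.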

A comparison of the expression of all co-regulated genes (i.e. either activated or suppressed by ERK on both substrates) revealed that nearly 90% of ERK-activated genes were downregulated on soft substrates, whereas 85% of ERK-suppressed genes were upregulated on soft substrates compared to stiff ones (Supplementary Fig. 9b). This was already evident 2 h after removing PD03, and significantly more so at 12 h. 

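Genes were taken as co-regulated at 12 h when they passed the adjusted p threshold of 0.05 against 0 h on soft and on stiff substrates and changed in the same direction by a log2 fold change above 1 on both. This gave 115 ERK-activated and 95 ERK-suppressed genes. Among the ERK-activated genes, 100 (87.0%) were lower on soft than on stiff substrates at 12 h, with an SD of 1.12 percentage points over the 4 pairs of a soft and a stiff library. Among the ERK-suppressed genes, 70 (73.7%) were higher on soft substrates, with an SD of 3.65 percentage points. Of all tested genes, 50.8% were lower on soft substrates. Gene by gene, 25 of the ERK-activated and 3 of the ERK-suppressed genes passed the threshold for soft against stiff. The share moved most without the minimum fold change, to 74.4% of 1525 ERK-activated genes. With the replicate number as a block, 87.9% of 116 ERK-activated genes and 25.0% of 96 ERK-suppressed genes were lower on soft substrates. The lists include *Cntfr*, the ERK-activated gene with the largest fold change on stiff substrates, whose log2 fold changes against 0 h were 2.99 on soft and 3.99 on stiff substrates. *Cntfr* (chromosome 4, 41657498 to 41697089 of GRCm38) was lower on soft than on stiff substrates at 12 h by a log2 fold change of −0.84 (standard error 0.17, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ERK-suppressed gene with the largest fold change on stiff substrates, *Cyp1a1* (chromosome 9, 57687928 to 57703824), had log2 fold changes of −2.71 on soft and −3.77 on stiff substrates. It was higher on soft substrates at 12 h, by 1.16 (standard error 0.22, adjusted p = 0.0064, edgeR). The next 4 genes of each list did not pass the threshold between soft and stiff at 12 h (adjusted p from 0.20 to 0.93, edgeR). Their log2 fold changes were from −1.07 to −0.53 for the ERK-activated genes and from −0.57 to 1.57 for the ERK-suppressed genes, so a difference as large as that of *Cntfr* or *Cyp1a1* is not excluded. They were *C430049E01Rik*, *Alox15*, *Krt23* and *9330159F19Rik* among the ERK-activated genes, and *Khdc1c*, *Abcb11*, *Tmem132d* and *Khdc1a* among the ERK-suppressed genes. *Khdc1c* and *Abcb11* were at 3 counts or fewer on stiff substrates at 12 h, at least 6.36-fold and at least 5.74-fold lower than at 0 h. The response itself was also compared between substrates. The ERK-activated genes rose by a mean log2 fold change of 1.61 on soft and 1.79 on stiff substrates, and the rise was larger on stiff substrates for 84 genes (73.0%). The ERK-suppressed genes had a mean log2 fold change of −1.55 on soft and −1.71 on stiff substrates, with the larger change on stiff substrates for 65 genes (68.4%). The mean difference in response, soft minus stiff, was −0.19 for the ERK-activated genes (p = 0.00052 in a two-sided rotation test over the libraries, n = 12) and 0.15 for the ERK-suppressed genes (p = 0.022 in the same rotation test). Gene by gene, the response at 12 h differed between substrates for 0 of the 13405 genes after adjustment, and for 899 genes at an unadjusted p under 0.05. The paper states that substrate stiffness had a systematic effect on the magnitude of ERK-target regulation, and then compares all co-regulated genes between the substrates.

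**Figure D2:**
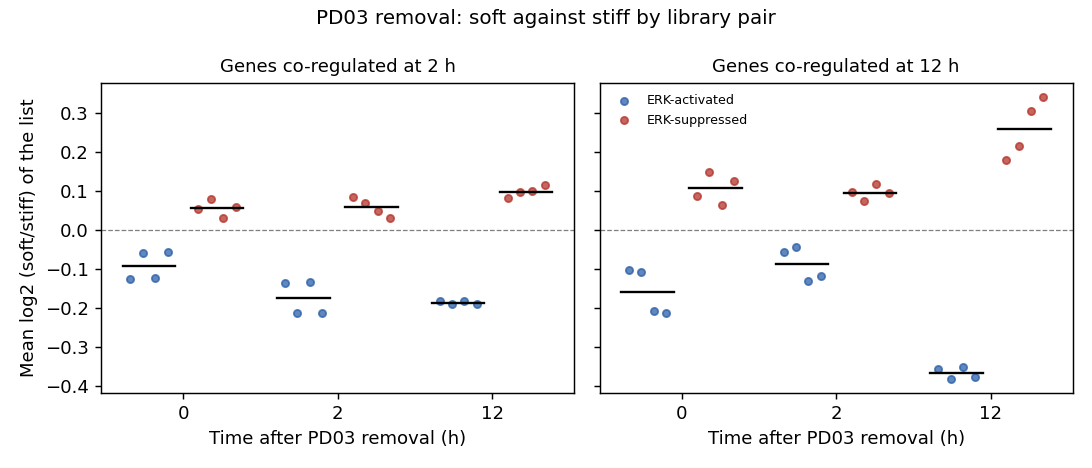
Mean log2 (soft/stiff) of each gene list (y axis) against the time after PD03 removal in h (x axis), for the genes co-regulated at 2 h and at 12 h, with 1 point per pair of a soft and a stiff library and a line at the mean of the 4 pairs, which share libraries. At 12 h the ERK-activated genes of the 12 h list (blue) lie between −0.38 and −0.35 and the ERK-suppressed genes (red) between 0.18 and 0.34.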

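At 2 h, 127 genes were ERK-activated and 40 were ERK-suppressed on both substrates, with no minimum fold change. Of the ERK-activated genes, 113 (89.0%, SD 8.07 percentage points over 4 library pairs) were lower on soft substrates at 2 h. Of the ERK-suppressed genes, 31 (77.5%, SD 7.07) were higher on soft substrates. These shares differed from those of the 12 h lists by less than the SD over library pairs at 2 h. The mean log2 fold change between soft and stiff was −0.18 (SD 0.046) for the ERK-activated genes of the 2 h list at 2 h and −0.38 (SD 0.015) for those of the 12 h list at 12 h. For the ERK-suppressed genes these means were 0.062 (SD 0.023) and 0.27 (SD 0.076). These means came from the fit and the SDs from the log2 CPM of the 4 library pairs, all of which had the direction of the mean. The 12 h lists required a minimum fold change and the 2 h lists did not. Without it the means at 12 h were −0.090 and 0.080. The ERK-activated genes of the 2 h list had means between −0.21 and −0.13 over the library pairs at 2 h and between −0.19 and −0.18 at 12 h. For the ERK-suppressed genes of the 2 h list these were between 0.032 and 0.085 at 2 h and between 0.082 and 0.12 at 12 h. The genes of the 12 h lists had means at 2 h between −0.13 and −0.043 (ERK-activated) and between 0.073 and 0.12 (ERK-suppressed), nearer to 0 than at 12 h in every pair. The mean difference in response at 2 h, soft minus stiff, was −0.074 for the ERK-activated genes (p = 0.086, two-sided rotation test, n = 12 libraries) and 0.0046 for the ERK-suppressed genes (p = 0.85, same rotation test). The lists were largely made of different genes, with 16 ERK-activated and 2 ERK-suppressed genes shared between 2 h and 12 h. Gene by gene, 1 gene was higher and 17 were lower on soft substrates at 2 h among all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A block for the replicate number gave 1 and 19 genes, and the correlation of same-numbered libraries between substrates at 2 h was −0.061. In the 2 h lists, 9 ERK-activated genes and 1 ERK-suppressed gene passed the threshold between soft and stiff. The share of the ERK-activated genes at 2 h ranged from 80.3% to 91.3% across the 4 comparisons that each left out 1 library.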

The absolute fold change was significantly larger for ERK-regulated genes compared to non-target genes (Supplementary Fig. 9c). 

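The mean log2 fold change of each list was set against 100000 random lists of the same size drawn from all tested genes, in a two-sided permutation test. For the ERK-activated genes at 2 h and at 12 h and for the ERK-suppressed genes at 12 h, the permutation p was 1e-05, the smallest these draws can give. For the ERK-suppressed genes at 2 h the permutation p was 0.19, and it was 0.00023 when the random lists were matched on mean expression. The mean over all tested genes was 0.0082 at 2 h and 0.0018 at 12 h. Random lists treat genes as independent, so the lists were also tested by rotating the residuals of the 12 libraries. The p-values of this two-sided rotation test were 0.00045 and 0.010 for the ERK-activated and ERK-suppressed genes at 2 h, and 8.3e-07 and 0.00063 at 12 h. In fits with the replicate number as a block, the means at 2 h were −0.17 and 0.065, and those at 12 h were −0.38 and 0.29. The same lists were compared in 2i + LIF at 0 h, although the 0 h libraries had also been used to choose them. There the mean was −0.10 (SD 0.038 over 4 library pairs) for ERK-activated and 0.058 (SD 0.020) for ERK-suppressed genes of the 2 h list. For the 12 h list it was −0.19 (SD 0.060) and 0.11 (SD 0.037). The two-sided permutation p at 0 h was 0.18 for the ERK-suppressed genes of the 2 h list and 8e-05 for those of the 12 h list, and it was the smallest the draws can give for both ERK-activated lists. In the rotation test the p-values at 0 h were 0.016 and 0.0089 for the 2 h lists and 0.00098 and 0.0048 for the 12 h lists.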

Additionally, we computed log_2_ fold changes of ERK target genes in different media conditions and on different adhesiveness (data sets of Fig. 6a, b and c–e) and found similar trends, whereby ERK-suppressed genes were higher on soft substrates, but ERK-activated genes were lower. Other variables did not have a significant impact (Supplementary Fig. 9d).

In order to see if GSK3/β-catenin activity, which also regulates pluripotency, is similarly affected by substrate stiffness, we performed the same analysis removing CHIRON from 2i + LIF. 

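The experiment followed the same design, with 12 h in 2i + LIF and RNA collected at 0 h and at 2 h and 12 h after the change to PD03 + LIF. The deposited counts come from 12 libraries, 2 per substrate and time, whereas the legend of Supplementary Fig. 10 describes experiments in triplicate. The description of Supplementary Data 4 states that 1 sample with too few reads was discarded, which was replicate 1 of stiff at 2 h, with 171333 counts. The other 11 libraries were used first, and all 12 libraries were used as an alternative. On soft substrates the total counts of the replicates were 25536400 and 28723066 at 0 h, 20284530 and 22984299 at 2 h, and 31111260 and 19393787 at 12 h. On stiff substrates they were 22832337 and 22661237 at 0 h, 26501943 in the library kept at 2 h, and 23294430 and 22794995 at 12 h. The median of the 11 libraries was 22984299, and between 78.0% and 85.3% of the counts fell on protein-coding genes. The authors counted reads and deposited the values as for PD03 removal, and 14615 protein-coding genes passed the filter on low counts. The biological coefficient of variation was 0.0797, and the counts of replicates differed by between 6.35 and 65.3 times the sampling noise over the 5 complete pairs. Compared with 0 h, 23 genes rose and 10 fell on soft substrates at 2 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 h, 1341 genes had risen and 1262 had fallen on soft substrates, and 1237 had risen and 1218 had fallen on stiff substrates. With 1 library left on stiff substrates at 2 h, that group was not tested against 0 h. With all 12 libraries, 0 genes passed for stiff at 2 h (743 at an unadjusted p under 0.05), and the other numbers moved most, to 1 gene on soft substrates at 2 h and, at 12 h, to 457 on soft and 461 on stiff substrates. The replicate numbers did not pair the libraries (mean correlation of same-numbered deviations −0.047). With the replicate number as a block, 21 genes changed on soft substrates at 2 h and 2278 at 12 h, and 2149 on stiff substrates at 12 h.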

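Of 15 canonical Wnt target genes examined 12 h after CHIRON removal, 13 fell on soft and 12 on stiff substrates (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over these 15 genes alone, 13 fell on each substrate. *Axin2* (chromosome 11, 108920349 to 108950783 of GRCm38) went from 190.5 ± 4.34 to 30.3 ± 0.269 normalised CPM on soft substrates and from 179.8 ± 12.17 to 30.0 ± 2.25 on stiff substrates (SD, n = 2). Its log2 fold changes were −2.65 (standard error 0.087, adjusted p = 1.1e-12) and −2.58 (standard error 0.088, adjusted p = 1.3e-12 from the same edgeR test). *Sp5* (chromosome 2, 70474923 to 70477729) had the largest fall on soft substrates, with a log2 fold change of −6.09 there and −5.80 on stiff substrates. *Cdx1* changed by −3.94 and −4.19, and *Tcf7* by −1.16 and −1.09. Brachyury (*T*) had 2 and 3 counts on stiff substrates at 12 h, at least 51.6-fold lower than at 0 h, and changed by −4.82 on soft substrates. *Cdx2* and *Rnf43* were likewise at 3 counts or fewer on stiff substrates at 12 h, at least 33.3-fold and 8.83-fold lower. *Lef1*, *Nkd1*, *Znrf3*, *Dkk1* and *Myc* also fell on both substrates, and *Ccnd1* passed on soft substrates. *Lgr5* did not pass on either substrate. *Notum* rose, with log2 fold changes of 0.49 on soft (standard error 0.088, adjusted p = 0.00067, edgeR) and 0.75 on stiff substrates (standard error 0.089, adjusted p = 9.6e-06, edgeR). At 2 h on soft substrates, *Axin2* and *Sp5* had already fallen, and 4 genes had fallen when adjusted over the list alone. Of 15 non-canonical Wnt genes, *Wnt5a* was below the filter on low counts. *Ror2* and *Wnt5b* fell on both substrates at 12 h, *Wnt5b* by log2 fold changes of −4.46 and −2.65. *Prickle1* fell on soft substrates and *Wnt11* on stiff substrates. *Prickle2* rose on both substrates, with log2 fold changes of 0.48 and 0.69, and *Daam1* rose on soft substrates, by 0.38. The other 8 genes, namely *Wnt4*, *Ror1*, *Ryk*, *Vangl1*, *Vangl2*, *Celsr1*, *Rhou* and *Fzd7*, passed on neither substrate, and adjustment over the non-canonical genes alone gave the same numbers.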

Both canonical and non-canonical Wnt pathway genes were suppressed on soft and stiff substrates when CHIRON is removed. However, we observed no dependence on substrate-stiffness, even after 12 h (Supplementary Fig. 10 and Supplementary Dataset 4). This suggests that the GSK3/β-catenin pathway is not sensitive to substrate stiffness in mESCs. 

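With the 11 libraries, 0 of 14615 genes differed between soft and stiff substrates at 0 h and 0 at 12 h after adjustment, while 508 and 471 genes had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The response at 12 h differed between substrates for 0 genes, with 415 at an unadjusted p under 0.05. With all 12 libraries, soft against stiff gave 0 genes at 0 h, 2 h and 12 h, with 61, 521 and 60 genes at an unadjusted p under 0.05. The number at 2 h moved most with DESeq2 on the 12 libraries, which called 771 genes, all lower on soft substrates. In that comparison 1 of the 2 libraries on stiff substrates was the discarded one, with 171333 counts against 26501943 in the other. These calls therefore cannot be told apart from an effect of that library. Fits with the replicate number as a block called 0 genes at 0 h and 0 at 12 h (440 and 399 at an unadjusted p under 0.05). The correlation of same-numbered libraries between substrates was 0.17 at 0 h and 0.085 at 12 h. Genes co-regulated at 12 h, defined as for PD03 removal, were 155 GSK3β-activated and 167 GSK3β-suppressed genes. Of the GSK3β-activated genes, 85 (54.8%, SD 11.3 percentage points over 4 library pairs) were lower on soft substrates at 12 h. Of the GSK3β-suppressed genes, 99 (59.3%) were higher on soft substrates, and 40.1% (SD 3.70) were lower. With all 12 libraries the lists held 95 and 111 genes, of which 59.0% and 39.6% were lower on soft substrates. Fitted with the block, 54.5% of the GSK3β-activated and 39.75% of the GSK3β-suppressed genes were lower. Of the 50 GSK3β-activated and 50 GSK3β-suppressed genes listed in Supplementary Fig. 10, 56% (SD 17.2) and 36% (SD 6.53) were lower on soft substrates. By fitted log2 fold change, the GSK3β-activated genes with the largest rise on stiff substrates were *Neurog1*, *1700016D06Rik*, *Slc16a3*, *Cldn9* and *Lefty1*. The GSK3β-suppressed genes with the largest fall were *Gpld1*, *Cdx2*, *T*, *Sp5* and *St8sia2*. For 9 of these genes the adjusted p for soft against stiff at 12 h was 1.00 (edgeR), and *Gpld1* had 0 counts in the 4 libraries at 12 h. *Neurog1* and *Cldn9* at 0 h and *Gpld1* at 12 h were at 3 counts or fewer on stiff substrates. Their changes there were at least 3.85-fold, 4.49-fold and 3.91-fold, so their rank is uncertain. *Cdx2*, *T* and *St8sia2* were also at 3 counts or fewer on stiff substrates at 12 h. They were at least 33.3-fold, 51.6-fold and 22.4-fold lower there than at 0 h, so their rank is uncertain too. At such counts the lack of a difference between soft and stiff at 12 h says little for *Gpld1*, *Cdx2*, *T* and *St8sia2*. *Myc* (chromosome 15, 61985391 to 61990374 of GRCm38) had 8.78 ± 0.0724 normalised CPM on soft and 14.6 ± 1.21 on stiff substrates at 12 h (SD, n = 2). This log2 fold change of −0.73 (standard error 0.14) did not pass the adjustment over all genes (adjusted p = 1.00, edgeR). Adjusted over the 15 canonical Wnt target genes alone, *Myc* was lower on soft substrates at 12 h and its response differed between substrates, and *Sp5* was higher on soft substrates at 0 h.

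**Figure D3:**
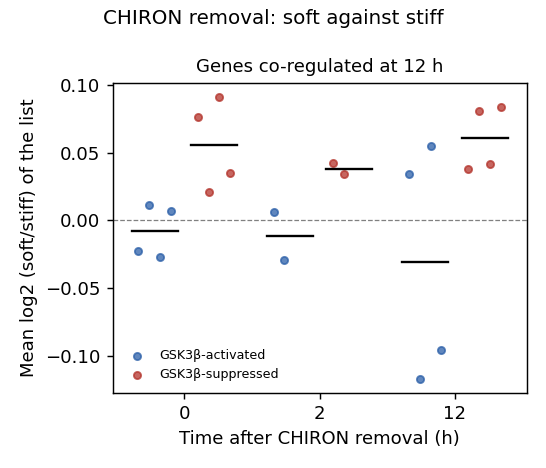
Mean log2 (soft/stiff) of the genes co-regulated 12 h after CHIRON removal (y axis, from about −0.12 to 0.09) against the time in h (x axis), with 1 point per pair of a soft and a stiff library and a line at their mean (4 pairs, and 2 pairs at 2 h). At 12 h the pairs of the GSK3β-activated genes (blue) lie on both sides of 0, and those of the GSK3β-suppressed genes (red) lie between 0.038 and 0.084.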

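The mean log2 fold change between soft and stiff at 12 h was −0.033 (SD 0.088 over 4 library pairs) for the GSK3β-activated genes, and 2 of the 4 pairs were negative. The two-sided permutation p against random lists of the same size was 0.18, and the rotation test over the 11 libraries gave p = 0.66. For the GSK3β-suppressed genes the mean of the fitted log2 fold changes was 0.089, with a permutation p of 0.015. Against random lists matched on mean expression the permutation p was 0.00071, while the rotation test gave p = 0.22. The 4 library pairs, taken from log2 CPM with a prior count of 2, had lower values (SD 0.025). With DESeq2 this mean was 0.071 and its permutation p was 0.055. With all 12 libraries the means were −0.035 and 0.083. In the fits with the replicate number as a block they were −0.033 and 0.082. The spread between replicates sets the smallest difference this experiment could show for single genes. When differences of the size found between soft and stiff 12 h after PD03 removal were planted in counts simulated with the spread of CHIRON removal, 12.0% of them were called, against 71.1% with the spread of PD03 removal. The planted genes were those that had passed there, at their fitted sizes, so both shares may be too high. Each gene had 1 spread for all groups. The replicates of CHIRON removal at 12 h differed by 65.3 times the sampling noise on soft and 8.26 times on stiff substrates. From the lack of a dependence on substrate stiffness in these genes, the paper proposes that the GSK3/β-catenin pathway is not sensitive to substrate stiffness in mESCs.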

Taken together, our results suggest that substrate stiffness significantly impacts the activation and transcriptional activity of the ERK pathway, pointing to ERK mechanosensitivity as a primary mechanism for the optimised maintenance of self-renewal on soft substrates.

## Discussion

In this study, we characterised a range of two-dimensional substrates for stem cell culture that allow robust cell–ECM adhesion as well as self-renewal and differentiation. A handful of other studies have incorporated groups that can selectively and specifically bind ECM proteins directly into the hydrogel precursor solution^5,29,46^ or on the surface of a polymerised gel^47^. Here, we adopted a method (i.e. incorporating AHA co-factor) that allowed us to vary the strength of ECM tethering, and adapt it for culture of various stem cell types. We found that the resulting StemBond hydrogels perform markedly better than existing standards and commercially available substrates in ensuring equally robust stem cell–ECM attachment at both extremes of the stiffness range. Our results suggest that unstable ECM–substrate crosslinking, not pore size, is responsible for poor pluripotent stem cell attachment with sulfo-SANPAH functionalisation. Notably, hPSCs detached immediately after removal of ROCK inhibition on sulfo-SANPAH hydrogels but not on StemBond hydrogels, indicating, at least for some cells, a critical requirement for ECM stability under cell-generated traction forces. By engineering a stable ECM–substrate attachment, StemBond hydrogels thus allow more systematic interrogation of stem cell mechanosensitivity. It remains to be determined whether ECM stability is also important in 3D systems, in which ECM degradability was shown to be a critical factor in differentiation of cardiomyocytes and mesenchymal stromal cells^48,49^. In the future, StemBond hydrogels will allow to further disentangle the connection between stiffness, ECM composition, tethering strength, and ECM stability.

Our results here showed that not only substrate stiffness, but adhesion strength and ECM protein type is important for pluripotent stem cell culture. mESCs attached best on mid-to-high AHA concentrations, although their self-renewal was unaffected by AHA concentration. hPSCs and mEpiSC, both in a primed pluripotency state, attached better on high AHA substrates, possibly reflecting that primed cells have greater requirements for strong ECM attachment. hPSCs have been previously cultured on laminin-coated^50,51^, vitronectin-coated^52,53^, and matrigel-coated^54^ stiff substrates and on very soft Matrigel-coated hydrogels of 100 Pa^55^. We here showed that only specific combinations of ECM proteins and substrate stiffness allow robust attachment and colony growth. This is consistent with studies on Matrigel on soft substrates^54,55^, since Matrigel is rich in laminins. We speculate that these protein-specific effects are mediated by the different force transduction characteristics of integrins that bind exclusively to vitronectin or laminin^56^. For mouse and for human embryonic stem cells alike, ECM–integrin interactions appear to be central to mechanoregulation of pluripotency.

For mouse naïve pluripotency, we found that low substrate stiffness was the most impactful factor increasing self-renewal. This is in line with some previous studies on stiffer substrates showing that intermediate levels of cell–fibronectin interactions^57^, low cell–ECM traction forces^9,10,58,59^ and limited cell spreading^25,60^ promote self-renewal. These factors are combined in our soft StemBond hydrogels, leading to an overall increase in self-renewal and higher expression of core transcription factors. Substrate stiffness has also been suggested to play a role in downstream differentiation of pluripotent stem cells to mesendoderm^26,54,61^, cardiomyocytes^62^, or neuronal^63^ cell types. here we found that mESCs underwent lineage commitment similarly on soft and stiff substrates. Thus, StemBond hydrogels are uniquely capable of supporting naïve pluripotency without restricting the differentiation potential of pluripotent stem cells.

The stabilisation of the mESC state was further corroborated with functional assays, showing increased self-renewal on soft substrates. A single pluripotency-driving signal (against two required on TCP or stiff substrates, among serum, LIF, CHIRON and PD03) was sufficient for maintenance of naïve pluripotency. Additionally, the doubling in reprogramming efficiency of mEpiSC in 2i suggest that soft substrates are not only permissive for the maintenance, but also for the acquisition, of naïve pluripotency. Bespoke microenvironments such as 3D matrices have previously been shown to accelerate cell reprogramming, in part through increased epigenetic remodelling^64^, but to our knowledge, this is the first time that 2D soft substrates are shown to improve reprogramming efficiency. In the sense that 2D substrates are more scalable and provide an easier platform for molecular biology assays, having 2D substrates that provide support at the level of 3D substrates could represent a significant advance in the field.

Based on our findings, we propose that soft substrates modulate activities of pathways regulating pluripotency. In particular, we found that ERK transcriptional activity on soft substrates is dampened, confirming ERK mechanosensitivity in mESCs as previously observed in cancer cells^21^, epidermal stem cells^12^ and mammary epithelial cells^65^. ERK targets showed similar stiffness-sensitivity across multiple conditions, both with and without LIF. Because ERK activity is decreased but not abolished, the observed effects on mESC self-renewal could be mediated either by threshold effects, or changes in the feedback loops regulating of ERK signalling^66^. Further investigations are needed to determine the upstream factors involved and the effect of soft substrates on ERK signalling dynamics.

Overall, we conclude that by promoting strong attachment but low cytoskeletal tension, soft StemBond hydrogels provide an optimal, well-defined microenvironment for long-term culture of mammalian pluripotent cells. They are as such well-suited for controlled studies of interplay between mechanical signalling and differentiation in stem cells. This work opens new possibilities to define alternative culture conditions with better control over stem cell fate decisions in physiologically mimetic conditions and with minimal need of small molecule inhibitors. Importantly, StemBond hydrogels can be adapted to match mechanical and adhesive properties other stem cell niches, as has been done recently to reverse the ageing of rat oligodendrocyte progenitor cells^15^. Future work will expand the scope of StemBond substrates to multiple stem cell types and culture systems.

## Methods

### Cell culture

E14 mESC and Rex1GFPd2 cells, a kind gift from Austin Smith’s laboratory at University of Cambridge, were cultured in either 10% Foetal Calf Serum + LIF medium (serum + LIF) or 2i+LIF medium following established protocols. Serum + LIF was supplemented with 2 mM l-glutamine (Gibco), MEM non-essential amino acids (Gibco), 1 mM Sodium Pyruvate (Invitrogen), and 0.1 mM 2-mercaptoethanol (Gibco). 2i + LIF was made up of N2B27 defined basal medium (1:1 Neurobasal and DMEM/F-12 medium (Invitrogen), 0.5% N2 (homemade), 1% B27 (ThermoFisher Scientific), 2 mM l-glutamine (Gibco), 0.1 mM 2-mercaptoethanol (Gibco) supplemented with MEK inhibitor (1 µM PD0325901), GSK3β inhibitor (3 µM CHIR99021) and/or 0.2 µg ml^−1^ murine LIF as indicated. Rex1+/*dGFP-IRES-bsd TetOn-Esrrb* + *CAG-rtTA3* (*iEsrrb*^40^) EpiSCs were cultured in N2B27 as above, supplemented with 12.5 ng ml^−1^ Fgf2, 20 ng ml^−1^ ActivinA (Hyvonen lab, Cambridge) and 6.25 µg ml^−1^ XAV 939 (Tocris). EpiSCs and reprogramming experiments were conducted in hypoxic conditions (7% CO_2_ and 5% O_2_).

Human embryo-derived naïve pluripotent cells (HNES1) and chemically reset naïve cells from a H9 background (cR-H9), both kindly gifted by Austin Smith’s laboratory, were maintained on irradiated MEFs in N2B27 medium supplemented with PDLGX (1 μM PD0325901, 10 ng ml^−1^ human LIF, 2 μM Gö6983, 2 μM XAV939), in 5% O_2_, 7% CO_2_ in a humidified chamber at 37°C, as described in^34^. Cells were passaged every 3–5 days using dissociation by Accutase. ROCK inhibitor (1 μg ml^−1^, Y-27632) and Geltrex (0.5 μl cm^−2^, Thermo Fisher Scientific) were added upon replating, with ROCK inhibitor removed the day after. Cells were maintained without MEFs in PDLGX media containing mouse purified laminin (10 μg cm^−2^, Merck) for one to two passages before seeding on hydrogels.

Human pluripotent stem cells (hPSC) Shef-6, a gift from Austin Smith’s laboratory, were cultured on TCP coated with truncated recombinant human vitronectin (Thermofisher, A14700) in E8 media (StemCell Technologies). Cells were dissociated in clumps with 0.5 mM EDTA every 4–7 days. For attachment studies, cells were seeded with ROCK inhibitor for one day to enable attachment to sulfo-SANPAH functionalised hydrogels.

MEFs were cultured in high-glucose DMEM containing 2 mM l-glutamine (Gibco), MEM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Invitrogen), and 0.1 mM 2-mercaptoethanol (Gibco) on uncoated TCP dishes. Cells were passaged every 3–5 days for a maximum of 6 passages; cells were detached with PBS + EDTA and Accutase. To assess matrix stability, MEFs were seeded onto substrates coated with bovine rhodamine-fibronectin (#FNR01, Cytoskeleton). Mesoderm and neurectoderm differentiation were performed according to established protocols^32^. mESCs were plated in 2i on laminin-coated substrates. Media was changed the next day to N2B27. For mesoderm differentiation, after 1.5 days 20 ng ml^−1^ Activin A and 3 µM CHIR99021 were added to the media.

mESCs, iPSCs and EpiSCs and naïve hPSC cells were dissociated with accutase (Millipore) during passaging. Cells were plated on either TCP or hydrogel substrates coated with 200 µg ml^−1^ human plasma fibronectin (Corning, NY, USA and Millipore, Germany) at a density of 5000–15,000 cells/cm². hPSCs were plated on laminin-coated hydrogels (200 µg ml^−1^ Laminin, #CC095, Merck or 80 µg ml^−1^ Laminin 521, #A29249, Gibco) or Vitronectin-coated hydrogels (A14700, Thermofisher Scientific).

### Staining and imaging

Cell fixation, staining and slide mounting were done according to published protocols^67^ (see Table 3 for antibody list). Samples were imaged on Leica TCS SP5 confocal microscope, Zeiss LSM 710 confocal microscope, Zeiss 980 AiryScan microscope or Leica DMI 6000B Matrix HCS widefield microscope. Images were then analysed using Leica software and ImageJ. To assess gel surface coating, we used FITC-labelled BSA (Sigma-Aldrich).

In Fig. 1f, mean intensities were measured on each field of view and normalised to the maximal intensity observed in each batch. Background was measured for each substrate type on uncoated hydrogels, and the mean background values subtracted to the normalised intensities.

### Flow cytometry

The GFP signal in Rex1GFPd2 cells was monitored by flow cytometry on a Dako Cytomation CyAn ADP high-performance unit (Summit v4.3.02 software). Results were analysed using FlowJo and graphs were plotted using custom scripts in Matlab (Mathworks).

In Fig. 3d, cells were plated on high AHA StemBond hydrogels in serum + LIF and passaged every 48 h (keeping the same density at each passage).

### Hydrogel fabrication

Prior to hydrogel fabrication, coverslips were cleaned and functionalised with either Bind-Silane (GE Healthcare) for support coverslips or 20% Surfasil in chloroform (Fischer Scientific) for top coverslips. Hydrogel solutions were prepared according to Table 1 and polymerised between a support and a top coverslip for 15 min. The density of ligand binding sites was tuned by adapting the concentration of the co-polymer AHA (IUPAC name 2-(prop-2-enoylamino)hexanoic acid). Table 1 gives recipes of soft and stiff hydrogels for a final concentration of 48 mM AHA and A:B ratio of 25, which was used throughout the study, unless otherwise noted. After polymerisation, the top coverslips were removed and gels were rinsed twice in methanol, and soaked in PBS.

**Table 1:** Hydrogel recipes for 48 mM co-factor concentration.

*E* (kPa)	Acrylamide 40% (µl)	Bis-acrylamide 2% (µl)	AHA 2 M (µl)	H_2_O (µl)	TEMED (µl)	APS 10% (µl)
0.75	35	30	12	415.5	2.5	5
160	200	150	12	130.5	2.5	5

2 M AHA stock solution was prepared in methanol.

Hydrogels were then activated by 30 min treatment in 0.2 M EDAC (Sigma-Aldrich, Germany) + 0.5 M NHS (Sigma-Aldrich, Germany) in MES buffer, pH 6.1. They were coated with 200 µg ml^−1^ ECM protein diluted in HEPES buffer (50 mM pH 8.5) overnight at 4 °C. After washes, gels were blocked with 0.5 M Ethanolamine in HEPES buffer. Gels were stored at 4 °C until use.

Hydrogels without AHA were activated with sulfo-SANPAH (ThermoScientific, MA,USA). 1 mg ml^−1^ (unless otherwise noted) Sulfo-SANPAH was dissolved in HEPES, and activated by UV-light for up to 30 min.

### Alternative substrates

Elastic soft substrates of 1.5 kPa (# 81291, Ibidi, Germany) were coated with 30 µg ml^−1^ fibronectin following manufacturer’s guidelines.

### Atomic force microscopy

#### Substrate stiffness

Atomic Force Microscopy (AFM) was used to measure the elastic modulus of StemBond hydrogels, on a Nanowizard CellHesion 200 AFM (JPK Instruments) placed on an inverted microscope (Axio Observer A1, Zeiss) fitted with a motorised stage. Polystyrene beads (microParticles, Germany) with a diameter of 37.28 µm (for soft hydrogels) and 10.28 µm (for stiff hydrogels) were glued onto tipless silicon cantilevers (Arrow-TL1, Nanoworld, Switzerland) using MBond 610 Adhesive (Micro-Measurements). Spring constants of 0.03–0.07 N/m for soft hydrogels, 0.1–0.3 N/m for stiff hydrogels were determined by the thermal noise method. 10 force–distance curves at three different locations per gel (×5 replicate gels) were measured. Post-processing and analysis were done using JPK SPM data processing software, using the Hertz model to fit the approaching curve and extract the values of the substrate’s Young’s modulus.

#### Matrix tethering strength

Si–N gold-coated cantilevers with pyrex-nitride pyramidal tip (Nanoworld, #PNP-DB) were coated following an existing protocol^13,68^. Briefly probes were cleaned for 30 s in chloroform, then incubated with 5 M ethanolamine–HCl overnight. They were then washed in PBS and incubated for 30 min in 25 mM BS3 (bis(sulfosuccinimidyl)suberate, ThermoFisherScientific, #21580), washed again in PBS and immersed in 200 µg ml^−1^ antibody solution for 30 min. Finally, probes were rinsed and kept at 4 °C until use. Antibodies used were (rb) anti-Fibronectin (ABCAM, ab2413) and (rb) anti-IgG (Cell Signaling, #2729 S). Gels were prepared either with co-factor AHA or activated with sulfo-SANPAH. A control had no activation, and no coating. Activated gels were coated overnight with fibronectin at 200 µg ml^−1^ unless specified otherwise, then extensively rinsed. All gels were passivated with 1% BSA. Gels were stored in PBS at 4 °C until use. Two gels per condition were probed for both batches of measurements. Each sample was probed over three regions of 10 × 10 grids, points spaced by 10–20 µm. Head speed was 5 µm/s, loading rate ~160 nN/s setpoint was at 500 pN. Dwell time at the surface was 1–3 s before retraction. Data was processed using the JPK Data Processing Software (Version 6.1.86 and 6.1.131) and Matlab (Mathworks). Briefly, for each measurement, we plotted the rupture force (minimal value of the vertical deflection) against the rupture length (see Supplementary Fig. 1b). To rule out non-specific interactions, we used probes coated with anti-IgG. Data on stiff and soft substrates were analysed separately because of differences in sample/probe interaction area (setpoint was kept constant at 500 pN). Processing then followed these steps:

(i) For each curve, rupture force and rupture length are extracted.
(ii) A threshold of both rupture force and rupture length were set at the median of the distributions for negative controls.
(iii) The 2-d density map of negative controls and of samples were computed (Supplementary Fig. 1c). The regions where the density of samples was more than twice that of controls were defined as clusters of significant events, after a median filtering to smooth the cluster (Supplementary Fig. 1d).
(iv) For all the significant binding events, the mean rupture force is determined (see Fig. 1e). Graphs show average over 2–4 samples, errors are standard error of the mean. Total number of measurements per sample ranged from 34 to 696 and number of significant events per sample ranged from 0 to 233.

### Gene expression assays

For gene expression analysis, cells were lysed in RLT buffer (QIAGEN) and RNA extracted using RNEasy extraction kit (Qiagen). RT-qPCR was performed using Superscript Transcriptase III (ThermoScientific, MA, USA) and gene expression was then assessed using the relevant Taqman probes (FAM) (Table 2) and Gapdh (VIC) as endogenous control.

**Table 2:** List of probes for gene expression assays.

Gene	Cat. no.	Company
Esrrb	Mm00442411_m1	ThermoFisher Scientific
Gapdh (Endogenous Control)	4352339E	ThermoFisher Scientific
Nanog	Mm02384862_g1 and Hs02387400_m1	ThermoFisher Scientific
Lefty2	Mm00774547_m1	ThermoFisher Scientific
Klf4	Mm00516104_m1 and Hs00358836_m1	ThermoFisher Scientific
Klf2	Mm00500486_g1	ThermoFisher Scientific
Nr0b1	Mm00431729_m1	ThermoFisher Scientific
Pou5f1	Mm00658129_gH and Hs04260367_qH	ThermoFisher Scientific
Tfcp2l1	Mm00470119_m1 and Hs00232708_m1	ThermoFisher Scientific
Zfp42	Mm03053975_g1	ThermoFisher Scientific
Sox1	Mm00486299_s1	ThermoFisher Scientific
Pax6	Mm00443081_m1	ThermoFisher Scientific
Foxa2	Mm01976556_s1	ThermoFisher Scientific
Eomes	Mm01351984_m1	ThermoFisher Scientific
T	Mm00436877_m1	ThermoFisher Scientific
Fgf5	Mm00438919_m1	ThermoFisher Scientific
Klf17	Hs00702999_m1	ThermoFisher Scientific

### RNA sequencing and analysis

Library preparation was done by in-house facility using Pico mammalian V2 (Takara, USA), NuGen (NuGen, CA, USA) or RiboZero and Nextflex (Bioo Scientific, TX, USA) kits. Sequencing was performed on Illumina HiSeq4000 yielding 350 Million reads per lane.

### RNA sequencing data processing, transcriptome analysis and network analysis

#### Dataset of Fig. 6a, b

Mouse genome build GRCm38/mm10 were used to align reads with GSNAP version 2015-09-29^69^. Genes were annotated using Ensembl release 81^70^ and read counts were quantified using HTSeq^71^. Differential expression analysis was computed using DESeq2^72^ on protein-coding genes, from pairwise comparisons of samples with either same AHA concentration or same stiffness.

DAVID 6.7^73,74^ was used to compute the statistical enrichment of Gene Ontology terms, using genes up- and down-regulated by stiffness as input. Cytoscape^75^ and the enrichment map plugin^76^ were used for network construction and visualisation (Supplementary Fig. 7b). Node size is scaled by the number of genes contributing to over-representation of biological processes; edges are plotted in width proportional to the overlap between gene sets. Node colour represents the different AHA conditions in which each biological process is significantly enriched.

#### Dataset of Fig. 6c–e

Mouse genome build GRCm38/mm10 were used to align reads with STAR 2.5.2a^77^. Genes were annotated using mouse annotation from Ensembl release 87^78^ and splice junction donor/acceptor overlap settings were tailored to the read length of each dataset. Alignments to gene loci were quantified with Htseq-count^71^ based on annotation from Ensembl 87.

Principal component analyses was performed based on log_2_ FPKM values computed with the Bioconductor packages DESeq^79^, FactoMineR^80^ in addition to custom scripts. In addition, DESeq was used to perform differential analysis between stiff and soft substrates.

In order to identify genes with the greatest expression variability we fitted a non-linear regression curve between average log_2_ FPKM and the square of coefficient of variation. Specific thresholds were applied along the *x*-axis (average log_2_ FPKM) and *y*-axis (log CV^2^) to identify the most variable genes.

DAVID 6.8^73,74^ was used to compute the statistical enrichment of Gene Ontology terms, using modulated genes in Serum-only conditions as input (Fig. 6d and Supplementary Fig. 8d).

STRING database (https://string-db.org/)^81^ was used to retrieve gene–gene interaction and Cytoscape was used to visualise the resulting network (Supplementary Fig. 8b). Transcription factor and transcription co-factor annotation were downloaded from AnimalTFDB (http://bioinfo.life.hust.edu.cn/AnimalTFDB/).

Cytoscape^75^ and the enrichment map plugin^76^ were used for network construction and visualisation (Supplementary Fig. 8c). Node size is scaled by the number of genes contributing to over-representation of biological processes; edges are plotted in width proportional to the overlap between gene sets. The colour represents the centred percentage of up/downregulated genes for each biological process.

#### Dataset of Fig. 6f and Supplementary Figs. 9, 10

Mouse genome build GRCm38/mm10 were used to align reads with Tophat v2.1.0^82^. Genes were annotated using Ensembl release 86^78^ and read counts were quantified using Featurecount v1.5.0^83^. Differential expression analysis was computed using DESeq2^72^ on protein coding genes.

### Clonogenicity assays and alkaline phosphatase staining

For clonogenicity assays of mESCs in serum + LIF, 50,000 cells were plated on TCP or hydrogels coated with fibronectin in the indicated medium for 5 days (Fig. 4a(i) and b). For clonogenicity assays following multiple passaging in N2B27 + CHIRON and N2B27 + PD03, cells were cultured on the hydrogels for three passages by serial dilution or keeping constant plating density as indicated in Fig. 4a and in figure legends. Then 400 cells/well (Fig. 4c) or 1000 cells/well (Fig. 4d) were replated on gelatin-coated TCP in 2i + LIF for a minimum of 5 days. For clonogenicity assays of naïve hPSCs, cells were passaged at a 1:5 dilution onto TCP or hydrogels coated with mouse laminin (#CC095, Merck) in the indicated medium for 5–6 days. Cells were then dissociated to single cells and replated at 1250 cells/well on irradiated MEFs in TCP plates, with PDLGX media supplemented with ROCK inhibitor and Geltrex, for 6 days.

Cells were subsequently fixed in 8% formaldehyde and stained using the Alkaline-Phosphatase kit (86R 1KT, Sigma-Aldrich, Germany) following the manufacturer’s protocol. Images were acquired using CellSens software and an X-51 Olympus microscope system with motorised stage and camera, ×4 magnification. Colonies were then segmented and counted using ImageJ with manual verification at each step. In some wells there were colonies lining the side of the coverslip but beneath the hydrogel and these were therefore not counted.

### Chimaeras

This research has been regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Use of animals in this project was approved by the ethical review committee for the University of Cambridge, and relevant Home Office licences (Project license No. 80/2597) are in place.

Rosa26-CreERT2^+/+ ^mESC from a C57BL/6-Agouti background (gift from Koo lab) were first transfected with a piggyback transposon vector (PB-GFP). Cells were then cultured in N2B27 + PD03 on soft hydrogels for three passages by serial dilution of 1:2 at each passage. The cells were then dissociated into single cells, before injection into C57BL/6 host blastocysts at stage E3.5. Contribution of the injected cells to the mice is reflected by GFP expression. 5 out of 6 pups from the first generation of chimaeras had significant GFP expression. 7 pups from the second generation expressed GFP (Fig. 4e), demonstrating germline contribution. The full quantification is given in Supplementary Table 1. Strains used: C57BL/6 for host embryos and stud males, CBAB6F1 for recipient females, CD1 for the vasectomised males. All animals were housed between 18 and 22 °C, 40% and 60% humidity and a 12 h day/night light cycle, with food and water supplied ad libitum.

### Reprogramming of mEpiSCs

10,000 EpiSCs per well (six-well plate) were plated in N2B27 + Fgf2+ActivinA+XAV medium, on the fibronectin-coated TCP and hydrogels. 24 h later, reprogramming was induced by medium switch to N2B27 + 2i + 1 µg ml^−1^ doxycycline (MP Biomedicals). After 4 days, dox-induction of *iEsrrb* was withdrawn and 20 μg ml^−1^ blasticidin (Gibco) was applied to select for *Rex1*::dGFP-IRES-bsd reporter activity. On day 8, ×4 images were acquired using CellSens software and an X-51 Olympus microscope system with motorised stage and camera. iPSC colonies with active *Rex1* reporter were counted manually. Resultant iPSCs were passaged once onto TCP then RNA lysates were harvested.

### Western blots

Cells were lysed in RIPA buffer (Cell Signaling, Leiden, The Netherlands) and spun down, then sonicated for 1.5 min. The supernatant was then denatured in SDS buffer at 95 °C for 5 min. Mini-protean gels (12% or gradient 8–14%, Bio-Rad) were used for gel running. Protein gels were then transferred onto a nitrocellulose membrane using a standard wet transfer procedure. Membranes were subsequently blocked with 5% BSA in TBS-Tween 20 for 2 h, before overnight staining with primary antibodies at 4 °C. Secondary antibodies incubated for 1 h at room temperature. ECL Fire (ThermoScientific, MA, USA) and ECL Prime (GE Healthcare) reagents were used to reveal the blots. See Table 3 for antibody list.

**Table 3:** List of antibodies.

Antibody	Cat. no.	Company	Lot number	Dilution
Phospho ERK	4370S	Cell Signaling	#17 Ref:05/2016 #17 Ref:01/2017	1:1000 (WB), 1:200 (IF)
Phospho ERK	9106	Cell Signaling		1:1000 (WB)
ERK	4695S	Cell Signaling	#21 Ref:05/2016	1:1000 (WB)
Phospho Stat3 (m)	4113S	Cell Signaling	#5 Ref:07/2016	1:1000 (WB)
Phospho Stat3 (rb)	9145	Cell Signaling	#22 Ref:12/2013	1:1000 (WB)
Stat3	9139S	Cell Signaling	#10 Ref:12/2016	1:1000 (WB)
Esrrb (m)	PP-H6705	Perseus Proteomics	A2	1:500 (WB)
Nanog (rb)	A300-398A	Bethyl Laboratories Inc.		1:2000 (WB)
H3 (rb)	ab1791	Abcam		1:5000 (WB)
Gapdh (m)	97166S	Cell Signaling	#3 Ref:05/2017	1:2000 (WB)
Gapdh (rb)	5174S	Cell Signaling	#6 Ref:11/2016	1:2000 (WB)
Anti-rb HRP	7074S	Cell Signaling	#26 Ref:12/2016	1:2500 (WB)
Anti-m HRP	7076S	Cell Signaling	#32 Ref:12/2015	1:2500 (WB)
Phospho Paxillin	2541	Cell Signaling	#6 Ref:08/2015	1 :50 (IF)
Integrin ß1 (CD29) (rat)	553715	BD Biosciences		1:100 (IF)
Phalloidin 555	8953	Cell Signaling	#3 Ref:11/2016	1 :20 (IF)
Sox1 (rb)	4194S	Cell Signaling	#2 Ref 03/2019	1:100 (IF)
T/Brachyury	AF2085	R&D Systems	Lot KQP0315041	1:400 (IF)
Fibronectin (rb)	ab199056	Abcam		1:1000 (IF)
Fibronectin (rb)	ab2413	Abcam		200 µg ml^−1^ (AFM) 1:500 (IF)
Anti-IgG (rb)	2729S	Cell Signaling		200 µg ml^−1^ (AFM)
Goat anti-rabbit 680	A21109	Thermofisher		1:20,000 (WB)
Goat anti-mouse 790	A11357	Thermofisher		1:20,000 (WB)

### Statistics and reproducibility

In all figures, error bars show standard deviation (std) over *n* independent replicates (indicated in legend), unless otherwise indicated.

Statistical differences across substrate conditions were determined using the ANOVA test on independent samples (tests done using Matlab). In most figures, tests are designed to compare across different types of substrate (TCP, Stiff and Soft hydrogels); in Figs. 1e and 2a, multiple adhesiveness levels are included in the design. Only *p*-value corresponding to individual genes are reported (we do not compare expression between different genes). Results are indicated in the figures with absolute *p*-values or *p* < 0.001 for very small *p*-values. n.s. means no statistically significant differences were found. For Supplementary Fig. 9b–d, a permutation test was used to determine if the expression of a selection of genes was systematically different on stiff versus soft substrates.

For experiments where representative images are shown, experiments were repeated twice (Figs. 4f, 5b, and Supplementary Figs. 1a, 2c, 3a, b, 4c) or three times (Fig. 2b, d, and Supplementary Figs. 5a, e, 9a) with two biological repeats or two gel samples each time.

All results of statistical tests are given in the Source Data File.

### Estimation of surface density of adhesive ligand anchoring points

The surface density σ of anchoring points was estimated by computing the number of molecules in a unit cubic volume from the concentration (volumetric density) and then extracting the corresponding number of molecules on the surface of this cubic volume. σ is given by the following formula:

$$\sigma ={\left({N}_{{\mathrm {A}}}\cdot \left[{{ {AHA}}}\right]\right)}^{2/3}\cdot {10}^{-10}$$ (Nsites µm^−^²) where *N*_A_ is the Avogadro constant, and [AHA] is the molar concentration of AHA.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

## Data Availability

All RNA-sequencing data generated in this study have been deposited in the GEO database under accession code GSE125617.  Source data are provided with this paper.

## Source data

Source Data

## References

[1] Crowder SW, Leonardo V, Whittaker T, Papathanasiou P, Stevens MM (2016). Material cues as potent regulators of epigenetics and stem cell function. Cell Stem Cell.

[2] Lutolf MP, Gilbert PM, Blau HM (2009). Designing materials to direct stem-cell fate. Nature.

[3] Sun Y, Chen CS, Fu J (2012). Forcing stem cells to behave: a biophysical perspective of the cellular microenvironment. Annu. Rev. Biophys..

[4] Damljanović V, Lagerholm BC, Jacobson K (2005). Bulk and micropatterned conjugation of extracellular matrix proteins to characterized polyacrylamide substrates for cell mechanotransduction assays. Biotechniques.

[5] Grevesse T, Versaevel M, Circelli G, Desprez S, Gabriele S (2013). A simple route to functionalize polyacrylamide hydrogels for the independent tuning of mechanotransduction cues. Lab Chip.

[6] Kandow CE, Georges PC, Janmey PA, Beningo KA (2007). Polyacrylamide hydrogels for cell mechanics: steps toward optimization and alternative uses. Methods Cell Biol..

[7] Engler AJ, Sen S, Sweeney HL, Discher DE (2006). Matrix elasticity directs stem cell lineage specification. Cell.

[8] Park JS (2011). The effect of matrix stiffness on the differentiation of mesenchymal stem cells in response to TGF-β. Biomaterials.

[9] Chowdhury F (2010). Soft substrates promote homogeneous self-renewal of embryonic stem cells via downregulating cell-matrix tractions. PLoS ONE.

[10] Lü D, Luo C, Zhang C, Li Z, Long M (2014). Differential regulation of morphology and stemness of mouse embryonic stem cells by substrate stiffness and topography. Biomaterials.

[11] Xia S, Yim EKF, Kanchanawong P (2019). Molecular organization of integrin-based adhesion complexes in mouse embryonic stem cells. ACS Biomater. Sci. Eng..

[12] Trappmann B (2012). Extracellular-matrix tethering regulates stem-cell fate. Nat. Mater..

[13] Wen JH (2014). Interplay of matrix stiffness and protein tethering in stem cell differentiation. Nat. Mater..

[14] Barriga EH, Franze K, Charras G, Mayor R (2018). Tissue stiffening coordinates morphogenesis by triggering collective cell migration in vivo. Nature.

[15] Segel M (2019). Niche stiffness underlies the ageing of central nervous system progenitor cells. Nature.

[16] Ying Q-L (2008). The ground state of embryonic stem cell self-renewal. Nature.

[17] Wray J, Kalkan T, Smith AG (2010). The ground state of pluripotency. Biochem. Soc. Trans..

[18] Niwa H, Burdon T, Chambers I, Smith AG (1998). Self-renewal of pluripotent embryonic stem cells is mediated via activation of STAT3. Genes Dev..

[19] Matsuda T (1999). STAT3 activation is sufficient to maintain an undifferentiated state of mouse embryonic stem cells. EMBO J..

[20] Toyooka Y, Shimosato D, Murakami K, Takahashi K, Niwa H (2008). Identification and characterization of subpopulations in undifferentiated ES cell culture. Development.

[21] Paszek MJ (2005). Tensional homeostasis and the malignant phenotype. Cancer Cell.

[22] Lammerding J, Kamm RD, Lee RT (2004). Mechanotransduction in cardiac myocytes. Ann. N. Y. Acad. Sci..

[23] Li D (2010). Integrated biochemical and mechanical signals regulate multifaceted human embryonic stem cell functions. J. Cell Biol..

[24] Fernández-Sánchez ME (2015). Mechanical induction of the tumorigenic β-catenin pathway by tumour growth pressure. Nature.

[25] Murray P (2013). The self-renewal of mouse embryonic stem cells is regulated by cell-substratum adhesion and cell spreading. Int. J. Biochem. Cell Biol..

[26] Evans ND (2009). Substrate stiffness affects early differentiation events in embryonic stem cells. Eur. Cells Mater..

[27] Chowdhury F (2010). Material properties of the cell dictate stress-induced spreading and differentiation in embryonic stem cells. Nat. Mater..

[28] Pless DD, Lee YC, Roseman S, Schnaar RL (1983). Specific cell adhesion to immobilized glycoproteins demonstrated using new reagents for protein and glycoprotein immobilization. J. Biol. Chem..

[29] Yip AK (2013). Cellular response to substrate rigidity is governed by either stress or strain. Biophys. J..

[30] Wang X (2018). Characterizing inner pressure and stiffness of trophoblast and inner cell mass of blastocysts. Biophys. J..

[31] Kalkan T (2017). Tracking the embryonic stem cell transition from ground state pluripotency. Development.

[32] Mulas C, Kalkan T, Smith A (2017). NODAL secures pluripotency upon embryonic stem cell progression from the ground state. Stem Cell Rep..

[33] Guo G (2017). Epigenetic resetting of human pluripotency. Development.

[34] Rostovskaya, M., Stirparo, G. G. & Smith, A. Capacitation of human naïve pluripotent stem cells for multi-lineage differentiation. *Development*. **146**, dev172916 (2019).10.1242/dev.172916PMC646747330944104

[35] Brons IGM (2007). Derivation of pluripotent epiblast stem cells from mammalian embryos. Nature.

[36] Tesar PJ (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature.

[37] Guo G (2009). Klf4 reverts developmentally programmed restriction of ground state pluripotency. Development.

[38] Festuccia N (2012). Esrrb is a direct Nanog target gene that can substitute for Nanog function in pluripotent cells. Cell Stem Cell.

[39] Stuart HT (2014). NANOG amplifies STAT3 activation and they synergistically induce the naive pluripotent program. Curr. Biol..

[40] Stuart HT (2019). Distinct molecular trajectories converge to induce naive pluripotency. Cell Stem Cell.

[41] Kinoshita M, Smith A (2018). Pluripotency deconstructed. Dev. Growth Differ..

[42] Kunath T (2007). FGF stimulation of the Erk1/2 signalling cascade triggers transition of pluripotent embryonic stem cells from self-renewal to lineage commitment. Development.

[43] Nichols J, Smith AG (2009). Naive and primed pluripotent states. Cell Stem Cell.

[44] Shahbazi MN (2017). Pluripotent state transitions coordinate morphogenesis in mouse and human embryos. Nature.

[45] Boroviak T (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. Dev. Cell.

[46] Lee JP, Kassianidou E, MacDonald JI, Francis MB, Kumar S (2016). N-terminal specific conjugation of extracellular matrix proteins to 2-pyridinecarboxaldehyde functionalized polyacrylamide hydrogels. Biomaterials.

[47] Lakins JN, Chin AR, Weaver VM (2012). Exploring the link between human embryonic stem cell organization and fate using tension-calibrated extracellular matrix functionalized polyacrylamide gels. Methods Mol. Biol..

[48] Loebel C, Mauck RL, Burdick JA (2019). Local nascent protein deposition and remodelling guide mesenchymal stromal cell mechanosensing and fate in three-dimensional hydrogels. Nat. Mater..

[49] Khetan S (2013). Degradation-mediated cellular traction directs stem cell fate in covalently crosslinked three-dimensional hydrogels. Nat. Mater..

[50] Xu C (2001). Feeder-free growth of undifferentiated human embryonic stem cells. Nat. Biotechnol..

[51] Rodin, S. et al. Clonal culturing of human embryonic stem cells on laminin-521/E-cadherin matrix in defined and xeno-free environment. *Nat. Commun.***5**, 3195 (2014).10.1038/ncomms419524463987

[52] Braam SR (2008). Recombinant vitronectin is a functionally defined substrate that supports human embryonic stem cell self-renewal via αVβ5 integrin. Stem Cells.

[53] Chen G (2011). Chemically defined conditions for human iPSC derivation and culture. Nat. Methods.

[54] Przybyla L, Lakins JN, Weaver VM (2016). Tissue mechanics orchestrate Wnt-dependent human embryonic stem cell differentiation. Cell Stem Cell.

[55] Keung AJ, Asuri P, Kumar S, Schaffer DV (2012). Soft microenvironments promote the early neurogenic differentiation but not self-renewal of human pluripotent stem cells. Integr. Biol..

[56] Seetharaman S, Etienne-Manneville S (2018). Integrin diversity brings specificity in mechanotransduction. Biol. Cell.

[57] Hunt GC, Singh P, Schwarzbauer. JE (2012). Endogenous production of fibronectin is required for self-renewal of cultured mouse embryonic stem cells. Exp. Cell Res..

[58] Hayashi Y (2007). Integrins regulate mouse embryonic stem cell self-renewal. Stem Cells.

[59] Uda Y (2011). Force via integrins but not E-cadherin decreases Oct3/4 expression in embryonic stem cells. Biochem. Biophys. Res. Commun..

[60] De Belly H (2021). Membrane tension gates ERK-mediated regulation of pluripotent cell fate. Cell Stem Cell.

[61] Candiello, J., Singh, S. S., Task, K., Kumta, P. N. & Banerjee, I. Early differentiation patterning of mouse embryonic stem cells in response to variations in alginate substrate stiffness. *J. Biol. Eng.***7**, 9 (2013).10.1186/1754-1611-7-9PMC364384423570553

[62] Arshi A (2013). Rigid microenvironments promote cardiac differentiation of mouse and human embryonic stem cells. Sci. Technol. Adv. Mater..

[63] Ali S, Wall IB, Mason C, Pelling AE, Veraitch FS (2015). The effect of Young’s modulus on the neuronal differentiation of mouse embryonic stem cells. Acta Biomater..

[64] Caiazzo M (2016). Defined three-dimensional microenvironments boost induction of pluripotency. Nat. Mater..

[65] Provenzano PP, Inman DR, Eliceiri KW, Keely PJ (2009). Matrix density-induced mechanoregulation of breast cell phenotype, signaling and gene expression through a FAK–ERK linkage. Oncogene.

[66] Nett IR, Mulas C, Gatto L, Lilley KS, Smith A (2018). Negative feedback via RSK modulates Erk‐dependent progression from naïve pluripotency. EMBO Rep..

[67] Agley CC, Rowlerson AM, Velloso CP, Lazarus NR, Harridge SDR (2013). Human skeletal muscle fibroblasts, but not myogenic cells, readily undergo adipogenic differentiation. J. Cell Sci..

[68] Chirasatitsin, S. & Engler, A. J. Detecting cell-adhesive sites in extracellular matrix using force spectroscopy mapping. *J. Phys. Condens. Matter*. **22**, 194102 (2010).10.1088/0953-8984/22/19/194102PMC299774121152375

[69] Wu TD, Nacu S (2010). Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics.

[70] Cunningham F (2015). Ensembl 2015. Nucleic Acids Res..

[71] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[72] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[73] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[74] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[75] Shannon P (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[76] Isserlin R, Merico D, Voisin V, Bader GD (2014). Enrichment Map—a Cytoscape app to visualize and explore OMICs pathway enrichment results. F1000Research.

[77] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[78] Yates A (2016). Ensembl 2016. Nucleic Acids Res..

[79] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol..

[80] Lê S, Josse J, Husson F (2008). FactoMineR: an R package for multivariate analysis. J. Stat. Softw..

[81] Snel B, Lehmann G, Bork P, Huynen MA (2000). STRING: a web-server to retrieve and display the repeatedly occurring neighbourhood of a gene. Nucleic Acids Res..

[82] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[83] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

# Supplementary material for: StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells
**Source:** Nat Commun. 2021 Oct 21;12:6132. doi: 10.1038/s41467-021-26236-5
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells**

Céline Labouesse<sup>1†</sup>, Bao Xiu Tan<sup>1,2†</sup>, Chibeza C. Agley<sup>1†</sup>, Moritz Hofer<sup>1</sup>, Alexander K. Winkel<sup>3</sup>,  
Giuliano G. Stirparo<sup>1</sup>, Hannah T. Stuart<sup>1,4</sup>, Christophe M. Verstreken<sup>1,2</sup>, Carla Mulas<sup>1</sup>, William  
Mansfield<sup>1</sup>, Paul Bertone<sup>1</sup>, Kristian Franze<sup>3,4,5</sup>, Jose C. R. Silva<sup>1,6\*</sup> and Kevin J. Chalut<sup>1,2\*‡</sup>

**Supplementary Table 1: Quantification of chimaera experiments (related to Figure 4e)**

| Generation | Viable pups at birth (m/f) | GFP positive (m/f) | GFP negative (m/f) | Untested (m/f) |
|------------|----------------------------|--------------------|--------------------|----------------|
| F0         | 11 (8/3)                   | 8 (7/1)            | 3 (1/2)            |                |
| F1         | 64 (19/45)                 | 24 (5/19)          | 20 (3/17)          | 20 (11/9)      |

# Supplementary Figure 1

**a**

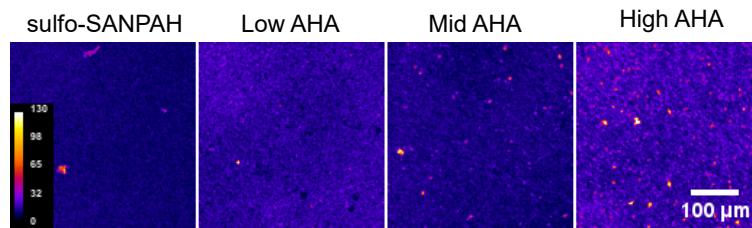

**b**

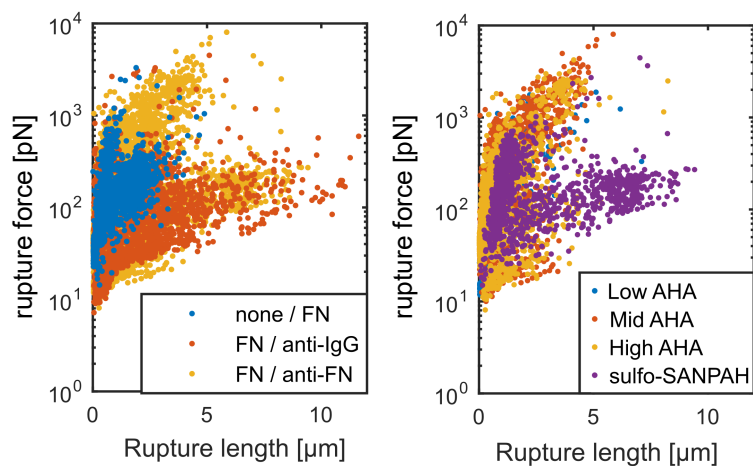

**c**

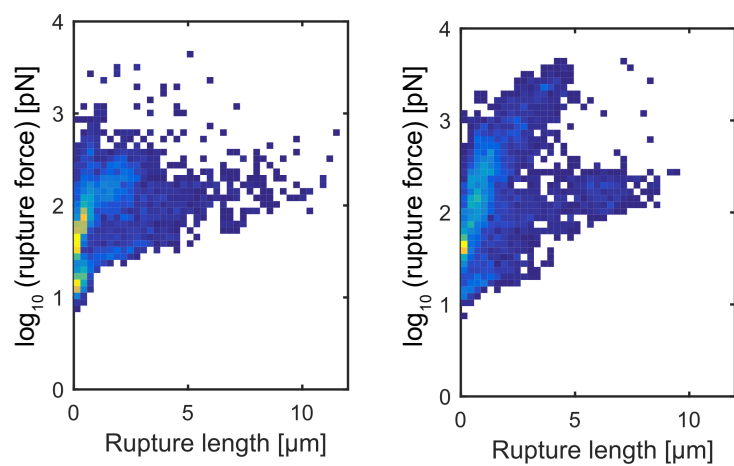

**d**

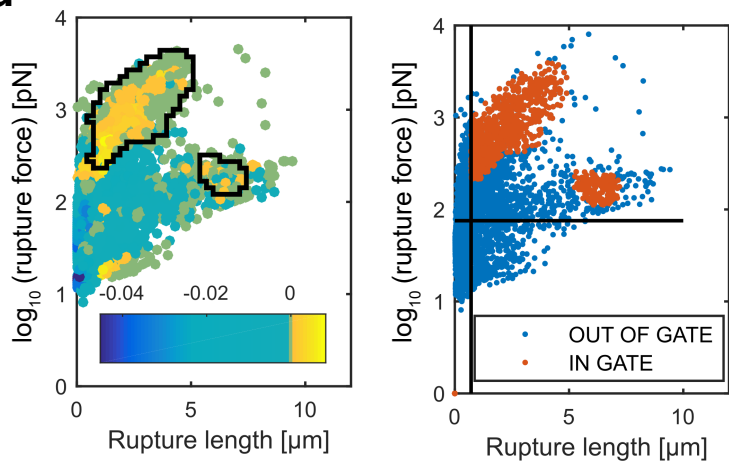

**e**

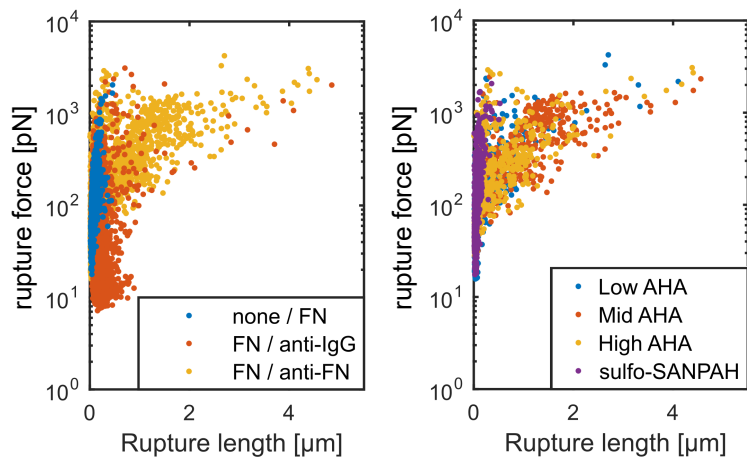

**Supplementary Figure 1 (in relation to Figure 1): StemBond hydrogels increase the stability of the ECM layer**

a – Fibronectin coverage on stiff StemBond hydrogels in absence of cells. There are no significant differences in fluorescence intensity between conditions.

b – Plots showing rupture force vs rupture length for all measured curves on soft hydrogels. Each point corresponds to one measurement. (Left) Comparison of measurements for substrates coated with either fibronectin ('FN') or no matrix protein ('none') and probed with a cantilever functionalised either with anti-Fibronectin ('anti-FN') or anti-IgG antibody. Anti-IgG antibody serves to detect non-specific binding events. (Right) Comparison of measurements for different substrate functionalisation between  $1\text{mg.ml}^{-1}$  sulfo-SANPAH or Low, Mid and High AHA StemBond hydrogels.

c – Density maps of the all measurements for negative controls (left) and real samples (right).

d – Same data as in b. (Left) The colour code shows the amplitude of density (samples)-2xdensity(controls). This was used to identify clusters of points where sample measurements did not overlap with negative controls. The clusters of significant events are outlined in black (see Methods for details). (Right) Similar to the left panel, red points are within the clusters of significant events, blue points are out and discarded for following steps. Vertical and Horizontal lines show the median of rupture length and rupture force of negative controls, used as thresholds.

e – Plots showing rupture force vs rupture length for all measured curves on stiff hydrogels. Each point corresponds to one measurement. (Left) Comparison of measurements for substrates coated with either fibronectin ('FN') or no matrix protein ('none') and probed with a cantilever functionalised either with anti-Fibronectin ('anti-FN') or anti-IgG antibody. Anti-IgG antibody serves to detect non-specific binding events. (Right) Comparison of measurements for different substrate functionalisation between  $1\text{mg.ml}^{-1}$  sulfo-SANPAH or Low, Mid and High AHA StemBond hydrogels.

# Supplementary Figure 2

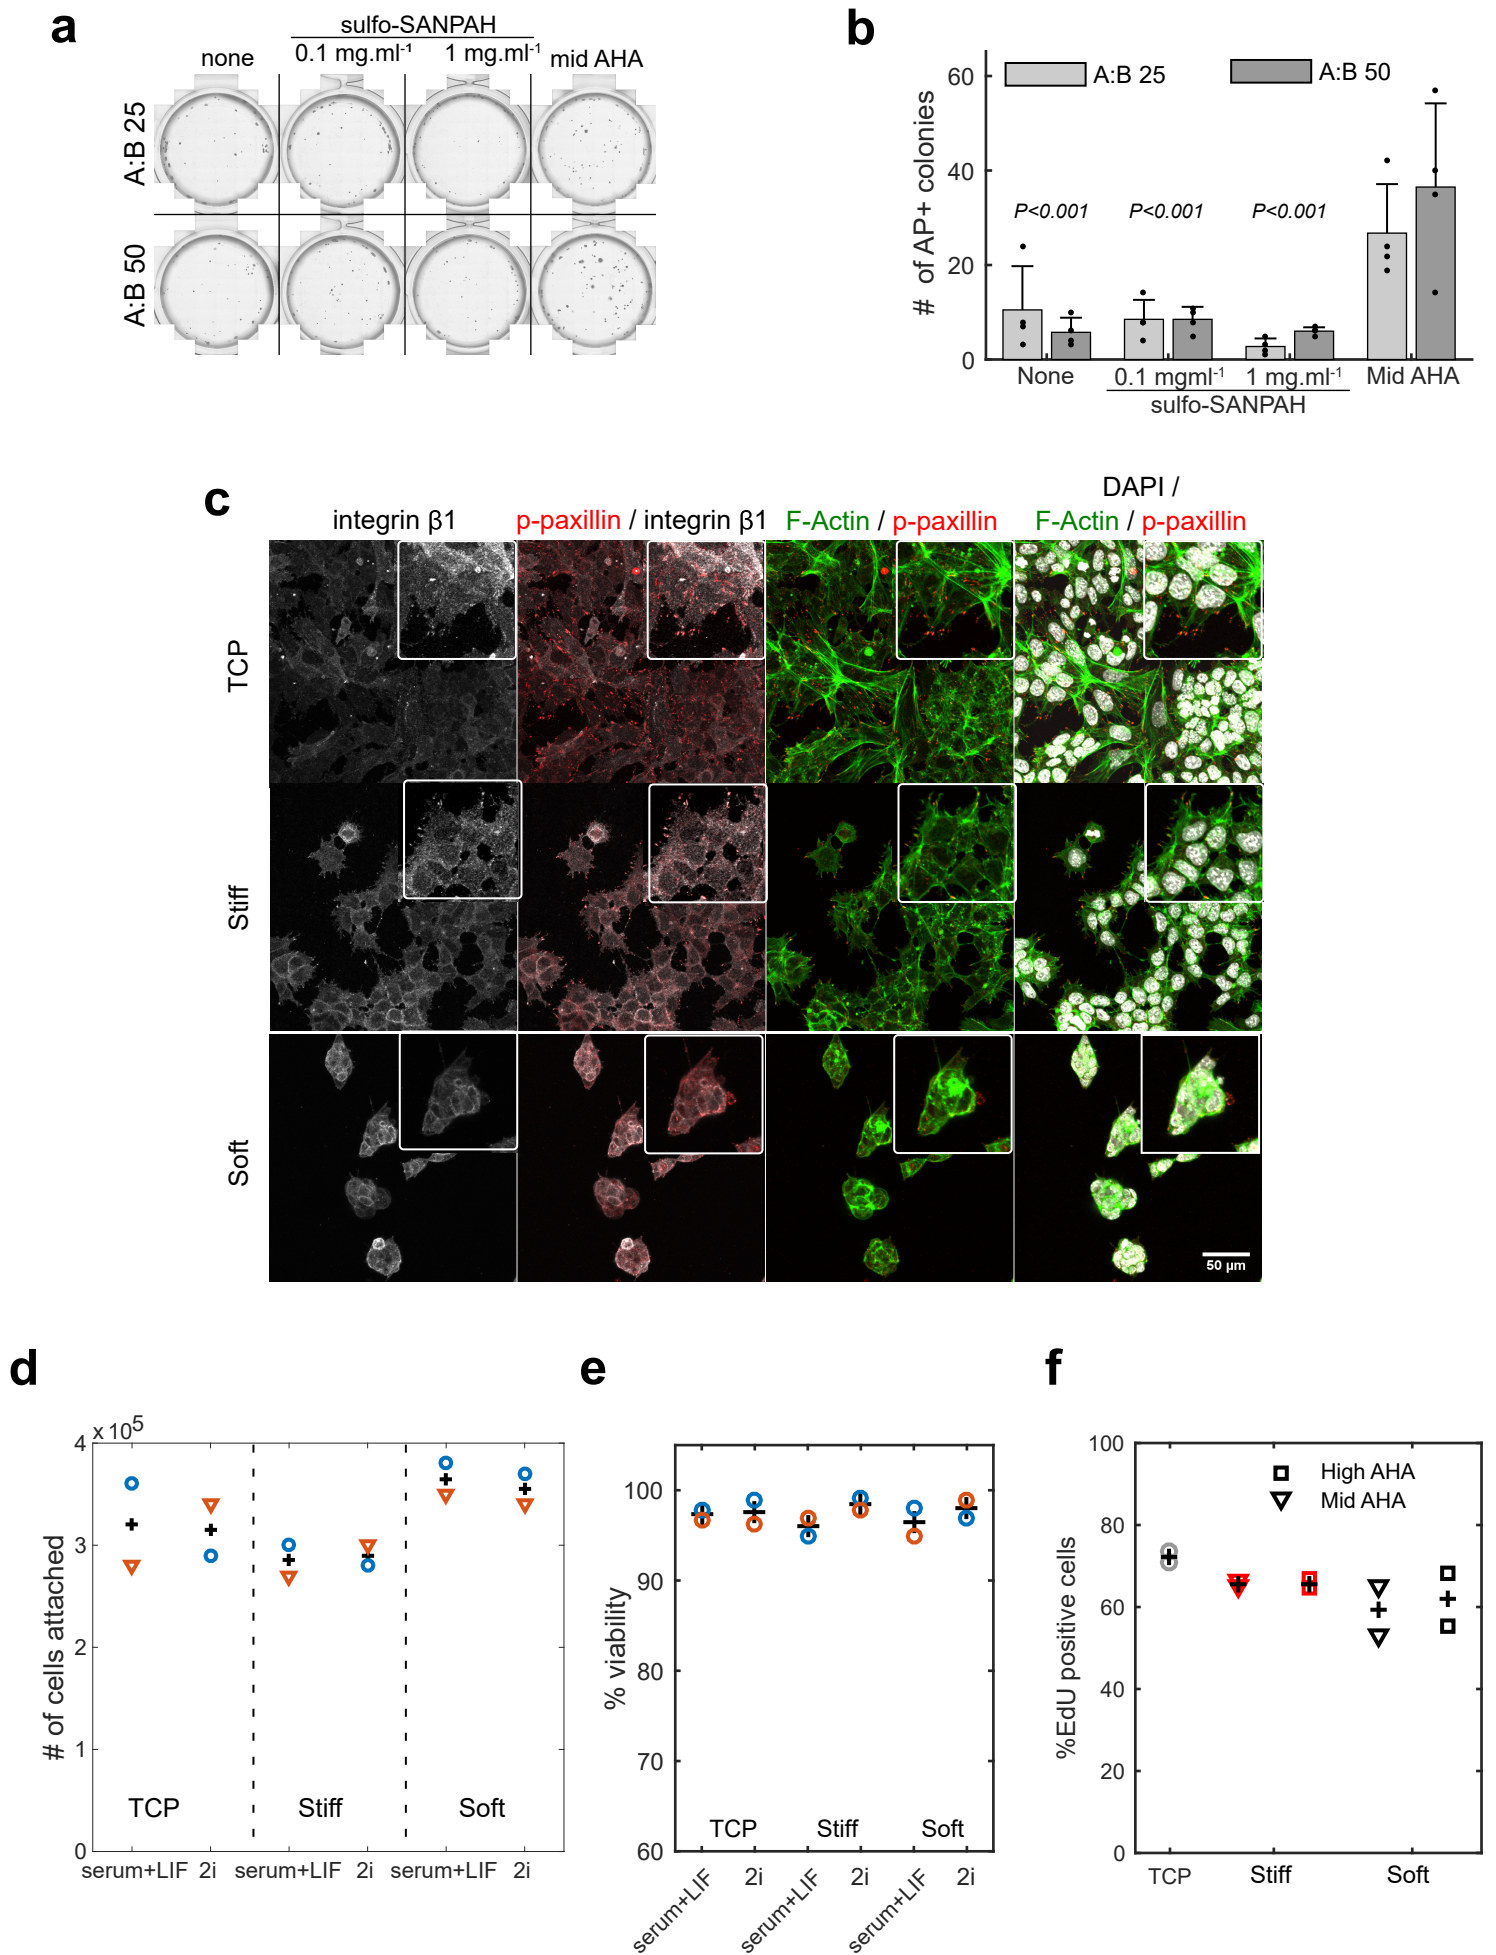

**Supplementary Figure 2 (in relation to Figure 2): mESCs show strong attachment, spreading and viability on StemBond hydrogels**

a – Snapshots of Alkaline-Phosphatase (AP) staining of ES colonies on soft hydrogels. Hydrogels were prepared with an acrylamide:bis-acrylamide ratio of either 25 (top row) or 50 (bottom row), with different surface functionalisations. All hydrogels (including the unfunctionalised ones) were coated with  $200\mu\text{g}.\text{ml}^{-1}$  of fibronectin. Cells were seeded at clonal density for 6 days before fixation and staining.

b – Mean  $\pm$  standard deviation of counts of number of Alkaline-Phosphatase (AP) positive colonies for different surface functionalisation methods ( $n = 4$  independent samples). P-values were computed using a one-way ANOVA with Tukey-Kramer's multiple comparison test, comparing the number of naïve colonies robustly attached to the substrate for different functionalisation methods to Mid AHA StemBond hydrogels. Acrylamide:bis-acrylamide ratio (A:B) was not a significant factor.

c – Immunostaining for integrin  $\beta 1$  (gray), phospho-paxillin (red), F-actin (green) and DAPI (gray) cells on tissue culture plastic (TCP), soft or stiff mid-AHA hydrogels. Focal adhesions marked by integrin  $\beta 1$  and phospho-paxillin foci are only visible on TCP and stiff substrates. Scale bar:  $50\mu\text{m}$ . Zoom in insets are  $80\mu\text{m} \times 80\mu\text{m}$ .

d – Cell attachment on fibronectin-coated tissue culture plastic (TCP), stiff hydrogels and soft mid AHA hydrogels. 175'000 cells were plated for 24hrs in culture in 2i or serum+LIF medium before being detached and counted ( $n = 2$  independent samples). 'o' and 'Δ' show individual data points, '+' show the mean.

e – Percentage of viable cells assessed by Trypan Blue staining counted on flow cytometer (ViCell) after 24 hrs on different substrates. Individual data points 'o' and mean '+' ( $n = 2$  independent samples).

f – Percentage of EdU positive cells. Cells were seeded overnight in 2i on gels, then incubated for 25min with EdU before fixing and quantification by imaging. 'Δ' and 'o' show individual measurements, '+' show the mean ( $n = 2$  independent samples).

# Supplementary Figure 3

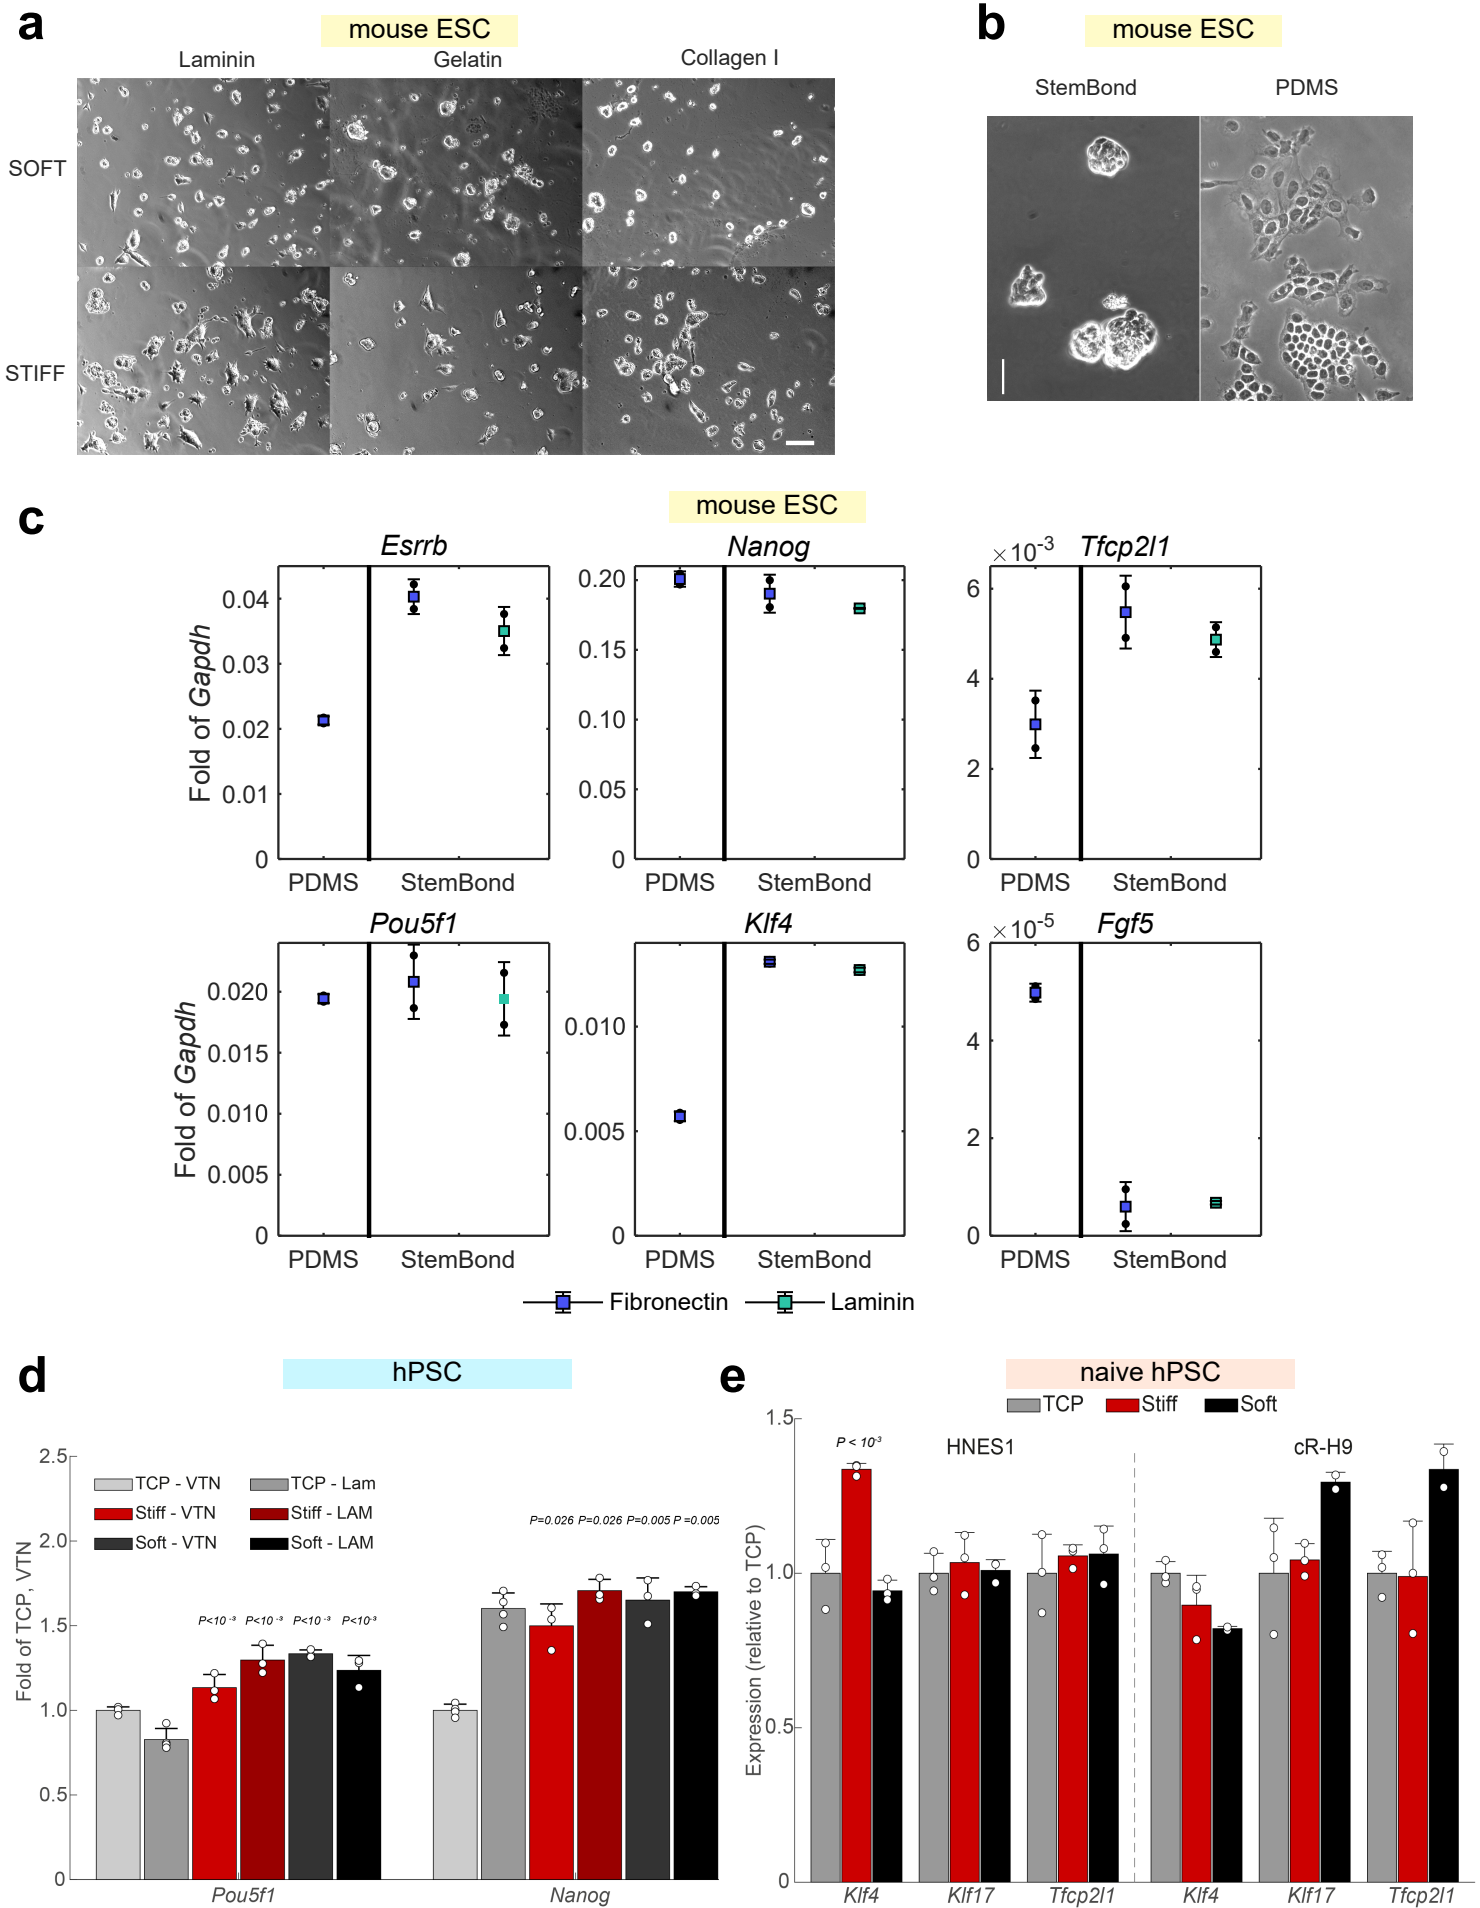

**Supplementary Figure 3 (in relation to Figure 2 & 3): StemBond substrates support naïve pluripotency in mouse and human pluripotent stem cells**

a – mESCs on StemBond substrates coated with different matrix proteins. Cells were in serum+LIF for 24hr. All proteins were coated with 200 $\mu$ g.ml<sup>-1</sup> protein solution. Scale bar 100 $\mu$ m.

b – mESCs on commercially available soft substrates compared to soft StemBond hydrogels in serum+LIF. (Left) StemBond, mid AHA, coated with fibronectin. (Right) Ibidi Elastic Soft Substrate (PDMS) 1.5kPa coated with fibronectin following manufacturer's instruction. Scale bar: 50 $\mu$ m

c – Gene expression of pluripotency markers (*Esrrb*, *Nanog*, *Tfcp2l1*, *Pou5f1*, *Klf4*) and formative marker *Fgf5* on soft substrates. mESCs were cultured for 48hrs in serum+LIF. StemBond soft mid AHA hydrogels were coated with fibronectin or laminin, Ibidi soft PDMS (1.5kPa) substrates were coated with fibronectin. 'o' show values for individual samples (n = 2 independent samples) and bars show mean +/- standard deviation.

d – Mean and standard deviation of mRNA expression of *Pou5f1* and *Nanog* in hPSCs (Shef6). Cells were seeded on vitronectin and laminin-coated substrates for 4 days. n = 3, bars show standard deviation. P-values are from N-way ANOVA and indicate comparison to TCP vitronectin or TCP laminin substrates.

e - Mean and standard deviation of mRNA expression of *Klf4*, *Klf17* and *Tfcp2l1* in naïve hPSCs (HNES1 cell line and chemically reset naïve cells cR-H9). Cells were seeded on laminin-coated substrates for 2 days. n = 3, bars show standard deviation. P-values from one-way ANOVA are indicated when significant differences with TCP were found. Other comparisons were non-significant.

# Supplementary Figure 4

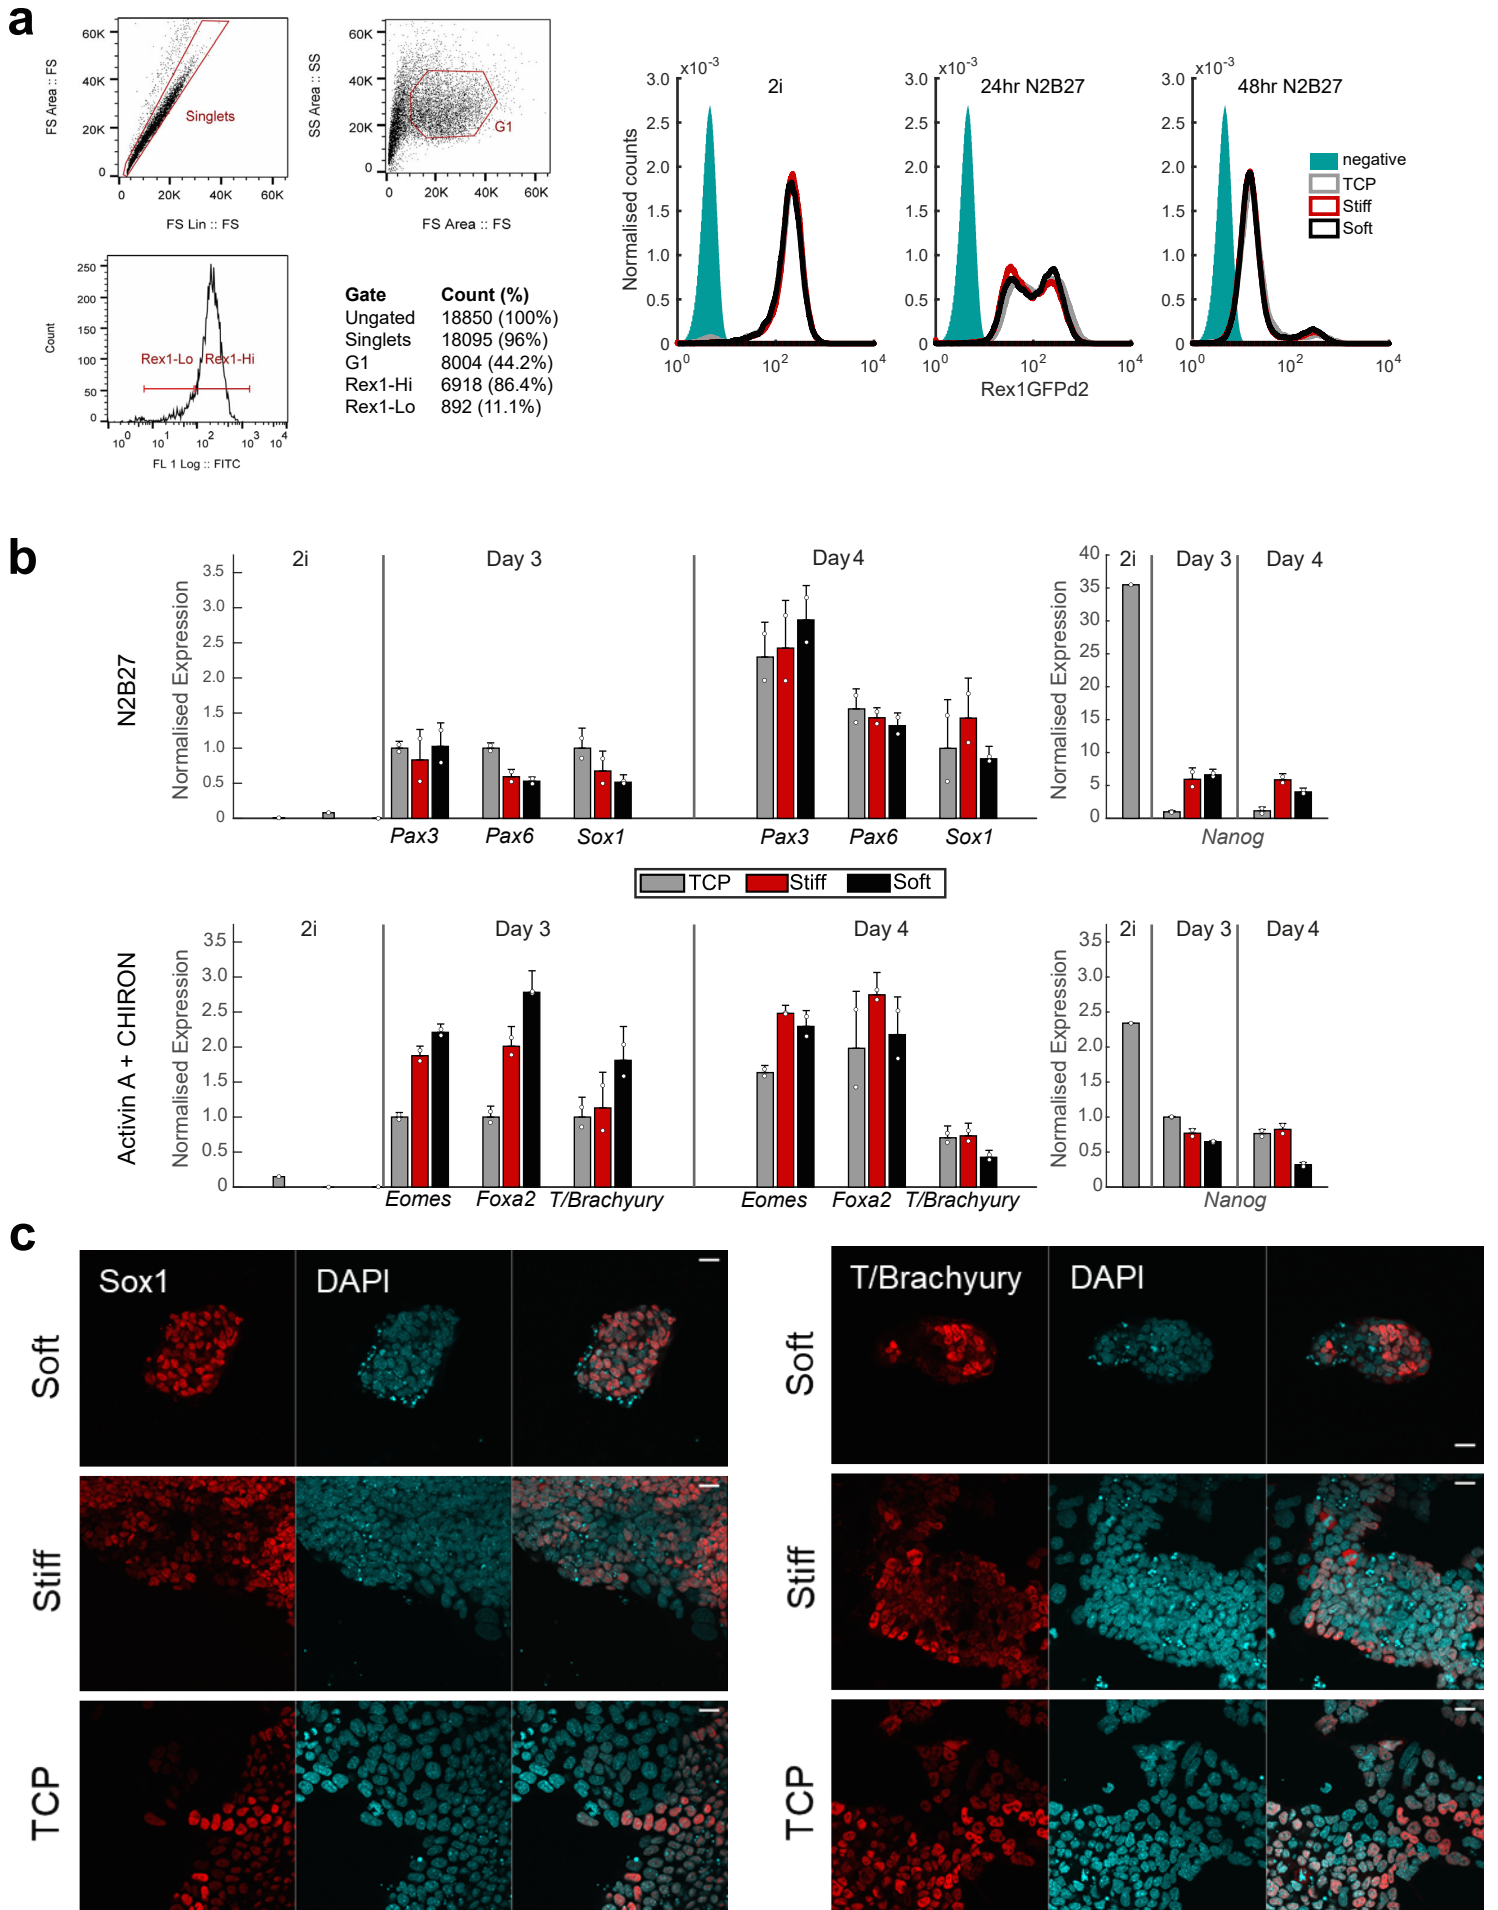

**Supplementary Figure 4 (in relation to Figure 3): mESC lineage commitment is not impaired on soft and stiff substrates**

a – (Left) Flow cytometry gating strategy: singlets were selected in gate “Singlets”, then debris were gated out in gate “G1”, and finally population of high and low Rex1 expressing cells were determined on the histogram. The counts and % of parent population are given for the example shown. (Right) Flow cytometry profiles of reporter line Rex1GFP::d2 cultured on TCP (grey), stiff (red) or soft (black) high AHA StemBond hydrogels for 0hr (left), 24hrs (centre) and 48hrs (right) in N2B27. The green filled histogram is a negative control. For each condition, histograms of two replicate samples were averaged and smoothed.

b – (Top) Gene expression of neuroectoderm markers *Pax3*, *Pax6* and *Sox1*, and naïve marker *Nanog* after differentiation in N2B27 on soft and stiff (high AHA) StemBond hydrogels, and on TCP. Expression are normalised to TCP (day 3). Note that the neural markers were very lowly expressed in 2i, and not expressed in mesoendoderm differentiation conditions (not shown). (Bottom) Gene expression of mesoendoderm markers *Eomes*, *Foxa2*, *T/Brachyury*, and naïve marker *Nanog* after differentiation in Activin A + CHIRON on soft and stiff (high AHA) StemBond hydrogels, and on TCP. Expression is normalised to TCP (day 3). Note that mesoderm markers were very lowly expressed in 2i, and not expressed in neuroectoderm differentiation (not shown). Bars show mean +/- standard error (n = 2 independent samples).

c – (Left) Immunostaining for Sox1 (red) and DAPI (cyan) after 4 days. (Right) Immunostaining for T/Brachyury (red) and DAPI (cyan) in cyan after 4 days. Scale bars: 20µm.

# Supplementary Figure 5

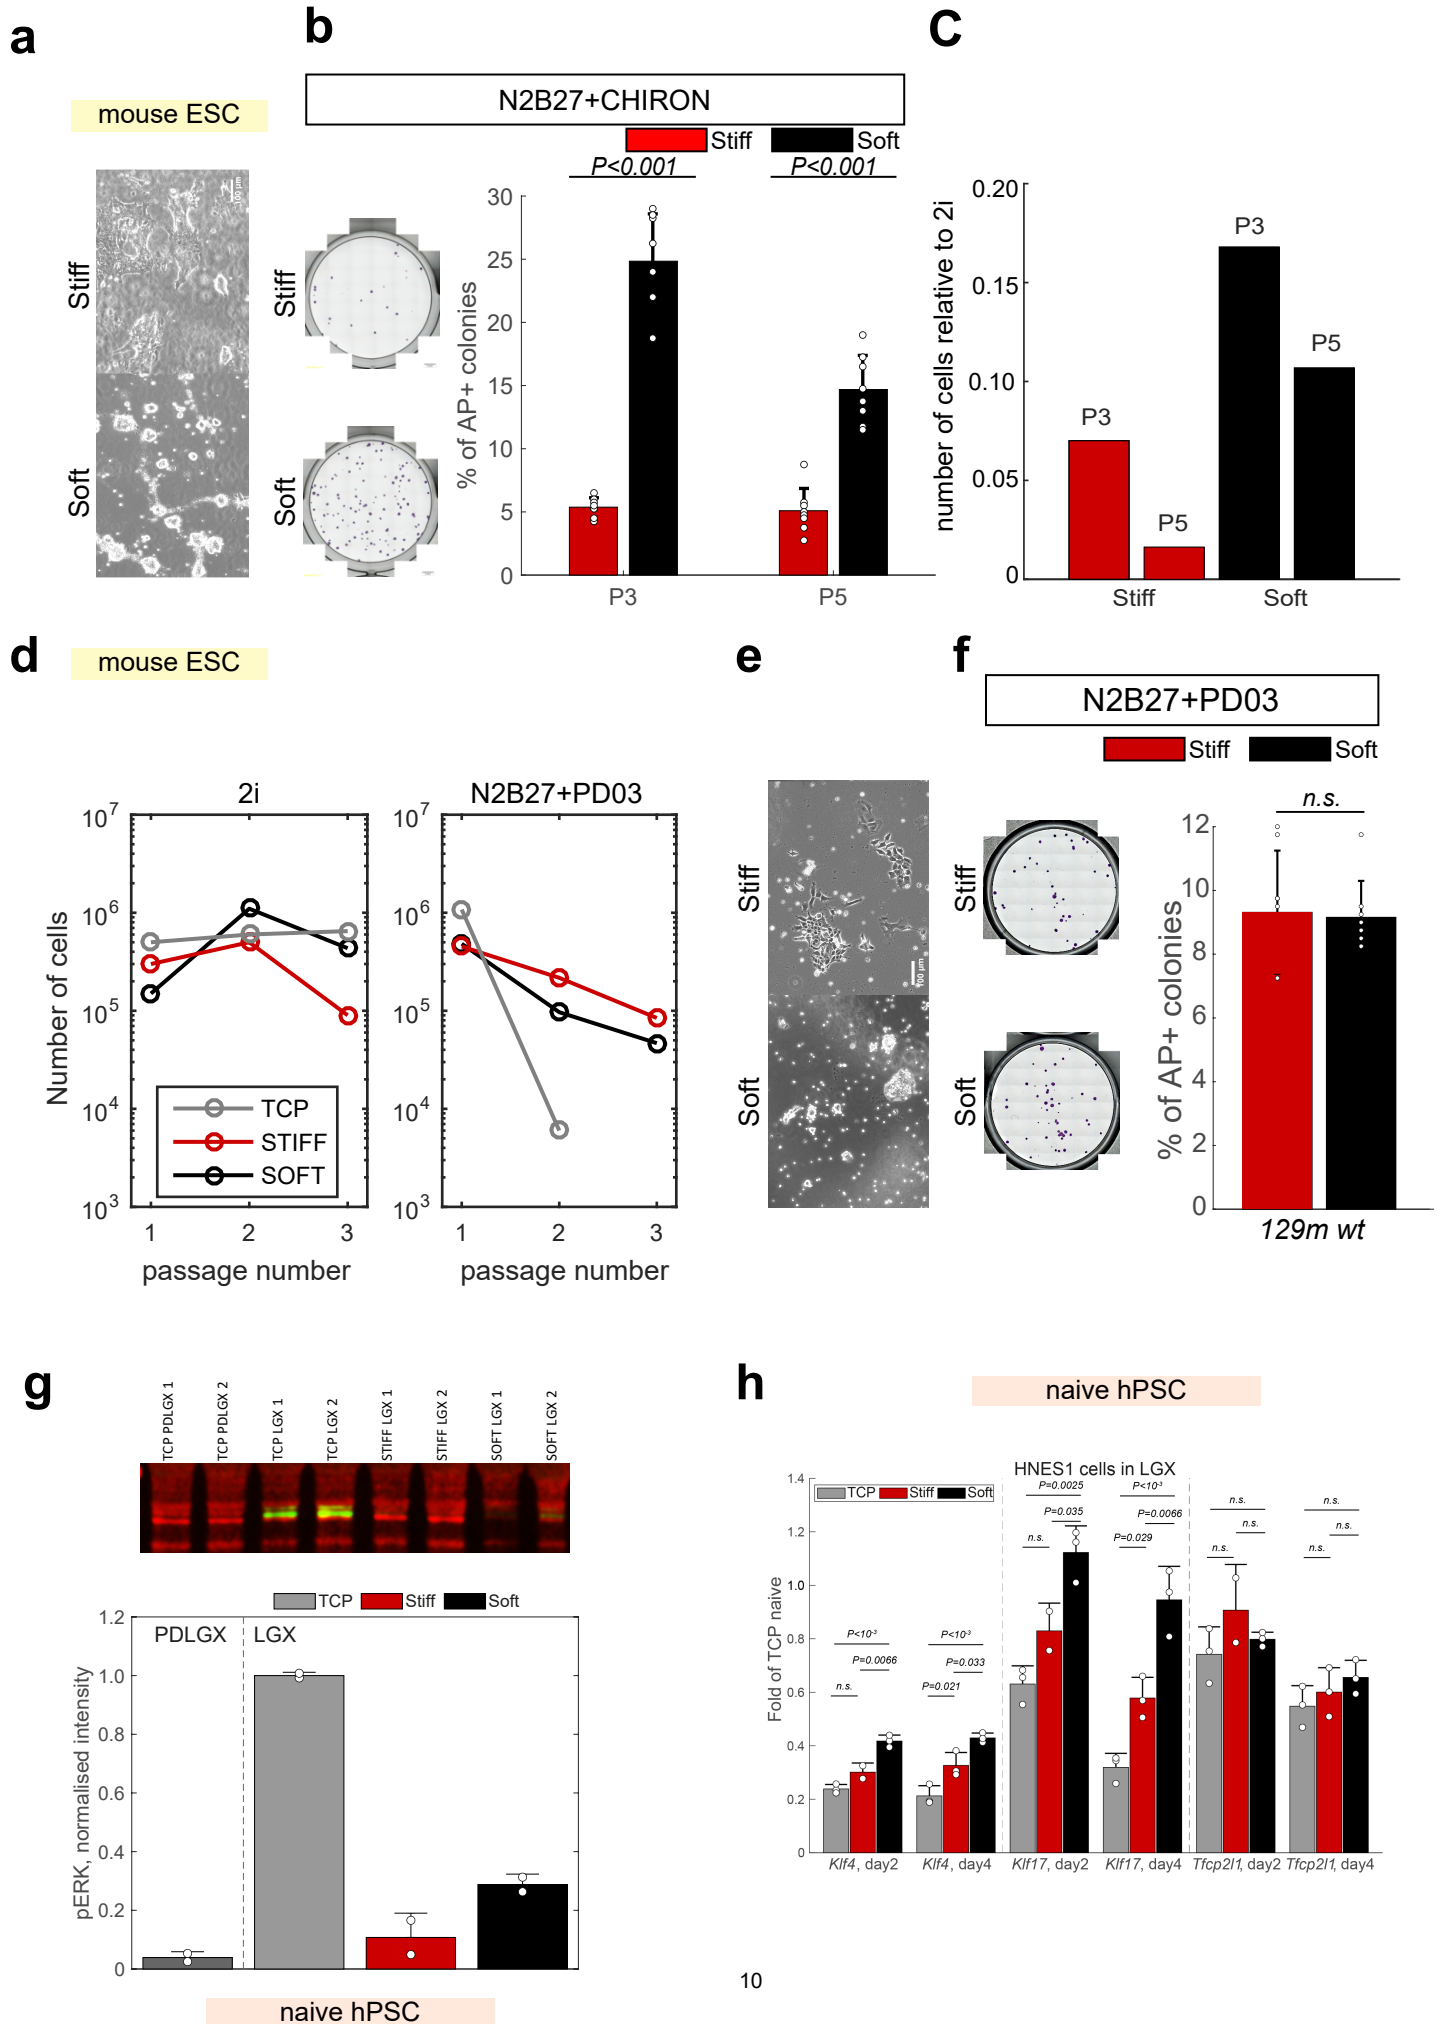

**Supplementary Figure 5 (in relation to Figure 4): Soft substrates increase mouse and human naïve pluripotent stem cell self-renewal in minimal media**

a – Brightfield images of mESCs on fibronectin-coated soft and stiff hydrogels after 3 passages in N2B27+CHIRON. Scale bar: 100µm

b - Clonogenicity assay after mESCs were cultured in N2B27+CHIRON following protocol (ii) (see Figure 4A). (Left) Snapshots of staining for Alkaline Phosphatase (AP) after 3 passages. (Right) Quantification of the number of AP positive colonies as % of replated cells after 3 passages (P3) and 5 passages (P5) (N=8). Error bars show standard deviation. P-values computed using a one-way ANOVA.

c – Number of mESCs counted after 3 passages (P3) and 5 passages (P5) in N2B27+CHIRON on fibronectin-coated hydrogels. The cell numbers are given relative to the number of cells counted in the control conditions (2i).

d – Number of mESCs counted at each passage in 2i, and N2B27+PD03, corresponding to Supplementary Figure 5f.

e – Brightfield images of mESCs on fibronectin-coated soft and stiff hydrogels after 3 passages in N2B27+PD03.

f - Clonogenicity assay after mESCs were cultured in N2B27+PD03 following protocol (iii) (see Figure 4a). Cell line was from 129m background. (Left) Snapshots of staining for (AP) after 3 passages. (Right) Quantification of the number of AP positive colonies after 3 passages as % of replated cells (n=8). In all panels error bars mean +/- show standard deviation and P-values indicate the outcome of an ANOVA test.

g – Quantification of pERK activity on TCP, soft and stiff StemBond hydrogels in HNES1 cells cultured in complete media PDLGX or in LGX media lacking PD03. (Top) Western Blot showing total ERK protein (red) and phospho-ERK1/2 (green). (Bottom) Mean +/- standard deviation of phospho-ERK normalised to total ERK levels. n = 2. Cells were seeded in PDLGX on laminin for 2 days before PD03 was removed. Cells were lysed 3 days after PD03 removal.

h – Expression (mean +/- standard deviation) of naïve pluripotency markers *Klf4*, *Klf17* and *Tfcp2l1* in HNES1 cells seeded on TCP and StemBond hydrogels. Cells were seeded in PDLGX on laminin for 2.5 days before PD03 was removed. Cells were lysed 2 and 4 days later and RNA extracted. Gene expression was measured by RT-qPCR and normalised to *Gapdh*. n = 3. P values are from one-way ANOVA. *n.s.*: non-significant.

## Supplementary Figure 6

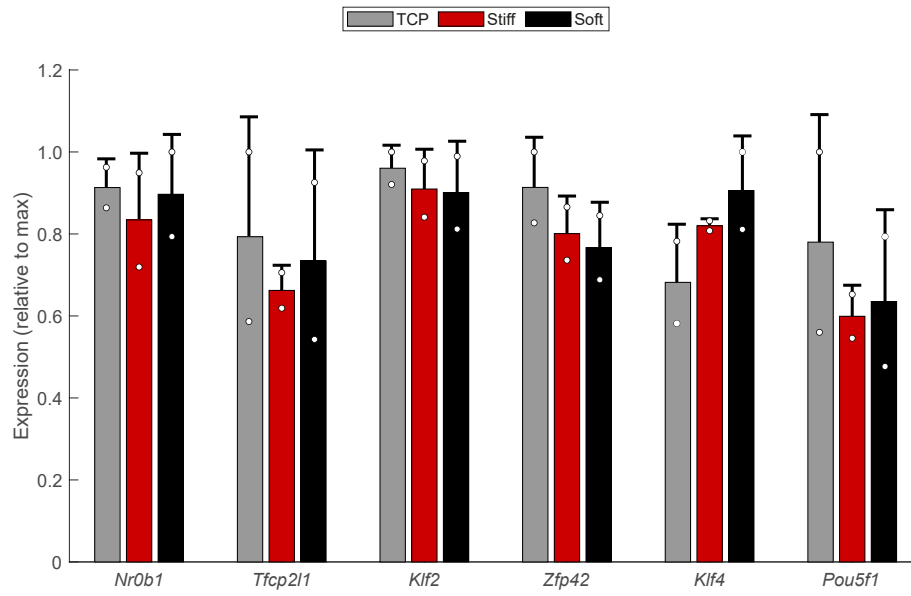

**Supplementary Figure 6 (in relation to Figure 5): Reprogramming of EpiSCs is complete after 8 days on StemBond hydrogels**

Expression (mean +/- std) of naïve pluripotency genes in iPSCs after 1 passage on TCP in 2i+LIF+bsd, following reprogramming on TCP, stiff or soft substrates. Expression for each replicate was normalised relative to *Gapdh* then to the highest value across all samples. n = 2 independent experiments.

# Supplementary Figure 7

**a**

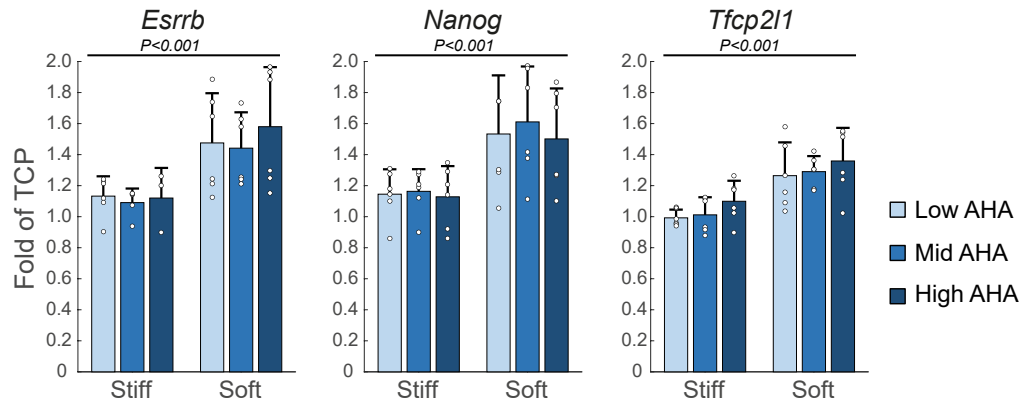

**b**

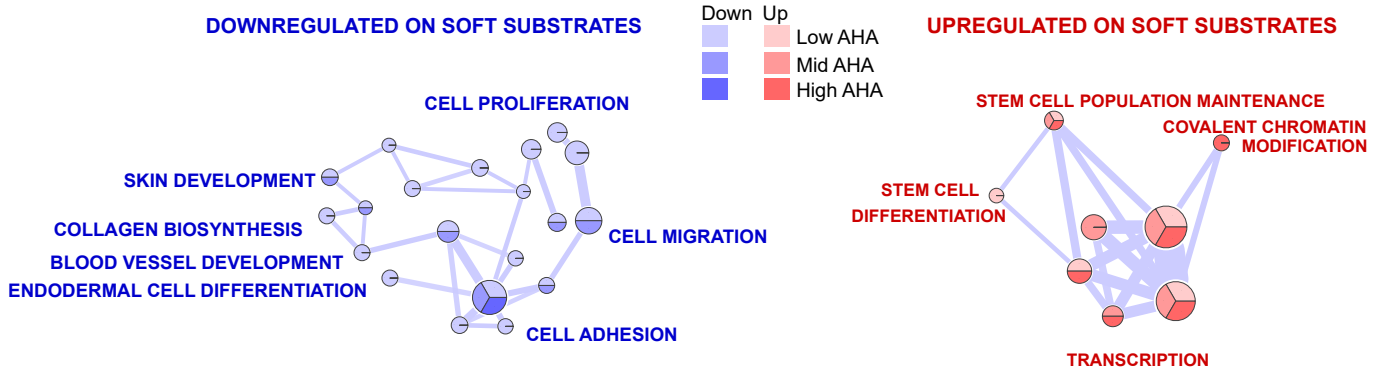

**c**

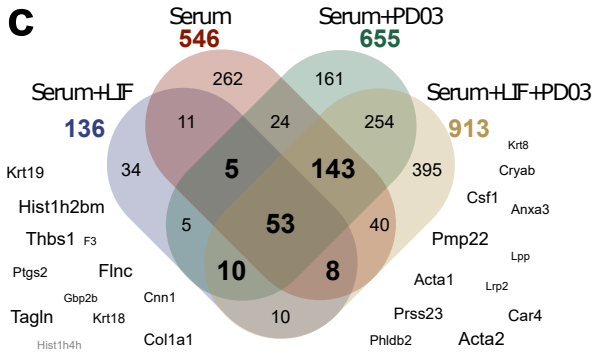

**d**

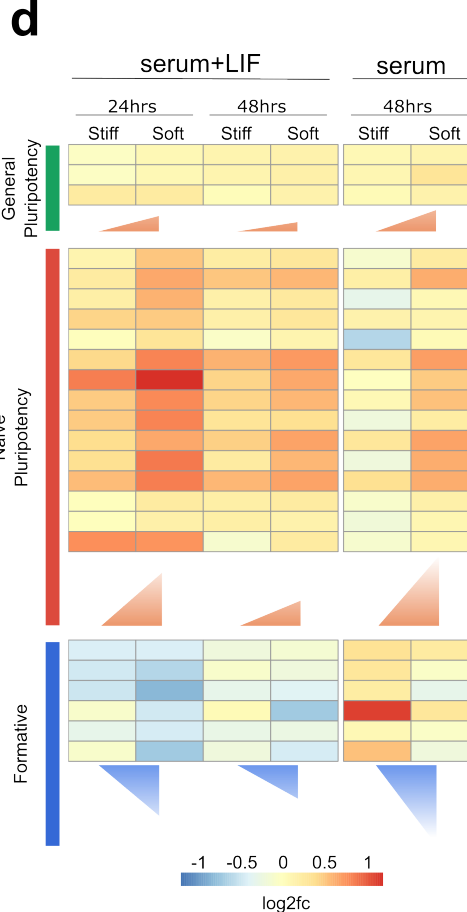

**e**

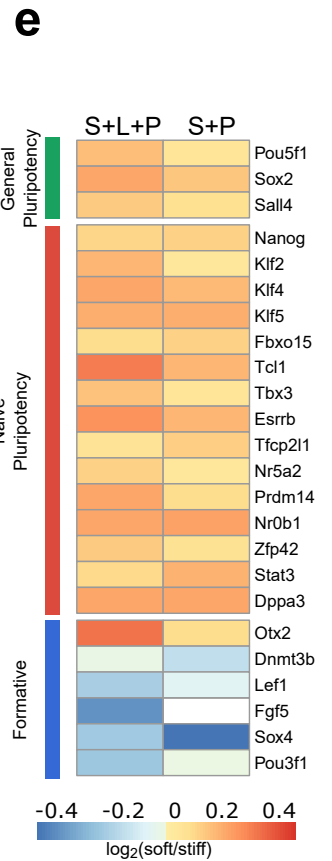

**f**

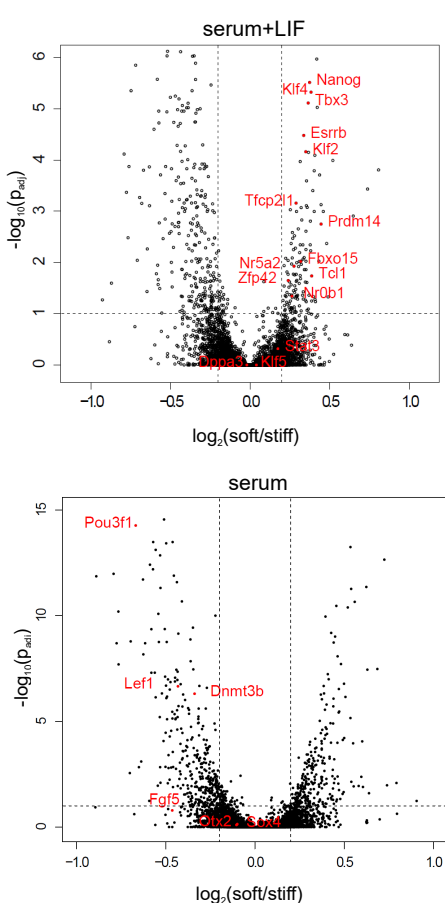

**Supplementary Figure 7 (in relation to Figure 6): Differentially expressed genes and enriched pathways indicate upregulation of early embryo development pathways on soft substrates**

a – Gene expression (mean  $\pm$  std) of naïve pluripotency genes *Esrrb*, *Nanog* and *Tfcp121* for cells cultured for 24hr in serum+LIF on fibronectin-coated TCP soft and stiff hydrogels and low AHA (light blue), mid AHA (cyan) and high AHA (dark blue) concentrations. Expressions were normalized to TCP (N=3). P values indicate significant differences (n-way ANOVA test) due to different stiffness. AHA levels did not lead to significant differences ( $P > 0.05$ ).

b – Network visualization of enriched biological processes due to substrate stiffness. In red are the processes enriched in upregulated genes, in blue the processes enriched in downregulated genes. Node size is proportional to the number of genes involved, and colour-charts inside each node indicate the adhesiveness for which the pathways were significantly enriched ( $\text{padj} < 0.1$ ). Edge width indicates the similarity coefficient between nodes.

c - Intersection of significantly modulated genes ( $p < 0.05$ ,  $\text{abs}(\log_2\text{fc}) > 0$ ,  $\text{FPKM} > 1$ ) between soft and stiff substrates in all media conditions. In bold are the numbers of systematically modulated genes (*i.e.* in at least 3 conditions). Examples of some genes are given on the side with font size proportional to the average up/downregulation.

d – Heatmap of  $\log_2$ fold change of expression for a selection of general pluripotency, naïve pluripotency and formative genes. All media conditions are compared to TCP control ( $\log_2(\text{hydrogel}/\text{TCP})$ ). The vertical side of each triangle is proportional to the average  $\log_2\text{fc}(\text{soft}/\text{stiff})$  over all genes of a group for each condition.

e – Heatmap of  $\log_2(\text{soft}/\text{stiff})$  for the same selection of genes as in Figure 6c and Supplementary Figure 7d. The conditions shown are serum+LIF+PD03 (“S+L+P”) and serum+PD03 (“S+P”).

f – (Top) Volcano plot showing significance ( $-\log_{10}(\text{adjusted } p\text{-value})$ ) versus fold change ( $\log_2(\text{soft}/\text{stiff})$ ) for the first condition shown in Supplementary Figure 7d: serum+LIF 24hrs. The dotted horizontal line shows the 10% false discovery rate level, any point above is significantly regulated. The vertical dotted lines indicate a  $\log_2(\text{soft}/\text{stiff}) = \pm 0.2$ . The genes indicated in red are the naïve pluripotency markers shown in the heatmap of Figure 6c. (Bottom) Volcano plot showing significance ( $-\log_{10}(\text{adjusted } p\text{-value})$ ) versus fold change ( $\log_2(\text{soft}/\text{stiff})$ ) for the third condition shown in Supplementary Figure 7d: serum, 48hrs. The dotted horizontal line shows the 10% false discovery rate level, any point above is significantly regulated. The vertical dotted lines indicate a  $\log_2(\text{soft}/\text{stiff}) = \pm 0.2$ . The genes indicated in red are the formative pluripotency markers shown in the heatmap of Figure 6c.

# Supplementary Figure 8

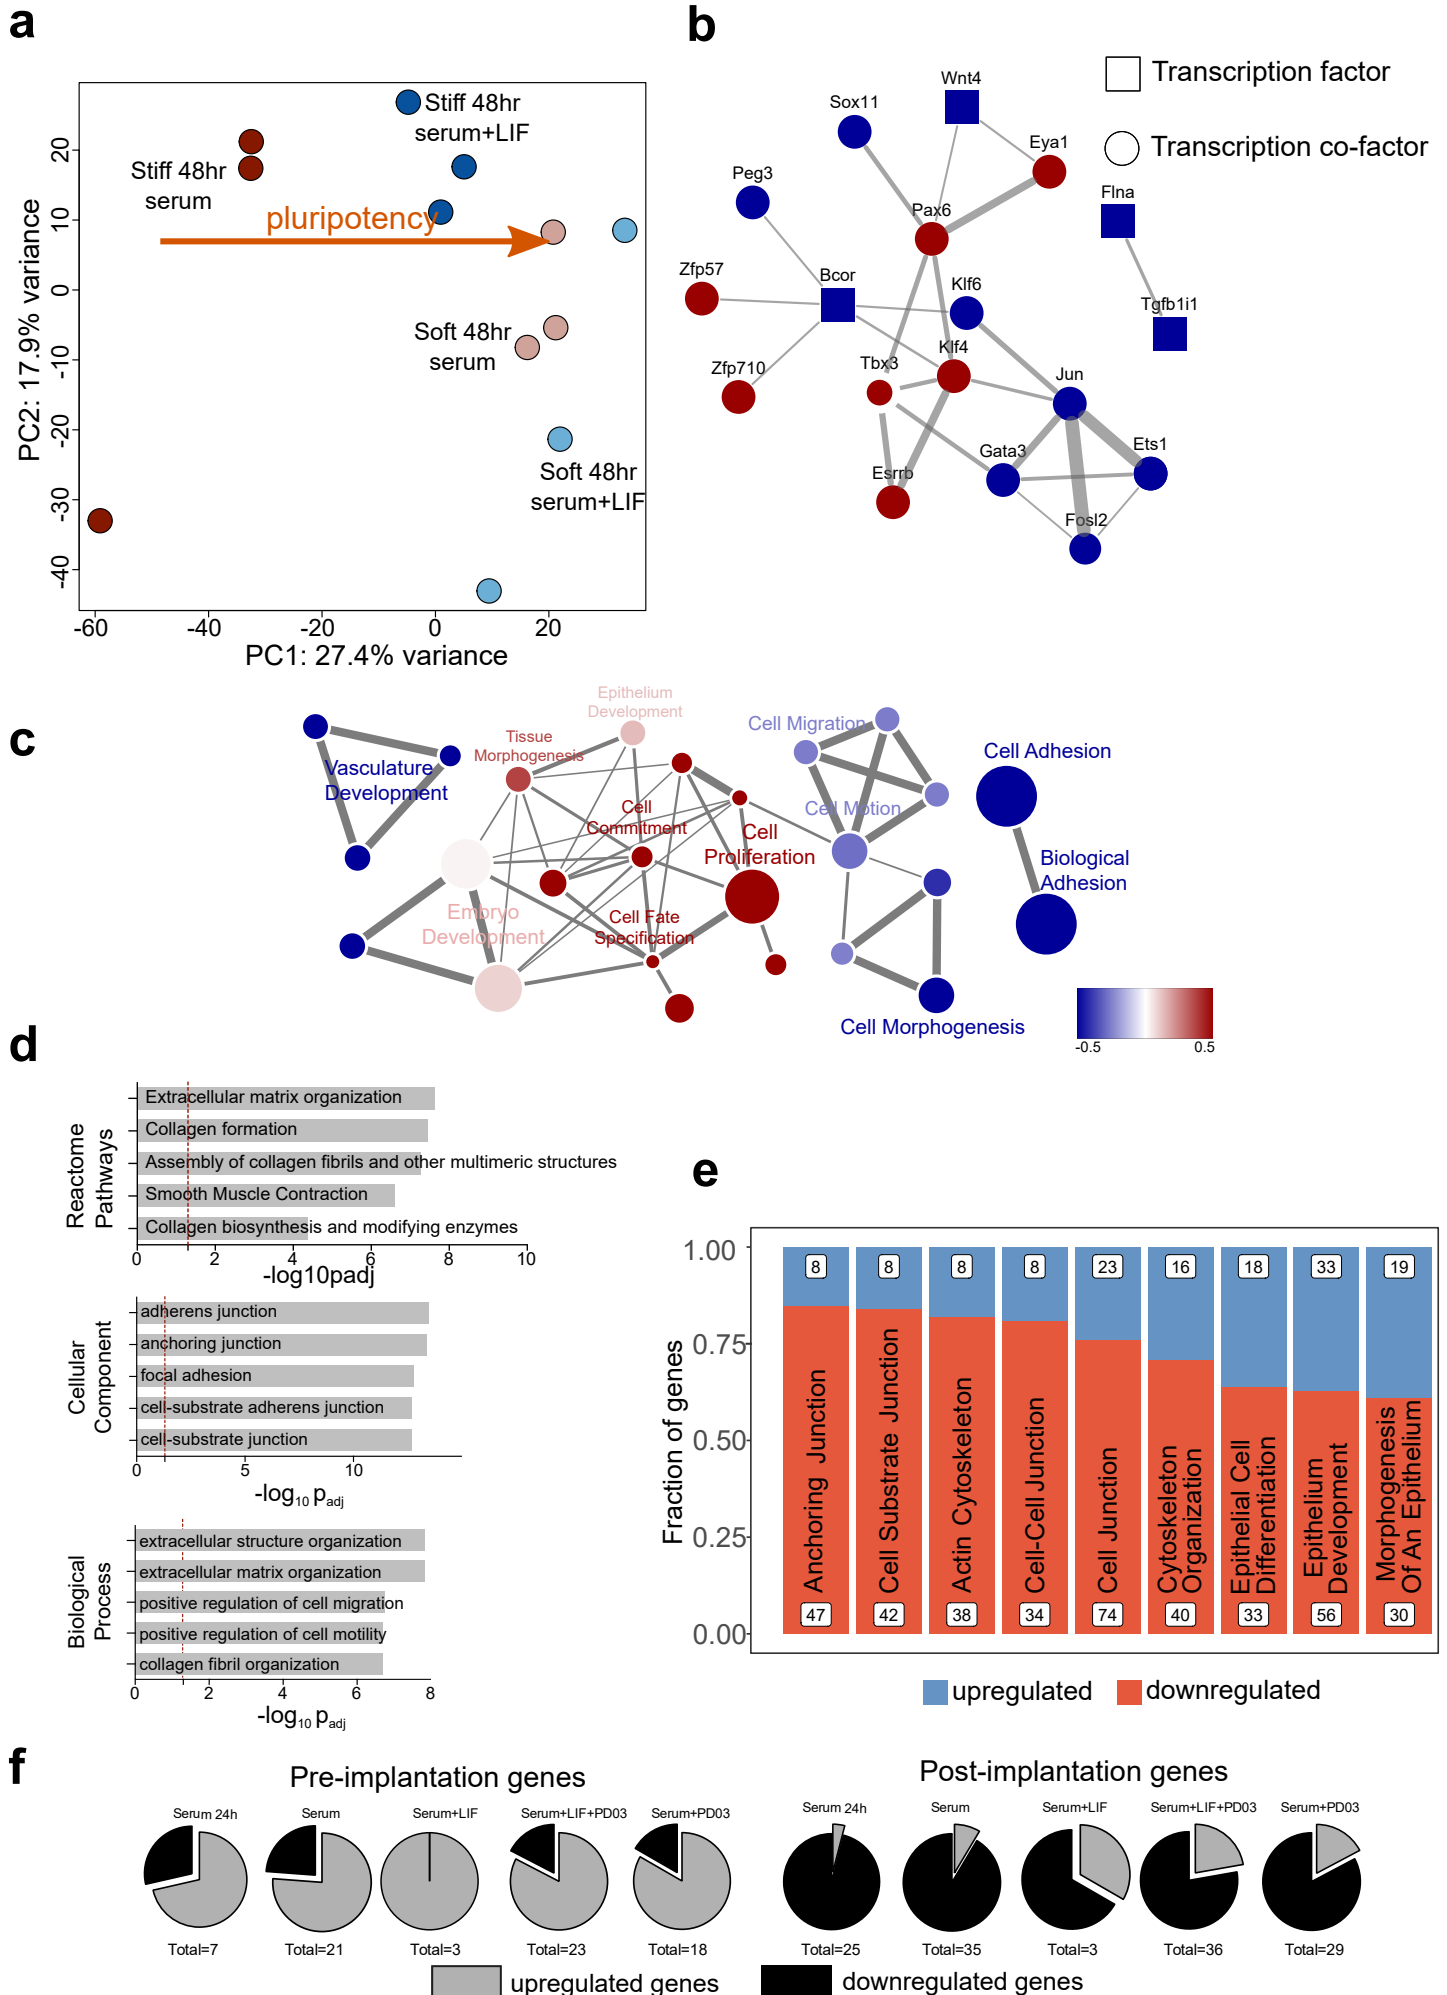

**Supplementary Figure 8 (in relation to Figure 6): Naïve pluripotency and pre-implantation genes are upregulated on soft substrates across media conditions.**

a - PCA plot for samples in serum+LIF and serum, 48hrs based on the highly variable genes (n=2579). The arrow indicates pluripotency potential with the more naïve pluripotent population clustered on the right-hand side.

b – Gene-Gene interaction network (<https://string-db.org/>) for the Transcription Factor (TF) and Transcription CoFactors (CoF) for the systematically modulated genes (n=219). Only the TF/CoF with at least 1 interaction are shown. Red / blue are for genes which are up- / down- regulated on average.

c - Top 25 enriched biological processes for genes up or downregulated in serum conditions. The size is proportional to the number of genes that are enriched in the specific process. The colour is the z-score of the percentage of up/downregulated genes for each biological process.

d – Reactome pathways as well as Cellular Components and Biological Processes that are enriched in the systematically modulated genes (bold genes in the centre of the Venn-diagram in Supplementary Figure 7c, n = 219). Dotted red lines represent the significant threshold ( $p_{adj} < 0.05$ ).

e - Fraction of differentially expressed genes in serum which are downregulated (red) or upregulated (blue) on soft substrates for each of the selected biological processes. See also Supplementary Data File 2.

f - Proportion of significantly upregulated or downregulated genes on soft substrates compared to stiff substrates in each medium condition (in relation to Figure 6e).

# Supplementary Figure 9

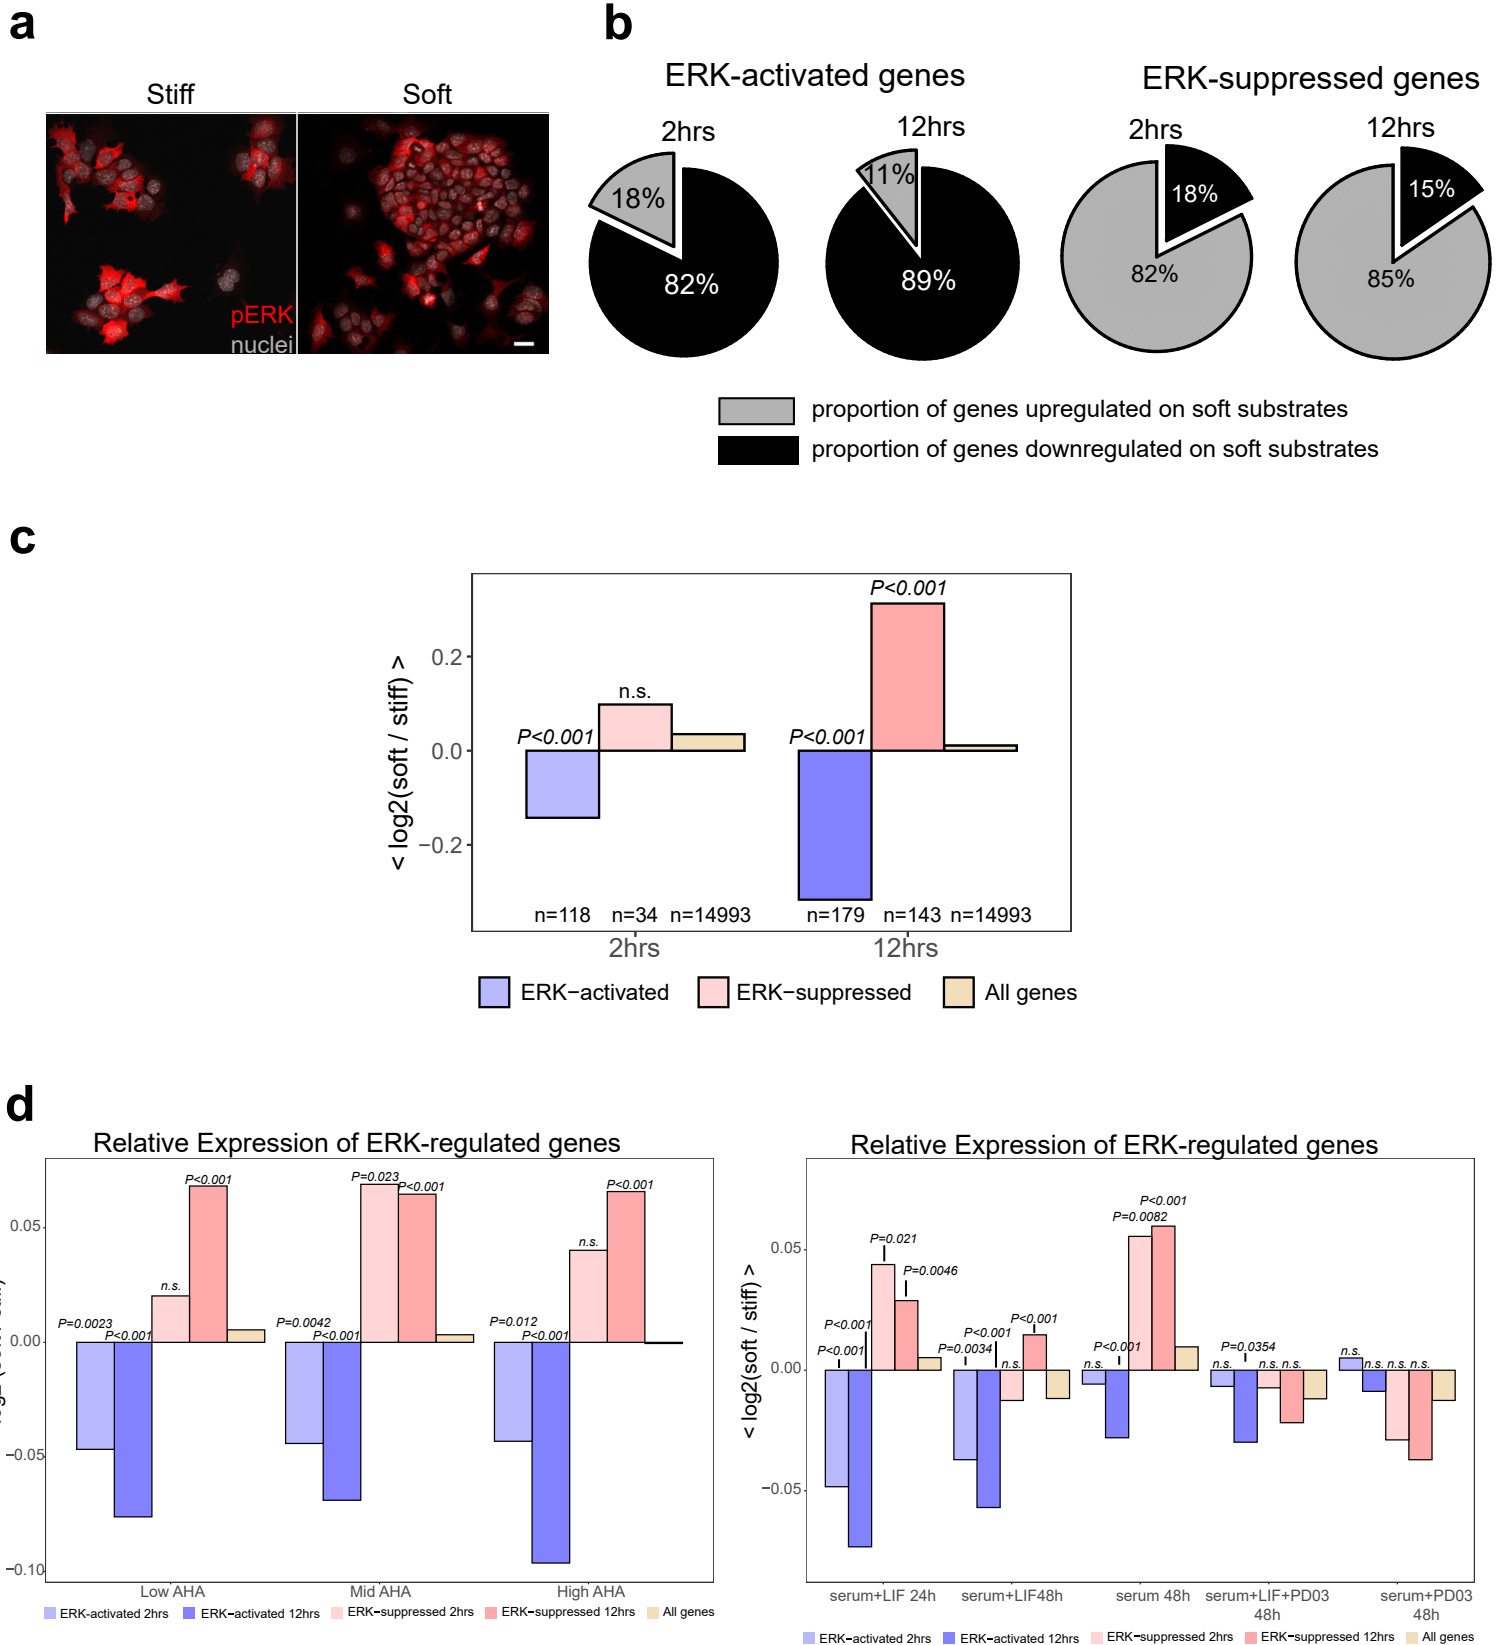

**Supplementary Figure 9 (in relation to Figure 6f): ERK activity depends on substrate stiffness, but not on other environmental variables**

a – Immunofluorescence for phospho-ERK (red) and DAPI (grey) on stiff (left) and soft (right) substrates. Cells were seeded on the gels for 24hrs in serum+LIF. Scale bar 20 $\mu$ m.

b – Pie charts giving the percentage of genes whose expression was higher on soft (grey) or on stiff (black) at 2hrs (left) and 12hrs (right) after removing PD03. 

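The percentages of these charts count a gene by the sign of its log2 fold change between soft and stiff substrates, whether or not that gene passes a test on its own. A list drawn at random from all tested genes would give a share near that of all genes, which was 49.7% lower on soft substrates at 2 h in the deposited counts.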

Percentages are relative to all the ERK-regulated genes at 2hrs, and to the ERK-regulated genes with  $|\log_2(t=12\text{hrs}/t=0\text{hr})| > 1$  at 12hrs.

c – Average  $\log_2$  fold change of expression between soft and stiff for the ERK-activated, ERK-suppressed and all expressed genes. 

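In this test, the average log2 fold change of a list is compared with the averages of lists of the same size picked at random from the expressed genes. The p-value is the fraction of random lists whose average lies at least as far from that of all genes, so it does not use the spread between replicate libraries.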

P values obtained by a two-sided permutation test over random samples of all expressed genes. n.s.: non-significant.

d – Average fold change of expression on soft vs stiff hydrogels for ERK-targets in serum+LIF, 24hrs. ERK targets identified from PD03 removal of 2i+LIF at 2hrs or 12hrs (see Figure 6f). Fold changes for all genes (target genes and non-target genes) are shown for comparison. (Left) The expression of those targets is taken from data set of Figure 6a-b (cells seeded on different substrates). (Right) The expression of those targets is taken from data set of Figure 6c. Statistics show significant difference to the distribution of fold changes of all genes (P values computed using a one-sided permutation test), n.s.: non-significant. Statistics are computed over n = 117, 34, 176, 130 genes for each of the categories.

# Supplementary Figure 10

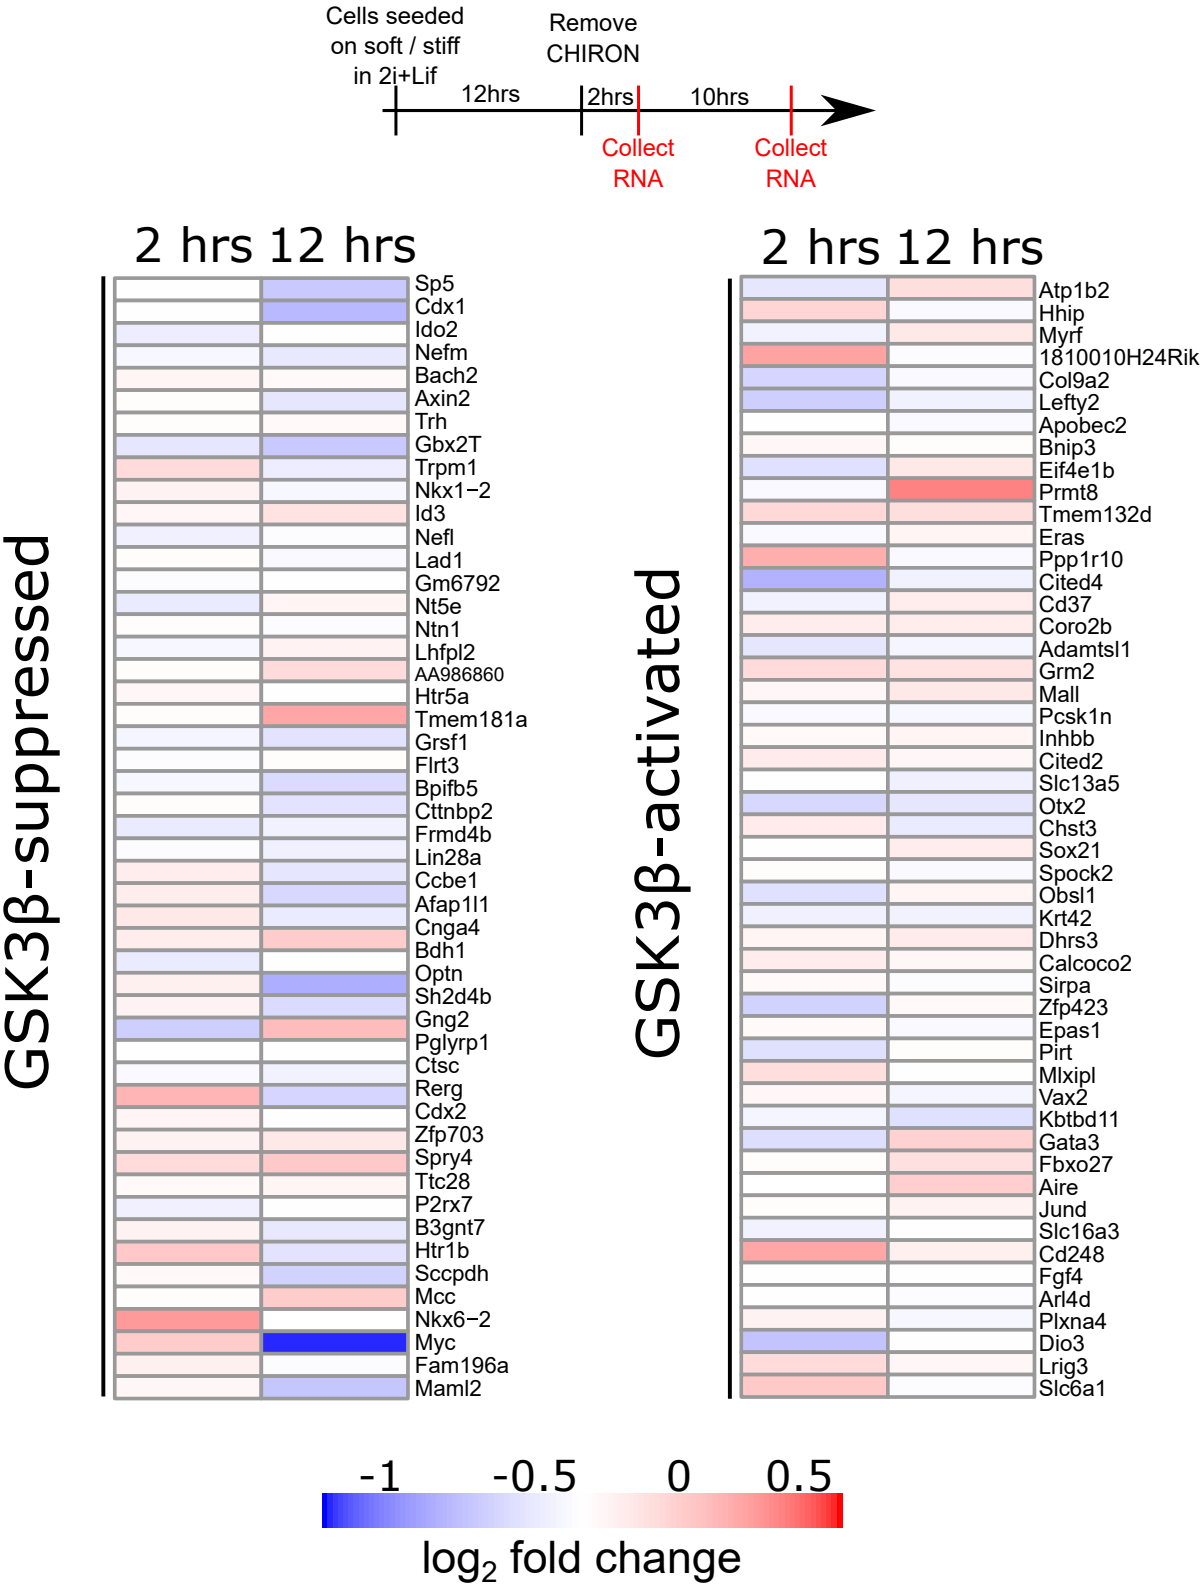

**Supplementary Figure 10 (in relation to Figures 6f): GSK3 $\beta$  does not show any stiffness-dependent activity**

(Top) Design of experiments for RNA-sequencing indicating the timing of the different steps and CHIRON removal. Experiments performed in triplicate.

(Bottom) Heatmaps of log<sub>2</sub> fold change in expression between soft and stiff substrates after CHIRON removal. (Left) Top 50 activated genes and (right) Top 50 suppressed genes. The genes listed are those which are co-regulated after inhibitor removal on both soft and stiff and show the largest fold change on stiff substrates when compared to control in 2i+LIF.

# Supplementary material for: StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells
**Source:** Nat Commun. 2021 Oct 21;12:6132. doi: 10.1038/s41467-021-26236-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

## Title: Supplementary Data 1: Results of RNA sequencing, dataset of Figure 6A-B

Description: Normalised counts per gene for all samples that passed quality control. Outlier samples with high % of ERCC spike-in reads were discarded. Genes with less than 2 counts across all samples were discarded. Normalised counts (counts per million mapped counts) were obtained using the fpm function of DESeq2, with the robust option, i.e. using the size factors to normalise. Rows are labelled with EnsemblID, columns are labelled by sample stiffness. The samples are named by stiffness ("Soft" or "Stiff") and adhesiveness ("16" = LowAHA, "48" = MidAHA and "80" = HighAHA).

## Title: Supplementary Data 2: Results of RNA sequencing, dataset of Figure 6C-E

Description: Sheet “Table” lists the genes differentially regulated between soft and stiff substrates in different medium conditions. For each comparison, the four columns indicate mean expression (FPKM) on soft, mean expression (FPKM) on stiff, log2 fold change (soft/stiff) and adjusted p-value.
Sheet “Clusters” lists the genes belonging to the pre- and post-implantation clusters used for Figure 6E.

Sheet “Enrichment Score” lists the pathways linked to post-implantation analysed in Figure S8E (in Serum only conditions). For each pathway, the columns indicate the p-value for the pathway being significantly enriched, the enrichment score, the number of genes differentially expressed (k), the number of genes in the pathway annotation (K), the relative number of differentially expressed genes (k/K), and the ratio of number of genes downregulated on soft substrates over upregulated on soft substrates.

## Title: Supplementary Data 3: Results of RNA sequencing, dataset of Figure 6F

Description: Normalised counts for all protein coding genes for all samples during removal of PD03. Normalised counts (counts per million mapped counts) were obtained using the fpm function of DESeq2, with the robust option, i.e. using the size factors to normalise. 

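These values follow from the deposited counts. For the 1999 gene names that could be read, the size-factor normalised CPM computed from the deposited counts lay within 1% of the tabulated value for 100% of genes in each of the 12 libraries, and the lowest correlation over genes was 0.999.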

Rows are labelled per Gene Name. Genes with no counts across all samples were discarded. Columns are labelled per sample name which indicates the substrate ("Soft"/"Stiff"), the time after PD03 removal ("t0","t12"=12hrs,"t2"=2hrs) and the replicate number (1 or 2).

## Title: Supplementary Data 4: Results of RNA sequencing, dataset of Figure S10.

Description: Normalised counts for all protein coding genes for all samples during removal of CHIRON. 

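Replicate 1 of stiff at 2 h has no column in the table, and its 171333 counts compare with 26501943 for the other library of that group. In it 56.7% of the counts fell on protein-coding genes, and 14.2% fell on the non-coding gene *Gm26870*, the gene with the most counts. It detected 17429 genes with at least 1 count. Adding it to the 11 other libraries raised the biological coefficient of variation of the model to 0.281.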

One sample with too low number of reads was discarded. Normalised counts (counts per million mapped counts) were obtained using the fpm function of DESeq2, with the robust option, i.e. using the size factors to normalise. Rows are labelled per Gene Name. 

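In the copy of the table available here, of which 1998 rows could be read, the values stand 1 row below the gene name they belong to. Whether the published table has the same shift was not checked. Read as it stands in that copy, the correlation over genes between the log2 tabulated values and the log2 deposited counts was between 0.250 and 0.266 across the 11 libraries. With each gene name paired with the values 1 row below, it was at least 0.9998. So paired, the ratio of value to count lay within 1% of its median in the library for 100% of genes with at least 100 counts. The scale of the values was not checked.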

Genes with no counts across all samples were discarded. Columns are labelled per sample name which indicates the substrate ("Soft"/"Stiff"), the time after CHIRON removal ("t0","t12"=12hrs,"t2"=2hrs) and the replicate number (1 or 2).

How the deposited data were processed for this re-analysis (not part of the article)

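RNA of E14 mESCs on soft (0.75 kPa) and stiff (160 kPa) StemBond hydrogels was sequenced in 24 libraries from 2 experiments, removal of PD03 and removal of CHIRON. Each experiment had 6 groups of substrate and time (0 h, 2 h and 12 h) with 2 replicates. The authors aligned the reads to GRCm38 with TopHat v2.1.0, counted reads per gene with featureCounts v1.5.0 and Ensembl release 86, and deposited the counts without normalisation. The strand setting of the counting was not stated, so counts of overlapping and antisense genes are uncertain.

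The deposited counts of PD03 removal held 35022 genes, after 23 empty lines were left out, and those of CHIRON removal held 48709. In the former, 15 gene identifiers looked like dates. Against the GENCODE M21 annotation of GRCm38, 34822 and 48349 genes were matched, of which 19287 and 21695 were protein-coding. The file of PD03 removal also held 12 columns of other samples, which were not used.

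Total counts per library ranged from 16222196 to 26442153 in PD03 removal and from 19393787 to 31111260 in the 11 libraries of CHIRON removal that the paper kept. The library of stiff at 2 h that the paper discarded was left out first and added as an alternative. Numbers of genes for stiff against 0 h, for soft against stiff and for the response at 2 h were taken from all 12 libraries, since 1 library gives no test. Genes with fewer counts than the filter allows were left out, since a difference in them is hard to tell from sampling noise. Fits without the filter, run as an alternative, called more genes between soft and stiff.

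Protein-coding genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15) in R 4.3.3, normalised by TMM and fitted with a quasi-likelihood model with all 6 groups of an experiment. The contrasts were 2 h and 12 h against 0 h on each substrate, soft against stiff at each time, and the difference in response between substrates. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and the standard error of a log2 fold change was its size divided by the square root of the F statistic. Lists of co-regulated genes needed an adjusted p under the threshold and the same direction on both substrates, and at 12 h an absolute log2 fold change above 1 on both. For CHIRON removal at 2 h they needed the threshold on soft substrates and the same direction on stiff substrates. Mean log2 fold changes of lists were compared with those of 100000 random lists of the same size (two-sided permutation test), with random lists matched in 50 bins of mean expression, and by the rotation test fry of limma 3.58.1. The spread of a list was the SD over the pairs of a soft and a stiff library, from log2 CPM with a prior count of 2, whereas the mean of a list was that of the fitted log2 fold changes. The pairs can therefore lie to 1 side of the mean printed with their SD. These pairs share libraries and are not independent.

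The libraries of an experiment were paired by the replicate number of the sample titles, as explained for Supplementary Data 3 and 4, only in the fits with a block. Other alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, no low-count filter, all genes, no minimum fold change or a minimum on stiff substrates alone, a model with only the groups compared, a block by tube number, and leaving out each replicate.

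The genes to name were chosen by rule. They were the genes named in the paper's text, the pluripotency genes of Fig. 6c, lists of Wnt genes, *Foxp4* and *Myc* as the darkest cells of the heat maps, the 5 genes of each 12 h list with the largest fold change on stiff substrates that changed the same way in every library, and those with the smallest adjusted p. The last were 5 in each direction for soft against stiff at 12 h, 3 at 0 h and 5 for the response at 12 h.

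The procedure was tested on simulated data in which 200 genes were changed by a log2 fold change of 1. With the spread of PD03 removal edgeR called 157 of them and 4 of the other genes, and with that of CHIRON removal 145 and 15. DESeq2 called 146 and 2, and 137 and 11. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.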

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

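The comparison of 0 h between the experiments, the effect of leaving out 1 library at 0 h, and the effect of time on the gels were tests chosen only after the result was seen. The size below which a held-out value was taken to have lost its effect, 0.5 of the original value, was also set after the values were seen.

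A difference between substrates in the response to PD03 removal was found for 1 gene at 2 h, *Lefty2* (chromosome 1, 180893108 to 180899103 of GRCm38), which was chosen after its values were seen. Its log2 response was lower on soft than on stiff substrates by −2.04 (standard error 0.31, adjusted p = 0.0039 from edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). On soft substrates its libraries had 10.3 and 13.9 CPM at 0 h and 2.92 and 3.58 CPM at 2 h. On stiff substrates they had from 6.58 to 8.06 CPM at 0 h and from 7.12 to 8.81 CPM at 2 h. No technical or biological explanation was tested for this gene.

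The ERK-regulated genes of the 12 h lists responded less on soft than on stiff substrates 12 h after PD03 removal. The mean difference in response was −0.19 for ERK-activated and 0.15 for ERK-suppressed genes, and it was found by a test of the difference itself. With DESeq2's size factors these means were again −0.19 and 0.15, but those factors differed from TMM by a log2 range of 0.0070 over the libraries, so this test could not tell whether the normalisation accounts for them. A scaling factor per library would move both lists in the same direction, so on its own it would not give means of opposite sign. Against random lists matched on mean expression, the two-sided permutation p was 0.00028 for ERK-activated and 0.00053 for ERK-suppressed genes. When every library was thinned to the depth of the smallest they were −0.20 and 0.15. Without the low-count filter they no longer passed the permutation test. The lists were chosen with the libraries in which they were then measured. Lists chosen without the 12 h libraries of 1 replicate number, and measured in those libraries, gave −0.21 and 0.12 for the replicate number with the smaller size. These held-out responses still shared the 0 h libraries with the choice of the lists. With 1 library left out at 12 h, the ERK-suppressed genes had means between soft and stiff from 0.060 to 0.45 at 12 h. For the ERK-activated genes these means were from −0.39 to −0.36. The size of the difference in response of the ERK-suppressed genes may therefore depend on 1 library. The depth and the choice of the lists at 12 h did not account for the pattern. A smaller response to ERK activation on soft substrates may explain it. This remains a hypothesis, since it was found and tested on the same libraries.

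Signals at 0 h, before PD03 removal, appeared in a comparison of soft and stiff substrates that the paper does not report by gene. In the tests at 0 h, 4 genes differed, of which 2 were higher on soft substrates (*Kif5a* and *Phex*) and 2 were lower (*Smad7* and *Dnmt3l*). Their log2 fold changes were 0.43, 2.59, −0.30 and −0.33, with adjusted p from 0.043 to 0.049 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Phex* was outside the rule for naming genes and was chosen after its values were seen. It had from 23 to 29 counts per library on soft and from 4 to 5 on stiff substrates. With the replicate number as a block the number of genes was 3. No technical or biological explanation was tested for these genes one by one.

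The 12 h lists also differed between substrates at 0 h, with a mean log2 fold change of −0.19 for ERK-activated and 0.11 for ERK-suppressed genes. The mean of the ERK-activated genes was at its nearest to 0 at −0.15 with 1 library left out. Against random lists matched on mean expression, the two-sided permutation p was 1e-05 (the smallest these draws can give) for ERK-activated genes and 0.0046 for ERK-suppressed genes. Neither 1 library nor the expression level of the genes accounted for the difference. Lists chosen without the 0 h libraries of 1 replicate number had means of −0.051 and 0.079 in those libraries, for the replicate number with the smaller size. For the ERK-activated genes the difference therefore cannot be told apart from an effect of choosing the lists with the same libraries. If the substrates differed in 2i + LIF whatever the experiment, the same lists would differ at 0 h in CHIRON removal. There the means were 0.0014 (SD 0.086 over 4 library pairs) and −0.068, so the difference at 0 h may belong to this experiment alone.

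The transcript with the most counts after PD03 removal, the mitochondrial ribosomal RNA *mt-Rnr2*, was outside the genes the paper discusses and was chosen after its values were seen. Its share of the counts was between 4.59% and 5.62% at 0 h and between 8.20% and 9.67% at 12 h. On stiff substrates the log2 fold change at 12 h was 0.97 (standard error 0.065, adjusted p = 2.2e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and on soft substrates it was 0.83. A difference in the depletion of ribosomal RNA would not raise the mitochondrial messenger RNAs. The mean log2 fold change of the 13 mitochondrial messenger RNAs on stiff substrates was 0.87, and 12 of them passed. Time on the gels would raise it after CHIRON removal as well, but there its log2 fold change on stiff substrates was −0.24 (adjusted p = 0.61 from the same edgeR test). The share in those 11 libraries was between 0.063% and 0.143%, so the comparison rests on libraries with a far smaller share of this RNA. A rise of mitochondrial transcripts after PD03 removal may explain the pattern, as a hypothesis.

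The library that the paper discarded from CHIRON removal, which the paper does not analyse, detected 17429 genes with 171333 counts. Its replicate thinned to the same total detected 12448 genes (mean of 10 draws, from 12360 to 12505). The 11 other libraries pooled and thinned to the same total detected 12477 (from 12410 to 12563). Neither a shallow sample of a library like its replicate nor reads misassigned from the other libraries accounted for the number. Of the 11330 genes with 0 counts in the other libraries, 938 were detected, with 1809 counts in all. No biological explanation was tested.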

How the results depend on the processing

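The comparisons, the alternatives and the rule for the genes to name were chosen before the data were examined. The alternatives for the mean difference in response were added after the data were seen. The cause was not tested for any change given here.

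A number of genes was taken as the same within 1.5 times. A share, or a mean without a test, was the same within 1 SD over library pairs. A mean with a test was the same when it kept its direction and its side of the threshold. With DESeq2 in place of edgeR, 44 of 51 results were the same by these rules. Genes different between soft and stiff at 2 h after CHIRON removal went from 0 (521 at an unadjusted p under 0.05) to 771, and those at 0 h before PD03 removal from 4 to 2. The 771 genes came from a comparison that includes the library the paper discarded, so they cannot be told apart from an effect of it. The share lower on soft substrates was 89.6% for ERK-activated and 21.9% for ERK-suppressed genes at 12 h. At 2 h there were 21 ERK-suppressed genes in place of 40, and 17 GSK3β-suppressed genes in place of 10. The mean of the GSK3β-suppressed genes at 12 h was 0.071 and no longer passed (two-sided permutation p 0.055).

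With DESeq2's size factors in edgeR, 69 of 70 results were the same. In PD03 removal and in the 11 libraries of CHIRON removal these factors were nearly proportional to those of TMM, so this agreement shows little about stability. The mean of the ERK-activated genes at 0 h in CHIRON removal reversed, from 0.0014 to −0.0023. The rotation test kept 20 of 24. By this test the ERK-suppressed genes at 2 h (0.062) and the same genes at 0 h (0.058) passed, while the GSK3β-suppressed genes at 12 h (0.089) and the ERK-suppressed genes at 0 h in CHIRON removal (−0.068) did not. Against random lists matched on mean expression, 15 of 16 results were the same, and the ERK-suppressed genes at 2 h (0.062) passed. Thinning the libraries to the depth of the smallest left the 2 results tested with it the same.

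With all 12 libraries of CHIRON removal, 17 of 26 results were the same. The genes changed on soft substrates went from 33 to 1 at 2 h and from 2603 to 457 at 12 h, and those on stiff substrates at 12 h from 2455 to 461. At 12 h there were 95 GSK3β-activated genes in place of 155 and 111 GSK3β-suppressed genes in place of 167, and at 2 h there were 0 in place of 23 and 0 in place of 10. At 2 h the ERK lists had means of −0.26 and −0.29 in place of 0.17 and 0.12.

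With all genes in place of protein-coding genes, 24 of 26 results were the same. There were 6 GSK3β-suppressed genes at 2 h in place of 10, and 0 genes between soft and stiff at 0 h before PD03 removal (1154 at an unadjusted p under 0.05) in place of 4.

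Without the low-count filter, 18 of 36 results were the same. After PD03 removal, genes between soft and stiff went from 4 to 29 at 0 h, from 18 to 73 at 2 h and from 104 to 188 at 12 h, and genes with a different response from 1 to 6 at 2 h and from 0 (899 at an unadjusted p under 0.05) to 17 at 12 h. After CHIRON removal, genes went from 33 to 144 on soft and from 0 (743 unadjusted) to 490 on stiff substrates at 2 h. Between soft and stiff they went from 0 to 17 at 0 h, to 315 at 2 h and to 15 at 12 h (508, 521 and 471 unadjusted). Those with a different response went from 0 to 158 at 2 h and to 7 at 12 h (297 and 415 unadjusted). The numbers at 2 h after CHIRON removal that involve stiff substrates include the library that the paper discarded. At 2 h there were 61 ERK-suppressed, 92 GSK3β-activated and 43 GSK3β-suppressed genes in place of 40, 23 and 10. The mean differences in response were −0.18 and 0.16 and no longer passed (two-sided permutation p 0.11 and 0.24), nor did the mean of the GSK3β-suppressed genes at 12 h (0.093, permutation p 0.88).

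Without a minimum fold change there were 1525 ERK-activated and 1669 ERK-suppressed genes at 12 h in place of 115 and 95, and 74.4% of the ERK-activated genes were lower on soft substrates. The GSK3β lists held 912 and 847 genes, and 44.2% of the GSK3β-suppressed genes were lower. With the minimum on stiff substrates alone there were 187 and 162 ERK-regulated genes, and the mean of the GSK3β-activated genes (−0.052) passed. A model with only the groups compared gave 196 genes between soft and stiff at 12 h after PD03 removal in place of 104.

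With the replicate number as a block, 47 of 52 results were the same. After CHIRON removal, 21 genes changed on soft substrates at 2 h in place of 33. The 2 h lists held 15 GSK3β-activated (20% lower on soft substrates) and 6 GSK3β-suppressed genes (33.3% lower). With a block by the tube number of CHIRON removal, 15 of 21 were the same. There 4 genes changed on soft substrates at 2 h and 1530 on stiff substrates at 12 h. The 2 h lists held 2 GSK3β-activated (0% lower) and 2 GSK3β-suppressed genes, and 36.4% of the GSK3β-suppressed genes at 12 h were lower.

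When the 50 genes with the largest change in the deposited counts replaced those of Fig. 6f, the share of ERK-activated genes lower on soft substrates was 62% at 2 h ranked on either substrate. At 12 h it was 88% ranked on soft and 96% ranked on stiff substrates. For ERK-suppressed genes it was 42% and 18% at 12 h. When such genes replaced those of Supplementary Fig. 10, 48% of the GSK3β-suppressed genes ranked on soft substrates were lower at 12 h, and 44% of the GSK3β-activated genes ranked on stiff substrates were lower at 2 h.

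Leaving out each replicate in turn left 105 of 152 values within 1 SD over library pairs, and no test was made where a group was left with 1 library. Lower on soft substrates at 2 h were from 80.3% to 91.3% of the ERK-activated and from 17.5% to 40% of the ERK-suppressed genes. At 12 h these were from 85.2% to 90.4% and from 23.2% to 31.6%. The means at 12 h were from −0.39 to −0.36 for ERK-activated and from 0.060 to 0.45 for ERK-suppressed genes. At 0 h the means of the ERK-activated genes were from −0.14 to −0.044 (2 h list) and from −0.32 to −0.15 (12 h list), and those of the ERK-suppressed genes of the 12 h list from 0.087 to 0.15. Of the genes of Fig. 6f, from 78% to 84% of the ERK-activated and from 20% to 44% of the ERK-suppressed genes were lower at 2 h, and from 96% to 98% and from 0% to 8% at 12 h. Of the GSK3β-activated genes, from 30.4% to 34.8% at 2 h and from 42.6% to 69.0% at 12 h were lower, and their mean at 0 h was from −0.080 to 0.024. The mean of the GSK3β-suppressed genes was from 0.020 to 0.14 at 12 h and from 0.038 to 0.089 at 0 h. Of the GSK3β-activated genes of Supplementary Fig. 10, from 48% to 56% were lower at 2 h and from 50% to 80% at 12 h. In CHIRON removal the ERK-activated genes had means from −0.058 to 0.13 at 0 h, from 0.14 to 0.16 at 2 h and from −0.13 to 0.061 at 12 h. The ERK-suppressed genes had means from −0.11 to −0.033 at 0 h, from 0.074 to 0.13 at 2 h and from −0.086 to 0.10 at 12 h. There the means at 0 h were from 0.015 to 0.18 for YAP targets and from −0.23 to 0.32 for targets of SRF and MRTF.

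Of the 1186 values of single genes under the alternatives, 1120 were the same, 50 were weaker, 4 were stronger and 12 reversed. The reversed values were close to 0. *Celsr1* on soft substrates at 12 h was 0.0032 with DESeq2, 0.0036 with its size factors, 0.0088 without the filter, 0.013 with all genes, 0.0063 with the replicate block, 0.012 with the tube block and 0.0047 with all 12 libraries. With all genes, *Lgr5* was 0.0070 and *Rhou* 0.0084 on stiff substrates at 12 h. With the tube block, *Rhou* was 0.071 and *Vangl1* −0.015 on stiff substrates at 12 h, and *Sp5* was −0.070 between soft and stiff.

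Some alternatives could not be run. With all 12 libraries no genes were left in the GSK3β lists at 2 h, so their shares and means were not computed. The rotation and matched tests of lists at 2 h in CHIRON removal were not run with 1 library on stiff substrates. *Dusp2*, *Dusp8*, *Fgf5* and *Wnt5a* were below the low-count filter, and the depth of the data limits any statement on them.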

Differences from the paper's values

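The number of ERK-activated genes at 12 h was 115 against the paper's 176 (legend of Supplementary Fig. 9d). A number within 1.5 times the paper's was taken as closing the gap. Of the alternatives set before the data were examined, the minimum fold change on stiff substrates alone (187) and all genes in place of protein-coding genes (139) closed it. DESeq2's size factors (120) came just inside this margin while hardly moving the number, so they do not account for the difference. The gap did not close with DESeq2 in place of edgeR (96), without the low-count filter (113), with the replicate number as a block (116) or without a minimum fold change (1525).

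The mean log2 fold change between soft and stiff of the ERK-suppressed genes at 2 h was 0.062 against the paper's mean of about 0.10 in Supplementary Fig. 9c, read by eye. Of the alternatives set before the data were examined, the fit without soft 2 h replicate 2 closed the gap (0.077). DESeq2 (0.039), DESeq2's size factors (0.063), no low-count filter (0.053), the replicate block (0.065) and the other fits that left out a replicate at 2 h (from 0.039 to 0.070) did not.

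The mean of the ERK-activated genes at 12 h was −0.38 against the paper's mean of about −0.32 in Supplementary Fig. 9c, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest were the minimum fold change on stiff substrates alone (−0.35) and the fit without stiff 12 h replicate 2 (−0.36).

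The log2 fold change of *Foxp4* between soft and stiff 12 h after PD03 removal was −0.38 against the paper's value of about −1.0 in Fig. 6f, read by eye. That of *Myc* 12 h after CHIRON removal was −0.73 against the paper's value of about −1.3 in Supplementary Fig. 10, read by eye. None of the alternatives set before the data were examined closed either gap, with values from −0.38 to −0.37 for *Foxp4* and from −0.74 to −0.73 for *Myc*.

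The share of ERK-suppressed genes higher on soft substrates at 12 h was 73.7% (SD 3.65 percentage points) against the paper's 85%. The gap was larger than this SD, and none of the alternatives run for this share closed it, with shares from 68.4% to 78.1%. They were DESeq2, its size factors, the replicate block, no minimum fold change and each replicate left out at 12 h. The share was not computed with the minimum fold change on stiff substrates alone, without the low-count filter or with all genes. The share of ERK-activated genes lower on soft substrates was 87.0% (SD 1.12) against nearly 90% in the paper, with 89.6% from DESeq2 and 90.4% without stiff 12 h replicate 1.

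In Fig. 6f the paper shows *Foxp4* as the ERK-activated gene most reduced on soft substrates, whereas *Ptgs1* was lowest in the deposited counts (−1.08). The paper states that the difference between substrates was clearer at 12 h than at 2 h. The share of ERK-activated genes lower on soft substrates was 89.0% at 2 h and 87.0% at 12 h, and the share of ERK-suppressed genes higher was 77.5% and 73.7%. The mean log2 fold changes were larger at 12 h with the minimum fold change of the 12 h lists. Without it the mean of the ERK-activated genes at 12 h was −0.090 against −0.18 at 2 h, and that of the ERK-suppressed genes was 0.080 against 0.062. When the 12 h lists were held fixed, the difference was larger at 12 h in every library pair. It went from between −0.13 and −0.043 at 2 h to between −0.38 and −0.35 for the ERK-activated genes, and from between 0.073 and 0.12 to between 0.18 and 0.34 for the ERK-suppressed genes. These lists were chosen by their change at 12 h. The paper names *Jun* among the immediate early genes that rose after PD03 removal. *Jun* did not pass the adjustment over all genes, and it passed on stiff substrates when adjusted over the 3 early genes alone. That adjustment left its unadjusted p (0.043, edgeR), the largest of the 3, unchanged. The paper names the *Dusp* family as rising, and *Dusp7*, *Dusp9*, *Dusp10* and *Dusp16* did not pass at 2 h. At 12 h *Dusp7* and *Dusp9* had risen on both substrates, and *Dusp16* had fallen on both. The paper describes a fall of canonical and non-canonical Wnt genes after CHIRON removal. *Notum* (0.49 on soft and 0.75 on stiff substrates), *Prickle2* (0.48 and 0.69) and *Daam1* (0.38 on soft substrates) rose.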

Other observations

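The test of the spread of whole lists after CHIRON removal was chosen only after the result was seen.

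The gene lists of Fig. 6f were more one-sided between substrates than all genes co-regulated in the deposited counts. Of the listed ERK-activated genes, 41 were co-regulated and 41 of these were lower on soft substrates, against 100 of all 115 (one-sided hypergeometric exact p = 0.00076). Of the listed ERK-suppressed genes, 24 were co-regulated and 24 were higher on soft substrates, against 70 of 95 (one-sided hypergeometric exact p = 0.00018). A chance choice of 50 genes did not account for this. The legend of Fig. 6f states that the listed genes had the largest change on stiff substrates. Ranked in this way, 96% of the top 50 ERK-activated genes of the deposited counts were lower on soft substrates, and 82% of the top 50 ERK-suppressed genes were higher. When only genes above the lowest mean expression of the listed genes were ranked, 98% of the top 50 ERK-activated genes were lower on soft substrates, the share of the listed genes. Most of this share came with the ranking alone, so an effect of a filter on expression cannot be told apart from that of the ranking. For the ERK-suppressed genes such a filter removed 57 of 95 genes, so no top 50 could be ranked. Of the 38 left, 89.5% were higher on soft substrates against 100% of the listed genes, so the filter did not account for the list in full.

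After CHIRON removal no gene passed for soft against stiff at 12 h (471 at an unadjusted p under 0.05), and the spread between replicates was larger than after PD03 removal. Of 103 differences of the size seen after PD03 removal, planted in counts simulated with this spread, 12.0% were called on average. These genes had passed there and were planted at their fitted sizes, so this share may be too high. The lack of single genes cannot be told apart from this loss of power. A shift of the whole list as large as that of the ERK-activated genes (−0.38) would be visible, since the SD over library pairs of the mean of the GSK3β-activated genes was 0.088. A substrate effect on GSK3β targets much smaller than that on ERK targets may therefore remain undetected, as a hypothesis.

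The ERK-regulated genes of the 12 h lists had mean log2 fold changes between soft and stiff of −0.040 and −0.015 at 12 h after CHIRON removal (two-sided permutation p 0.20 and 0.53 against random lists). At 0 h, YAP targets had means of −0.026 in PD03 removal (permutation p 0.59) and 0.068 in CHIRON removal (permutation p 0.70). Targets of SRF and MRTF had means of −0.045 (permutation p 0.42) and −0.079 (permutation p 0.25).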
